# The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile

**DOI:** 10.1371/journal.pbio.2002417

**Published:** 2018-03-29

**Authors:** Jesse Lyons, Phaedra C. Ghazi, Alina Starchenko, Alessio Tovaglieri, Katherine R. Baldwin, Emily J. Poulin, Jessica J. Gierut, Casie Genetti, Vijay Yajnik, David T. Breault, Douglas A. Lauffenburger, Kevin M. Haigis

## Abstract

Inflammatory bowel disease (IBD) is a chronic condition driven by loss of homeostasis between the mucosal immune system, the commensal gut microbiota, and the intestinal epithelium. Our goal is to understand how these components of the intestinal ecosystem cooperate to control homeostasis. By combining quantitative measures of epithelial hyperplasia and immune infiltration with multivariate analysis of inter- and intracellular signaling, we identified epithelial mammalian target of rapamycin (mTOR) signaling as a potential driver of inflammation in a mouse model of colitis. A kinetic analysis of mTOR inhibition revealed that the pathway regulates epithelial differentiation, which in turn controls the cytokine milieu of the colon. Consistent with our in vivo analysis, we found that cytokine expression of organoids grown ex vivo, in the absence of bacteria and immune cells, was dependent on differentiation state. Our study suggests that proper differentiation of epithelial cells is an important feature of colonic homeostasis because of its effect on the secretion of inflammatory cytokines.

## Author summary

Chronic inflammation of the gastrointestinal track is the common defect shared by inflammatory bowel diseases (IBDs), such as Crohn’s disease and ulcerative colitis, which affect many people around the world. However, the genetic and physiologic complexities of IBDs have made it difficult to identify therapeutically tractable drivers of disease that can alleviate the symptoms. We reasoned that this complexity is probably originated by a smaller number of dysregulated signaling pathways, and therefore, a “protein-centric” approach would be more suited to identify new therapeutic targets. To this end, in this study we profiled the expression and phosphorylation status of proteins that mediate signaling between and within cells in a mouse model of colitis. We found that hyperactivated mammalian target of rapamycin (mTOR) signaling interferes with the proper differentiation of epithelial cells, which promotes colitis by altering the epithelial inflammatory cytokine secretion in the colon.

## Introduction

IBD, comprised of Crohn’s disease (CD) and ulcerative colitis (UC), is characterized by chronic inflammation of the gastrointestinal tract. The symptoms of IBD, which include diarrhea, abdominal pain, and intestinal blockage, are chronic and debilitating and, in extreme cases, can result in death. Treatment options include steroids, aminosalicylates, and targeted therapies such as tumor necrosis factor alpha (TNF-α) neutralizing antibodies, but many patients become refractory to all of these therapies and require surgery [1]. As such, there is great need for medical therapies that exhibit a more durable response.

Generally, IBDs are understood to result from a loss of homeostasis between the intestinal epithelium, the mucosal immune system, and the gut microbiome. Genetic approaches, such as genome-wide association studies (GWAS), have identified numerous single nucleotide polymorphisms (SNPs) associated with IBD risk, many of which are involved in adaptive and innate immune function [2, 3]. While the immune system is clearly one of the key drivers of IBD, the intestinal epithelium also plays a central role in preventing inflammation by maintaining homeostasis of the gut. It represents a critical physical barrier between the commensal flora and the immune system that resides in the lamina propria and also plays a central role in antigen presentation [4, 5]. Without the epithelium, it would be impossible to maintain proper homeostatic control of the mucosal immune system. Indeed, IBD results from hyperactivation of the immune system in response to commensal or pathogenic bacteria in the context of epithelial damage.

Although experimental approaches indicate that changes to any of the 3 main components of the intestinal ecosystem can trigger IBD, the resulting clinical presentation of patients with CD or UC is indistinguishable, regardless of initiating event. Because of this, we have hypothesized that disparate initiating events converge on a shared, self-sustaining disease network composed of pathologic changes to all 3 main components of the gut ecosystem. Therefore, therapeutic approaches that target genetic initiating events might fail because inhibition of the triggering event would be ineffective in a self-sustaining disease state. An approach that focuses directly on these convergent downstream physiological processes and signaling pathways may identify novel targets that provide sustained therapeutic value for a larger number of patients.

In this paper, we have applied a protein-centric systems biology approach to characterize, at the tissue level, the key molecular and phenotypic features that comprise this convergent chronic inflammatory disease state. Through this work, we developed quantitative phenotypic readouts of inflammation and measured more than 50 inter- and intracellular signaling molecules that are associated with inflammation. Using dimensionality reduction algorithms, we predicted mammalian target of rapamycin (mTOR) signaling as a driver of colitis. While mTOR plays numerous roles that may be linked to IBD pathogenesis, including control of immune differentiation and activation and autophagy [6, 7], in this context we found that mTOR’s regulation of the differentiation state of the intestinal epithelium plays a key role in sustaining chronic inflammation. Using mouse models and in vitro 3D systems, we found that undifferentiated colonic epithelium produces high levels of innate immune cytokines and chemokines that drive inflammation, comparable to those proinflammatory molecules regulated by mTOR during colitis. Altogether, this work has resulted in a systems-scale model of colitis and has identified defective epithelial differentiation as a central mediator of chronic bowel inflammation. By extension, IBD patients, and particularly those with UC, who have hyperproliferative and undifferentiated colonic epithelium, may benefit from therapeutic approaches that induce differentiation to break the cycle of chronic inflammation.

## Results

### Systems-level characterization of murine colitis

To create a tissue-level systems model of chronic colitis, we utilized the T-cell transfer (TCT) model of colitis, which allowed us to control the timing and severity of inflammation in mice [8]. In this model, naïve T cells isolated from wild-type (WT) mice are injected into Rag1 null mice, which lack an adaptive immune system. In the absence of regulatory T cells (Tregs), the naïve T cells produce an inflammatory response to resident microflora, resulting in colitis with high penetrance (80%–90%) and a latency of 3–15 weeks. Our initial experimental population included 20 Rag1 null mice injected with naïve T cells and, as a negative control, 8 Rag1 null mice injected with Tregs (S11 Fig). Mice were weighed biweekly and assessed for symptoms of inflammation, such as diarrhea and rectal prolapse. After animals began to show severe weight loss and diarrhea, they were killed randomly over a range of time points to capture a spectrum of inflammatory states, an important feature for subsequent mathematical modeling. After humane killing, colons from individual mice were subdivided into matched sections for histology, immunophenotyping by flow cytometry, and multiplexed, Luminex-based protein measurement (S1 Fig).

Naïve T-injected animals exhibited significant changes to the intestinal mucosa, including epithelial hyperplasia, expansion of the proliferative zone, loss of differentiation, and increased immune infiltrate (Fig 1A and S2 Fig). The majority (18/20) of the naïve T cell-injected animals showed some degree of crypt hyperplasia and immune cell infiltration, which were highly correlated to one another and with the amount of weight lost (Fig 1B–1D). The increased height of the colonic crypts was due to the dramatic increase in the number of epithelial cells per crypt (S2 Fig). Immunohistochemistry (S2 Fig) and immunophenotyping (S3 Fig) revealed that many immune cell types were present in increased numbers in the colons of animals with colitis. For example, in Rag1 null control animals, CD45+ cells made up only a small proportion of total colonic cells (0.1%–0.3%), and the majority of these cells were plasmacytoid dendritic cells (pDCs). In naïve T-injected animals, the percentage of CD45+ cells showed a strong correlation with crypt hyperplasia (Fig 1B), and this infiltrate was composed primarily of CD4+ T cells, macrophages, and neutrophils (S3 Fig), although the relative proportions of these cell types varied from animal to animal.

**Fig 1:**
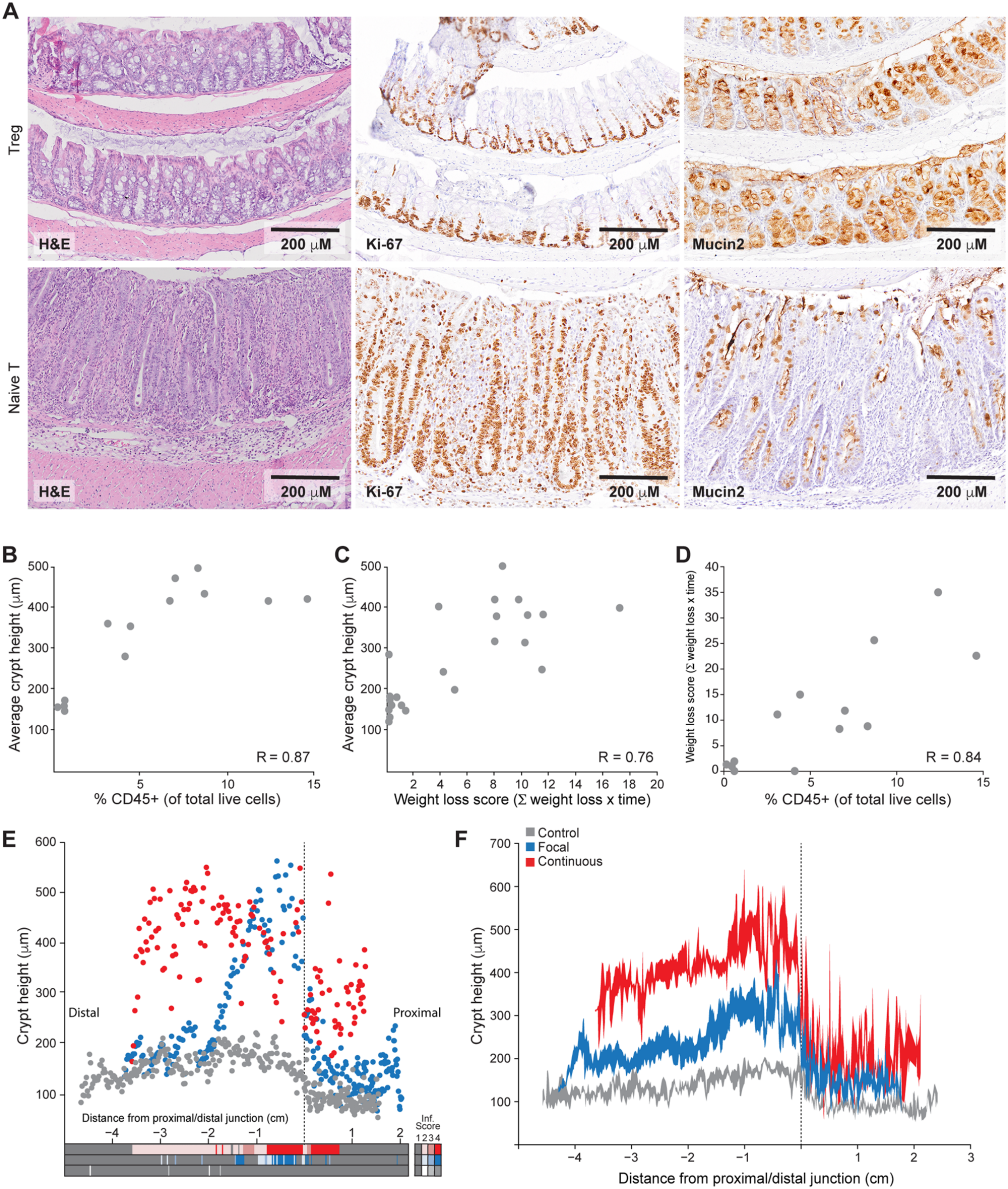
Phenotypic characterization of murine colitis. (A) Representative histology of colons from control regulatory T cell (Treg)-injected animals and naïve T-injected animals with inflammation. The left panels show hematoxylin–eosin (HE)-stained colons; the center panels show immunohistochemistry for Ki-67, a marker of undifferentiated cells; and the right panels show immunohistochemistry for mucin-2, a marker for goblet cells. (B) Plot of average crypt height in distal colon versus the percentage of total CD45+ immune cells in the tissue, showing a strong positive relationship. R was determined by Spearman correlation. (C) Plot of average crypt height in distal colon versus weight loss score, showing a strong linear relationship. R was determined by Pearson correlation. (D) Plot of the percentage of total CD45+ immune cells in the colon versus weight loss score, showing a strong linear relationship. R was determined by Pearson correlation. (E) Scatter plots of crypt height profiles for the animals from panel A. Each dot represents a single crypt measurement and its location within the colon from distal to proximal colon. Focal and continuous inflammation classes were defined based on these profiles, with focal inflammation showing the variable phenotype (blue dots) and continuous inflammation showing consistent distal colon hyperplasia (red dots). The box at the bottom provides the immune infiltrate score at each location where crypts were measured, showing co-occurrence of hyperplasia and foci of immune infiltration. (F) Average crypt height profiles for each group, with the standard error about the mean indicated in shaded regions at points binned in 500-μm increments. *N* = 6, 7, and 8 for control, focal inflammation, and continuous inflammation, respectively. Underlying numerical values for panels B–F are provided in S1 Data.

In the course of phenotyping animals with colitis, we noted that the histological manifestations of colitis were not uniform throughout the colon but rather restricted to specific colonic regions. In order to quantitatively measure inflammation as a function of the geographical position in the colon, we measured the thickness of the mucosa every 5 crypts along the entire length of the colon for every mouse. These measurements were used to generate scatter plots that graph crypt height as a function of longitudinal location along the colon (Fig 1E). In addition to crypt height measurements, an immune infiltration score was used to identify and locate areas of inflammation. Foci of infiltrating immune cells were rarely found in control animals but were found throughout the colons of naïve T-injected animals. These infiltrates were more prevalent in continuously inflamed colons and were closely associated with areas of crypt hyperplasia (Fig 1E). After analyzing our entire experimental cohort, we found that we could divide experimental animals into 2 discrete classes based on the extent of colitis (Fig 1F). Continuously inflamed animals exhibited significant crypt hyperplasia (300–600 μm/crypt) throughout the distal colon, while focally inflamed animals were defined by variable crypt hyperplasia beginning at the proximal/distal junction and spreading distally towards the rectum. While animals that were killed at later time points had a higher prevalence of colitis, the presence and severity of colitis were most closely associated with weight loss and the time since initial weight loss (Fig 1C and 1D). In follow-up experiments, by using this weight loss metric to select the timing of drug treatments, we were able to ensure that we treated only animals with established continuous inflammation. Together, these data establish the quantitative and qualitative histological features of chronic colitis, defining crypt hyperplasia as a tissue-level feature of colitis in this model and identifying expansion of the proliferative zone and loss of differentiation as key cellular features of disease.

Having established quantitative phenotypic measures of colitis, we sought to identify the inter- and intracellular signals underlying inflammation. Fresh tissue from the distal colon was lysed for Luminex-based analysis of 37 cytokines, chemokines, and growth factors and 17 phosphoproteins marking key signaling pathways (S4–S6 Figs). These 54 “signals” represented all of the commercially available Luminex-based assays for which we were able to detect signal above background in the mouse colon. Many of the signals were significantly different in control animals and those receiving adoptive transfer of CD45RBhi T cells, and these changes were not simply due to the adoptive transfer, since animals that received CD45RBhi T cells did not exhibit increased signaling prior to the onset of colitis (S7 Fig).

We used principal component analysis (PCA) to cluster animals based on protein expression profiles and to identify key proteins driving this clustering. PCA showed a high degree of covariance between the proteins in the data set, and the majority of this variance was explained by the first principal component (PC1) (Fig 2A). Additionally, PC1 clustered each animal based on its degree of inflammation, with animals exhibiting continuous inflammation scoring positively on PC1, the focal inflammation animals scoring in the middle, and the control animals scoring negatively. Two of the naïve T cell-injected animals clustered with the negative control animals; however, these showed almost no hyperplasia or immune infiltration, representing the incomplete penetrance of this model (Fig 2A). Scores on PC1 were plotted against average crypt height and showed a strong linear correlation (R^2^ = 0.80), confirming that this principal component is strongly associated with inflammation (Fig 2B). PC1 showed strong positive loading for chemokines involved in macrophage, neutrophil, and T-cell chemotaxis (macrophage inflammatory proteins [MIPs], KC [keratinocyte chemoattractant], monocyte chemoattractant protein 1 [MCP-1], and RANTES [regulated on activation, normal T cell expressed and secreted]), inflammatory cytokines (interleukin [IL]-1s and IL-6), and growth factors (leukemia inhibitory factor [LIF] and vascular endothelial growth factor [VEGF]) (Fig 2C). T helper cell 2 (Th2) cytokines (IL-31 and IL-33) did not show positive loading, suggesting polarization of the T-cell response towards a Th1/Th17-type response, which is typical of CD and the TCT model of IBD [9]. Intracellular signaling molecules, such as Mek and the insulin receptor, showed strong negative loading, suggesting that these pathways are down-regulated in inflamed colons. The main intracellular signaling pathways up-regulated in inflamed animals included NF-κB and mTOR. We were particularly interested in the mTOR pathway because it was activated at multiple levels, including Akt, p70 S6K, and S6RP. The activation of mTOR in the context of colitis was not specific to the TCT model; we found that mTOR was activated in multiple genetic models of IBD (S8 Fig) and in a subset of human IBD patients (S9 Fig).

**Fig 2:**
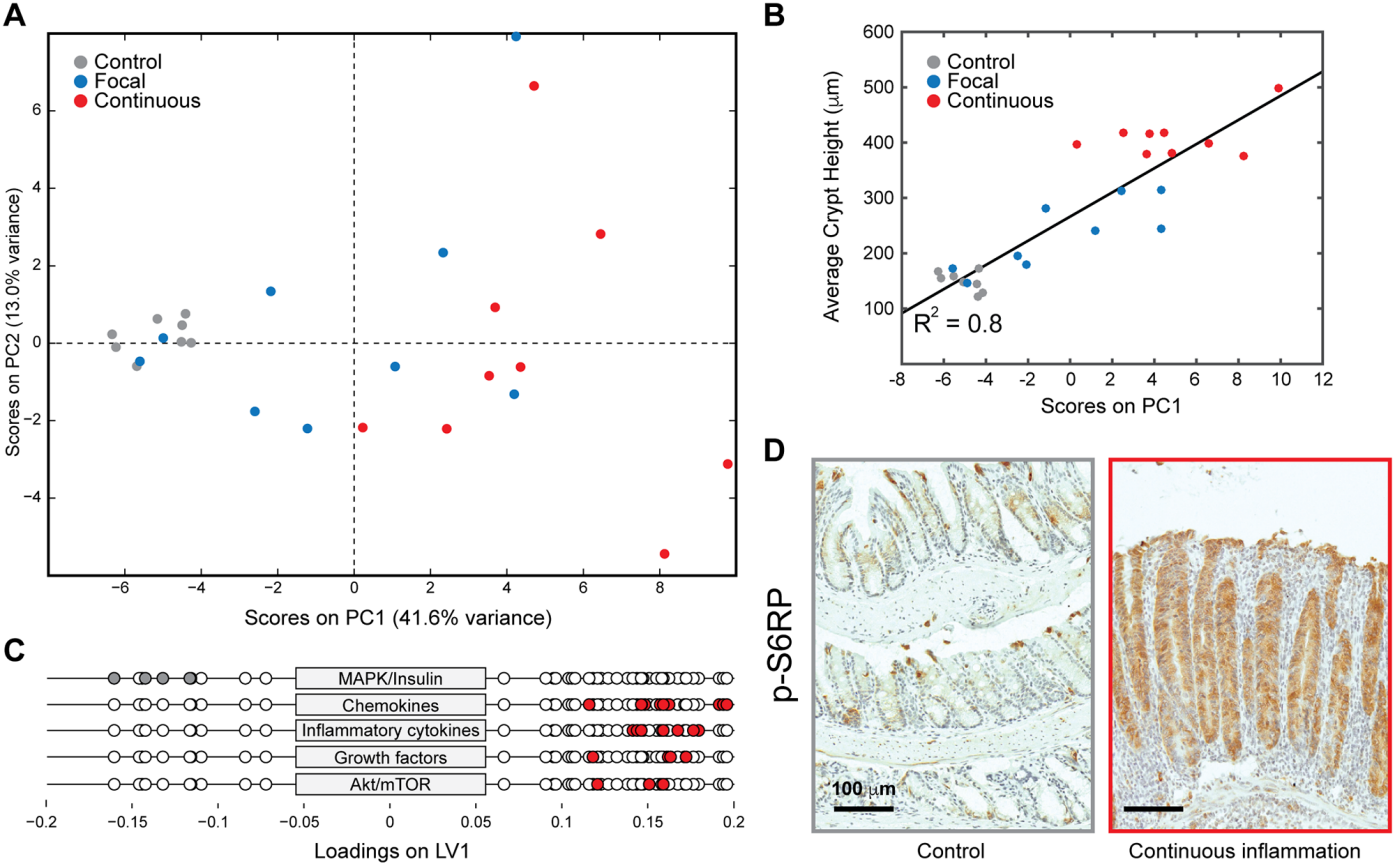
Multivariate molecular analysis of murine colitis. (A) Principal component analysis (PCA) based on Luminex measurements from distal colons identifies clusters of the control, focal inflammation, and continuous inflammation classes on principal component 1 (PC1). (B) Correlation between PCA and crypt height. For each animal, the score on PC1 was plotted against the average crypt height in the distal colon. This indicates that there is a strong correlation (R^2^ = 0.8) between PC1 and epithelial measures of inflammation. (C) Loadings on PC1 represented as single dots for each protein and grouped and color-coded by pathway or category. Signals on the right are positively correlated with inflammation. (D) Immunohistochemistry for p-S6 ribosomal protein (p-S6RP), a readout of the mammalian target of rapamycin (mTOR) pathway. p-S6RP was strongly induced in inflamed animals and was found primarily in epithelial cells. Underlying numerical values for panels A and B are provided in S1 Data. MAPK, mitogen-activated protein kinase.

To determine whether mTOR signaling was generally up-regulated in the context of colitis or whether up-regulation in a specific cellular compartment accounted for the increased signal detected via Luminex, we performed immunohistochemistry for phosphorylated ribosomal protein S6 (p-S6) on colons from control and adoptive transfer mice. In control animals, we found high p-S6 signal only in intraepithelial lymphocytes, which is consistent with the well-characterized role for mTOR signaling in immune function (Fig 2D) [10]. In animals with colitis, by contrast, we detected strong p-S6 throughout the colonic epithelium (Fig 2D), suggesting that the increased mTOR signal that we detected derives primarily from ectopic activation in epithelial cells.

### mTOR activation suppresses colonic differentiation to promote inflammation

In order to investigate a potential role for mTOR in driving colonic inflammation by affecting epithelial homeostasis, we tested the effects of the mTOR inhibitor rapamycin on colitis induced in the TCT model. To ensure experimental animals had severe inflammation, we utilized animals at late time points after adoptive transfer. We also used weight loss as a marker for onset of inflammation, beginning treatment on a mouse-by-mouse basis when an animal lost more than 1 gram of weight and did not regain the weight within 1 week. Inflamed animals were treated with rapamycin (5 mg/kg/day) for 2 weeks and then processed and analyzed as described above. Colons from rapamycin-treated animals exhibited a clear reduction in immune infiltrate, normalization of the proliferative zone at the bottom of the crypts, and restoration of goblet cell differentiation (Fig 3A and 3B). Quantification of crypt heights revealed a partial normalization of mucosal thickness and a significant decrease in average crypt height in rapamycin-treated animals (Fig 3C). Because rapamycin promotes expansion of Tregs in other systems [11], we explored whether the general reduction in inflammation following rapamycin treatment was associated with an increase in Tregs in the colonic lamina propria. While animals with colitis did have significant numbers of Tregs in the colon, those treated with rapamycin did not have greater numbers (Fig 3D)—in fact, they had fewer—indicating that rapamycin treatment did not suppress colitis in the TCT model by expanding the number of Tregs.

**Fig 3:**
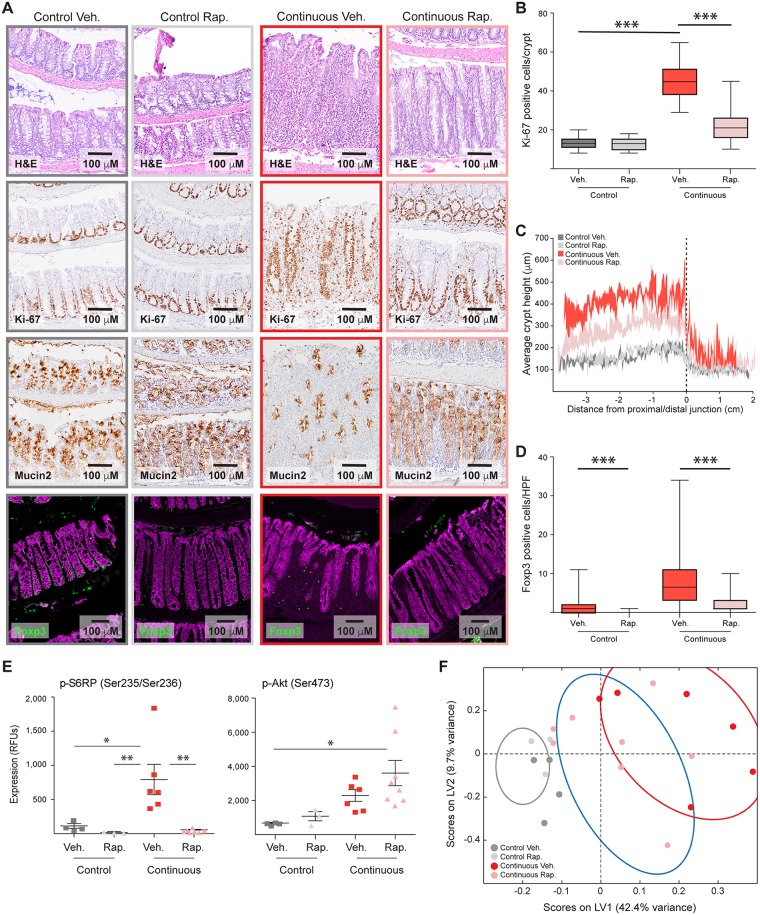
Mammalian target of rapamycin (mTOR) inhibition reduces inflammation. (A) Representative histology of colons from vehicle (Veh.)-treated control animals, rapamycin (Rap.)-treated control animals, vehicle-treated and naïve T-injected animals, and rapamycin-treated and naïve T-injected animals. Individual panels show (from top to bottom) hematoxylin–eosin (HE)-stained colons, Ki-67, mucin-2, and Foxp3, a marker of regulatory T cells (Tregs). (B) Measurement of proliferative zone heights via Ki-67 staining. There is a significant reduction in crypt height for inflamed rapamycin-treated animals, as determined by Mann-Whitney test. *** represents *p* ≤ 0.001. *N* = 100, 60, 80, and 120 for control + vehicle, control + rapamycin, naïve T + vehicle, and naïve T + rapamycin, respectively. (C) Average crypt height profiles for each treatment group, with the standard error about the mean indicated in shaded regions at points binned in 500-μm increments. *N* = 4, 3, 6, and 8 for control + vehicle, control + rapamycin, naïve T + vehicle, and naïve T + rapamycin, respectively. (D) Quantification of Foxp3-positive Tregs. There is a significant reduction in Tregs in the lamina propria of all animals treated with rapamycin. Tregs were quantified as the number of Foxp3-positive cells in a random high-powered field (HPF). *P*-values were determined by Mann-Whitney test. *** represents *p* ≤ 0.001. *N* = 75, 50, 100, and 75 for control + vehicle, control + rapamycin, naïve T + vehicle, and naïve T + rapamycin, respectively. (E) Luminex-based measurements of activating phosphorylation sites on multiple proteins in the mTOR pathway. Measurements are in arbitrary relative fluorescence units (RFUs). Horizontal and vertical lines represent mean +/− standard error. Significance was determined by one-way ANOVA with Tukey-Kramer post-test. * represents *p* ≤ 0.05; ** represents *p* ≤ 0.01. (F) Projection of signaling data from vehicle- and rapamycin-treated samples onto a partial least squares regression (PLSR) model built from untreated samples. Original samples used to generate the model project into the gray oval (control), blue oval (focal inflammation), and red oval (continuous inflammation). Underlying numerical values for panels B–F are provided in S1 Data.

Analysis of phosphoproteins confirmed that signaling downstream of mTOR activity was strongly inhibited by rapamycin (Fig 3E), although phosphorylation of the upstream activator Akt appeared to be increased by rapamycin, presumably by relieving inhibition of the insulin-like growth factor receptor/insulin receptor substrate 1 (IRS1) axis [12]. We next sought to determine whether mTOR inhibition altered the local intracellular signaling network or whether it had a broad effect on the tissue-level inflammatory network (S4–S6 Figs). We first applied partial least squares regression (PLSR) to signaling data from our initial specimens in order to create a mathematical model linking dysregulated signaling to colitis, regressing to epithelial thickness. As with our original PCA model, the PLSR model was able to segregate animals with continuous inflammation from control animals and those with focal inflammation based on the accumulated signals that were measured in colonic lysates (Fig 3F). When the signaling data from animals treated with rapamycin were projected onto this PLSR model, 6 out of 8 rapamycin-treated animals clustered with the focally inflamed animals (Fig 3F). This reflects the fact that rapamycin treatment represses signaling directly downstream of mTOR and also the majority of the cytokines, chemokines, and growth factors associated with inflammation. Together, these results suggest that epithelial mTOR is a central regulator of intestinal inflammation in mouse models of IBD.

While long-term rapamycin treatment revealed a key role for mTOR in the maintenance of colitis, chronic inhibition does not provide mechanistic insight into the potential role that epithelial mTOR plays in this complex, tissue-level phenotype. In order to address this limitation, we treated inflamed animals acutely with rapamycin for 1, 4, 8, 24, or 48 hours. Within 1 hour of rapamycin treatment, goblet cells began to appear, and the proliferative zone began to normalize (Fig 4A and 4B). Within 24 hours, these cellular phenotypes were returned to nearly normal levels. By 48 hours, the inflammation-induced hyperplasia was reduced, reflecting the induced differentiation and decreased proliferation induced by mTOR inhibition (Fig 4C). Immune cell infiltrate changed more slowly following rapamycin treatment than did the epithelium, with a decrease in the proportion of macrophages and neutrophils only by 48 hours (Fig 4D). At that time point, the proportion of CD45+ cells that were T cells was significantly increased (Fig 4D). Cytokine and chemokine expression showed a variable kinetic response to rapamycin (S10 Fig). Some proteins decreased rapidly, within 1 hour of rapamycin treatment, to control levels, while others showed a graded decrease correlating to the goblet cell phenotype (Fig 4E). Some of the cytokines, like IL-6, even increased following rapamycin treatment (Fig 4E). These data are consistent with a kinetic model in which hyperactivated mTOR suppresses differentiation to promote colitis. Upon mTOR inhibition with rapamycin, colonic epithelial cells rapidly differentiate and cease to proliferate. Subsequently, the cytokine profile of the tissue changes, and, as a consequence, the complexion of the innate immune landscape returns to a state that resembles the normal colon.

**Fig 4:**
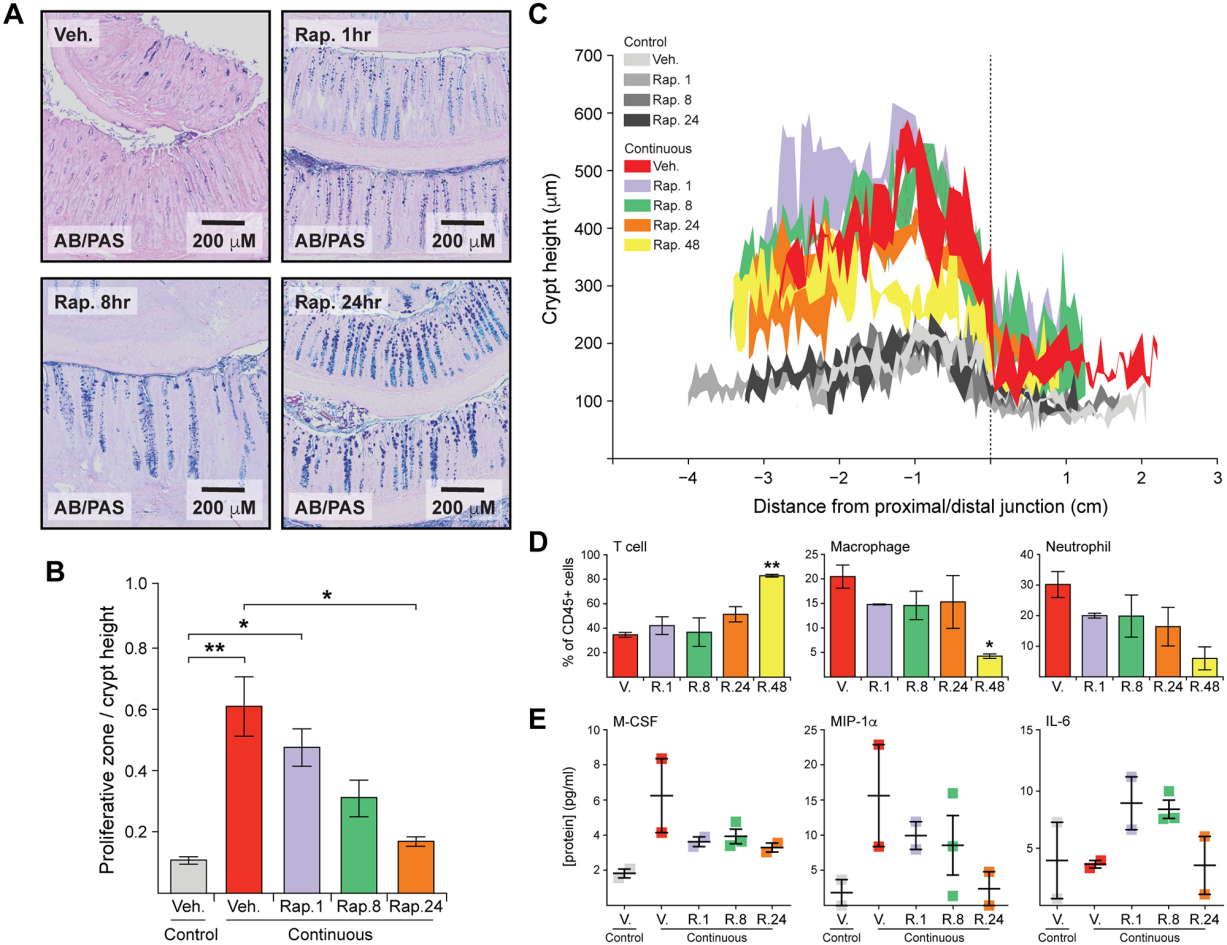
Temporal control of cellular and molecular inflammatory phenotypes by rapamycin. (A) Representative Alcian Blue/Periodic Acid Schiff (AB/PAS) stains for inflamed animals treated with vehicle (Veh.) or rapamycin (Rap.) for the indicated periods of time. Intracellular and extracellular mucins are stained dark purple and indicate the appearance of mature goblet cells. (B) Measurement of the proliferative zone before and after rapamycin. The proliferative zone is defined as the ratio of the highest phosphorylated histone H3 (PH3)-positive cell position in a crypt divided by the height of that crypt. For each animal, 12–25 crypts were measured, and bars represent the average proliferative zone for 2–3 animals. Significance was determined by one-way ANOVA with Tukey-Kramer post-test. * represents *p* ≤ 0.05; ** represents *p* ≤ 0.01. Bar graphs represent mean +/− standard error. (C) Average crypt height profiles for each treatment group, with the standard error about the mean indicated in shaded regions at points binned in 500-μm increments. *N* = at least 2 for each group. (D) Flow cytometric measurements of colonic immune infiltrate. Inflamed animals show an even mix of T cells, macrophages, and neutrophils, but rapamycin treatment leads to a loss of macrophages and neutrophils by 48 hours. Significance determined by ANOVA with Tukey-Kramer post-test. * represents *p* ≤ 0.05; ** represents *p* ≤ 0.01, both with respect to naïve T, vehicle control. *N* = 2–3 animals per condition. Bar graphs represent mean +/− standard error. (E) Representative cytokine expression patterns of response to acute rapamycin treatment. Macrophage colony-stimulating factor (M-CSF) drops immediately follow rapamycin exposure, while macrophage inflammatory protein 1-alpha (MIP-1α) declines slowly over 24 hours. Some proteins, like interleukin (IL)-6, transiently increase in expression following rapamycin treatment. *N* = 2–3 animals per condition. Bar graphs represent mean +/− standard error. Underlying numerical values for panels B–E are provided in S1 Data.

### Rapamycin treatment does not affect the colonic microbiome

We next considered the possibility that rapamycin indirectly affected intestinal homeostasis by causing shifts in the composition of the commensal flora. To address this possibility, we profiled the fecal microbiome of control and inflamed animals, both before and after treatment with rapamycin (5 mg/kg/day for 2 weeks) (S11 Fig). Principal coordinate analysis (PCoA) of the beta diversity relationships between samples demonstrated that samples separated based on their inflammatory phenotype, but that rapamycin treatment did not shift the overall status of the microbiome, whether an animal had inflammation or not (S11 Fig). We also plotted the Bray-Curtis dissimilarity scores between all pairs of mice to see how individual mouse pre- and post-treatment scores compared with differences between animals. This analysis showed that the microbiome of control animals was most similar to other control animals, regardless of whether they received rapamycin (S11 Fig). The same was true for animals with inflammation. Although we did note that resolution of inflammation altered microbiome diversity and that the representation of certain bacteria, for example *Lactobacilli*, increased in inflamed mice after treatment, overall our data reveal that rapamycin itself does not alter microbial composition in this model.

### Induction of differentiation reduces inflammation

In our initial hypothesis-generating experiment and in the subsequent perturbation experiments, we found an inverse correlation between epithelial differentiation and colonic inflammation. This observation led us to ask whether induction of differentiation independently of mTOR inhibition would have a similar effect on tissue homeostasis. To this end, we used the gamma-secretase inhibitor dibenzazepine (DBZ), which induces goblet cell differentiation by inhibiting Notch signaling [13]. Animals with colitis were treated with 10 μmol/kg DBZ or vehicle by daily intraperitoneal (IP) injection for 1 week. DBZ-treated animals exhibited complete conversion of the colonic epithelium to goblet cells, with high mucous levels in almost every cell in the crypt (Fig 5A). Consistent with rapamycin treatment experiments, induction of differentiation via Notch inhibition was accompanied by a reduction in macrophages and neutrophils (Fig 5B). Interestingly, there was no change in the proportion of T cells within the colon, suggesting that their recruitment and maintenance within the tissue is not affected by systemic inhibition of Notch. This result is consistent with our prior observation that rapamycin treatment rapidly induced differentiation prior to having any effect on the number of T cells in the colon (Fig 4D). The rescue of differentiation was also associated with a decrease in the inflammation-associated chemokine profile (Fig 5C and S12 and S13 Figs), particularly those associated with innate immune cell chemotaxis. When the DBZ- and vehicle-treated samples were projected onto a cytokine-specific PLSR model built from the baseline samples, DBZ-treated samples clustered with focally inflamed and negative control animals, just like the rapamycin-treated animals in our previous experiment (Fig 5D). These experiments demonstrate that 2 mechanistically independent methods of inducing differentiation in the colonic epithelium lead to a reduction in the expression of inflammatory cytokines and chemokines and subsequent reduction in inflammatory immune infiltrate. These observations provide strong evidence that the epithelium is a key player, beyond its role as a barrier, in the inflammatory process and that this connection is tightly linked to differentiation state.

**Fig 5:**
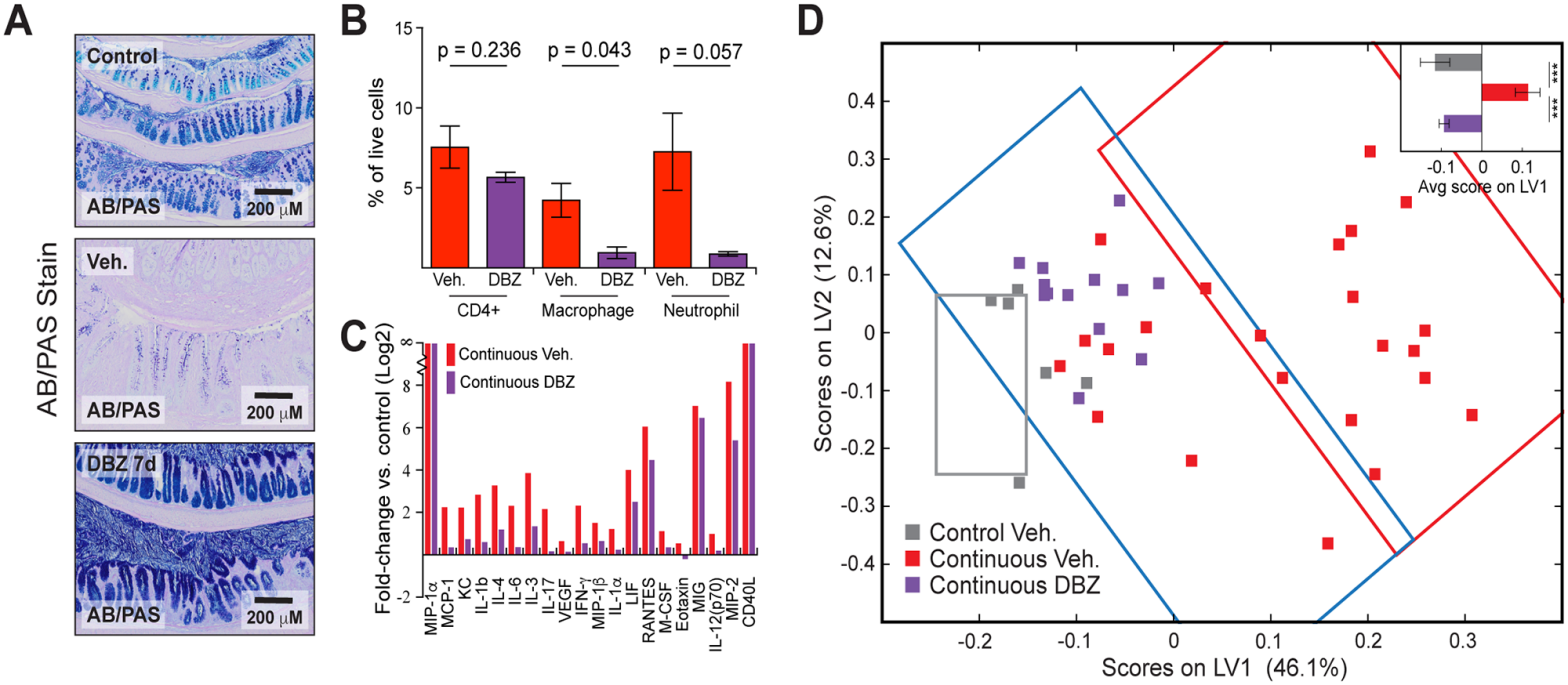
Goblet cell differentiation leads to reduced cytokine expression and innate immune cell infiltration. (A) Alcian Blue/Periodic Acid Schiff (AB/PAS) stain for mucin shows loss of goblet cells in inflamed animals that is restored by treatment with the Notch pathway inhibitor dibenzazepine (DBZ). (B) Immune infiltrate, as measured by flow cytometry expressed as a percentage of total cells, shows a reduction in macrophages and neutrophils following 1-week treatment with DBZ. Significance determined by unpaired *t* test, with *p*-values indicated above each cell type. *N* = 2–3 animals per condition. Bar graphs represent mean +/− standard error. (C) Inflammation-associated cytokine and chemokine expression was measured by Luminex and displayed as log2-fold changes versus control animals. These proteins represent the top 20 loadings from the partial least squares regression (PLSR) model described in Fig 5D. Data for individual animals are presented in S8 Fig. (D) DBZ- and vehicle (Veh.)-treated cytokine and chemokine measurements were projected onto a PLSR model built from non-drug-treated animals. DBZ-treated animals cluster with focal inflamed and noninflamed animals. Original samples used to generate the model project into the gray rectangle (control), blue rectangle (focal inflammation), and red rectangle (continuous inflammation). Underlying numerical values for panels B–D are provided in S1 Data. Avg, average; IFNγ, interferon gamma; IL, interleukin; LIF, leukemia inhibitory factor; LV1, latent variable 1; MCP-1, monocyte chemoattractant protein 1; MIG, mitokine induced by gamma interferon; MIP-1α/β, macrophage inflammatory protein 1-alpha/beta; M-CSF, macrophage colony-stimulating factor; RANTES, regulated on activation, normal T cell expressed and secreted; VEGF, vascular endothelial growth factor.

### Enrichment of transit-amplifying cells in inflamed epithelium

Our studies indicate a clear role for the differentiation state of the epithelium in mediating cytokine and chemokine expression and innate immune recruitment in murine colitis. Nevertheless, the stage at which the epithelial cells were arrested remained unclear. In order to address this, we performed microarray analysis on 4 control and 6 inflamed colons (GEO accession GSE87317). 

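Each array measured the RNA of the distal colon of 1 Rag1-/- mouse, an animal that makes no T or B cells of its own. The 4 control mice had received regulatory T cells, and the 6 inflamed mice had received naïve T cells, which bring on the colitis of the TCT model. The paper gives 200000 regulatory or 400000 naïve T cells per mouse, and the labels give injection at 10 weeks of age and collection 2 to 3 months later. The labels divide the inflamed colons into 3 severely and 3 moderately inflamed, which the paper reports together as continuous inflammation. For RNA extraction the labels name Trizol and the paper's methods name a Qiagen RNeasy Microarray Tissue Mini kit. The authors processed the Affymetrix mouse arrays with Expression Console and RMA, which corrects the background, gives the arrays a common distribution and returns 1 log2 value per probe set. On each array 34945 probe sets are annotated to 1 gene, and each of 18193 genes was given the value of its probe set with the highest mean over the 10 arrays. The median of the probe sets lay between 5.36 and 5.40 on the log2 scale on every array and the lower quartile between 3.82 and 3.92, and the number of arrays limits the precision.

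Inflammation changed a large part of the colon's transcripts. In inflamed colon 3372 genes were higher and 3850 were lower than in control at an adjusted p under 0.05 (limma, Benjamini-Hochberg over all genes, two-sided). The share of higher calls was 46.7%, and 56.4% with each array centred on its median. Among the calls, 636 were at least 2-fold higher and 836 at least 2-fold lower. Among the largest rises were S100a8, a calcium-binding protein of neutrophils, at a log2 difference of 7.66 (adjusted p = 1.73e-05), and Gzma, a granzyme of cytotoxic lymphocytes, at 5.83. Control values of S100a8 were low and spread (4.78 ± 1.34, SD, 4 control arrays), so the size of its rise is uncertain. The largest falls were those of Cyp2c55 by 7.62 (standard error 0.57, adjusted p = 4.01e-06), Hao2 by 5.06, Smpx by 4.82, to a dim 3.99, Mptx1 by 4.62 (adjusted p = 0.0184; 0.0583 under the methods' t-test and 0.059 under the replicate block) and Sult1a1 by 4.51 (adjusted p = 0.000248), and Ugt2b5 fell by 4.24 (adjusted p = 1.74e-05), to 2.90, below every array's lower quartile, where the size of a difference is uncertain. The 4 control and 6 inflamed values did not overlap for 5768 genes, or 31.7% of those tested, against 0.952% by chance. The first principal component held 74.5% of the variance and placed the control arrays from -55.8 to -46.2 and the inflamed arrays from 18.3 to 49.5.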

Analysis of individual markers for different cell types suggested that there was a pronounced decrease of goblet cells and enteroendocrine cells and a moderate decrease of enterocytes and stem cells (Fig 6A and 6B), cellular phenotypes that we have confirmed by histologic analysis (Fig 1A and S2 Fig). 

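Atoh1 of goblet cells, Chga of enteroendocrine cells and Lgr5, Hopx and Lrig1 of stem cells fell in inflamed colon, and Elf3 of enterocytes rose. Muc2, Spdef, Alpi, Bmi1 and Tert did not pass the exact test over the 15 genes. Chga, a protein of enteroendocrine secretory granules, was 8.36 ± 0.19 (SD, n = 4) in control and 6.50 ± 0.36 (SD, n = 6) in inflamed colon on the log2 scale and so fell by 1.86, which is 3.63-fold. Atoh1, the transcription factor that commits progenitors to the secretory lineage, fell by 1.05, or 2.07-fold, from 9.79 ± 0.19 to 8.74 ± 0.44, with control replicate 2 apart from the other controls at 9.51. Each of the 6 inflamed colons lay below every control for both genes (exact permutation test over all 210 splits, two-sided, adjusted p = 0.00893 for each, over 15 genes). Muc2, the main mucin of goblet cells, was 13.89 ± 0.27 in control and 13.49 ± 0.22 in inflamed colon, and its difference of -0.39 passed limma's test over all genes (adjusted p = 0.0383) but not the exact test (exact p = 0.0476, adjusted p = 0.0649). Spdef, a factor of goblet cell maturation, differed by -0.11 (exact adjusted p = 0.438), with control replicate 2 low at 8.08.

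Of the enterocyte markers, Alpi, an intestinal alkaline phosphatase, was 7.01 ± 0.92 in control and 6.18 ± 0.60 in inflamed colon and did not pass the test (exact adjusted p = 0.161). Elf3, an epithelial transcription factor, rose by 0.38, from 10.87 ± 0.05 to 11.25 ± 0.17, and was higher in 6 of 6 inflamed colons (exact adjusted p = 0.0143). Of the stem cell markers, Lrig1, an inhibitor of ErbB signaling, fell by 0.90 and Hopx, a homeodomain protein, fell by 0.84 (exact adjusted p = 0.00893 for each). Lgr5, a receptor that strengthens Wnt signaling, fell by 0.86, from 6.66 ± 0.10 to 5.80 ± 0.39 (exact adjusted p = 0.0143). Bmi1, a Polycomb protein, differed by 0.10 and Tert, the telomerase reverse transcriptase, by -0.10 (exact adjusted p = 0.301 for each). A dimmer probe set of Lgr5 differed by 0.02 and one of Lrig1 by 0.11, and under the mean over probe sets the differences were -0.42 and -0.58. Muc2 passed the test without control replicate 2 (-0.53, exact adjusted p = 0.0179), as did Spdef (-0.27, exact adjusted p = 0.0298), and Bmi1 passed without moderate replicate 2 (0.15, exact adjusted p = 0.0433). Tert passed relative to the pan-epithelial list (-0.22, exact adjusted p = 0.0195) and with quantile normalization repeated (-0.14, exact adjusted p = 0.039).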

Because transit amplifying cells (TACs) are defined functionally, the existing monovariate markers are not sufficient to assess their enrichment. In order to determine whether there was a relative increase in TACs in inflamed colon, we employed Gene Set Enrichment Analysis (GSEA) using published gene sets derived from epithelium enriched for various cell types. A stem cell gene set was derived from sorted Lgr5+ epithelial cells [14], while enterocyte and secretory progenitor gene sets were derived from various pharmacologic and genetic treatments [15]. Finally, a TAC signature was derived from regenerative epithelium composed of 97% TACs [16]. Using GSEA, we found de-enrichment for gene sets associated with secretory cells, enterocytes, and stem cells (Fig 6C and 6D). Conversely, we saw enrichment for genes associated with Atoh1 knockout (which lacks goblet cells) and the TAC signature. 

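Many genes of differentiated cells and of stem cells fell in inflamed colon. Among 21 genes of absorptive colonocytes, 11 fell, 3 rose and 7 did not pass the test (13 lower and 4 higher when adjusted over the list alone). Slc37a2, a sugar-phosphate transporter, fell by 4.29 on the log2 scale (standard error 0.27, limma adjusted p = 1.51e-06) and Mep1a, a brush border protease, fell by 2.84 (standard error 0.32, adjusted p = 4.22e-05). The members that rose were Elf3, Krt20, a keratin of mature surface cells, by 1.48-fold (adjusted p = 0.000784, with severe replicate 1 low at 13.46), and Slc51b, a bile acid transporter subunit, by 1.66 (adjusted p = 3.91e-05). The colonocyte list moved down by a mean of -0.76 (camera, adjusted p = 0.0085; adjusted p = 0.46 with an estimated correlation).

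Of 20 goblet cell genes, 8 fell, 1 rose and 11 did not pass (10 lower and 1 higher when adjusted over the list alone). Klk1, a kallikrein protease, fell by 2.43 (standard error 0.28) and by 1.49 under the mean over its probe sets, with control replicate 3 apart at 14.07. The member that rose was Retnlb, a resistin-like antimicrobial protein, by 3.12 (adjusted p = 0.00528), which was singled out after its values were seen. The goblet cell mean was -0.35 (camera, adjusted p = 0.00608; adjusted p = 0.40 with an estimated correlation). Of 17 enteroendocrine genes, 11 fell, 1 rose and 5 did not pass (12 lower and 1 higher when adjusted over the list alone). Insl5, a peptide hormone of colonic L cells, fell by 2.52 (standard error 0.37), and Tac1, which encodes substance P and is also made by neurons, rose by 2.11 and by 1.14 under the mean over its probe sets. The enteroendocrine mean was -0.78 (camera, adjusted p = 6.35e-05; adjusted p = 0.25 with an estimated correlation). Of 13 tuft cell genes, 5 fell and 8 did not pass, with the same count of 5 when adjusted over the list alone. These were Rgs13, which fell from 7.63 to 3.82, about the arrays' lower quartile, so that the size of its fall is uncertain, Hpgds, a prostaglandin D synthase, which fell by 1.38, and, named after their values were seen, Trpm5 (-0.49, moderate replicate 3 low at 4.33), Alox5 (-0.46) and Sh2d6 (-0.37). The tuft cell mean was -0.50 with a median of -0.10 (camera, adjusted p = 0.0454; adjusted p = 0.25 with an estimated correlation), and without Rgs13, left out after seeing the data, it was -0.22 (exact permutation test, p = 0.00476).

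Of 21 stem cell genes, 11 fell, 1 rose and 9 did not pass, with the same counts when adjusted over the list alone. Znrf3, a ubiquitin ligase that restrains Wnt receptors, fell by 1.31 (standard error 0.15, adjusted p = 5.02e-05) and by 0.48 under the mean over its probe sets. The member that rose, Msi1, an RNA-binding protein, was higher by 0.36 (adjusted p = 0.0206), by 0.04 under the mean over its probe sets (adjusted p = 0.744), no longer passed without control replicate 2 (0.0597) or 3 (0.0694), and was named after its values were seen. The stem cell mean was -0.30 (camera, adjusted p = 0.0118; adjusted p = 0.25 with an estimated correlation). In the same colons all 12 smooth muscle genes fell. Under a preranked GSEA the goblet cell list (adjusted p = 0.247) and the stem cell list (adjusted p = 0.0978) did not pass, nor did the goblet cell list under an exact permutation test of its mean, chosen after seeing the data (adjusted p = 0.0571). The tuft cell call ended when dim genes were left out (adjusted p = 0.228), with the replicate number as a block (0.0738) and without control replicate 1 (0.0566), control replicate 4 (0.0703), severe replicate 2 (0.0511) or moderate replicate 3 (0.0648).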

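Many genes of dividing cells rose in inflamed colon. Of 24 genes of the G2 and M phases, 17 rose, none fell and 7 did not pass the test (18 higher when adjusted over the list alone). Birc5, which encodes survivin, rose 2.03-fold (limma adjusted p = 3.79e-05, with control replicate 3 low at 8.60), and Plk1, a mitotic kinase, rose by 0.96 on the log2 scale (standard error 0.12, adjusted p = 6.98e-05). The list's mean rise was 0.61 (camera, adjusted p = 9.88e-07; adjusted p = 0.32 with an estimated correlation). Of 20 S phase genes, 10 rose, none fell and 10 did not pass, with the same counts when adjusted over the list alone. Rrm2, a subunit of ribonucleotide reductase, rose 3.47-fold (adjusted p = 5.01e-06) and Fen1, a nuclease of DNA replication, rose by 0.79 (standard error 0.10, adjusted p = 7.72e-05). The S phase mean was 0.39 (camera, adjusted p = 0.00608; adjusted p = 0.46 with an estimated correlation).

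Of 15 genes of ribosome biogenesis, 6 rose and 9 did not pass, with the same counts when adjusted over the list alone. Bop1 rose by 0.42 and Nop2 by 0.41, both nucleolar proteins that process ribosomal RNA. The mean of this list was 0.22 (camera, adjusted p = 0.0285; adjusted p = 0.46 with an estimated correlation), and its call ended under the mean over each gene's probe sets (adjusted p = 0.0703), under a preranked GSEA (0.156), without severe replicate 1 (0.0744) and without moderate replicate 3 (0.0897). In the same colons 13 of 16 T cell genes rose by the same test, Cd3g, a subunit of the T cell receptor complex, by 4.36 from a control level of 3.54, below the arrays' lower quartile.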

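Transcripts of most chemokines rose in inflamed colon. Of 31 chemokine ligand genes, 23 rose, 2 fell and 6 did not pass the test (24 higher and 4 lower when adjusted over the list alone). Cxcl9, an interferon-induced attractant of T cells, was 4.44 ± 0.62 (SD, n = 4) in control and 11.70 ± 0.60 (SD, n = 6) in inflamed colon on the log2 scale, a rise of 7.25 or 153-fold, whose size is uncertain because control replicate 3 was as dim as 3.798. Cxcl10, which binds the same receptor, rose by 3.48 or 11.2-fold, from 5.89 ± 0.17 to 9.38 ± 0.68, and Cxcl11 rose by 2.91 or 7.50-fold, from 5.07 ± 0.43 to 7.97 ± 0.57. Ccl9, an attractant of myeloid cells, rose by 1.32 or 2.50-fold, from 8.16 ± 0.25 to 9.48 ± 0.39. For these 4 genes every inflamed colon lay above every control (exact permutation test, two-sided, p = 0.00476 for each, the smallest p that 4 arrays against 6 allow).

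Of the chemokines that attract neutrophils, Cxcl5 rose by 6.65 (standard error 0.56, limma adjusted p = 7.27e-06), Cxcl2 by 5.61, Cxcl3 by 5.52 and Cxcl1 by 2.90, while Cxcl15 did not pass (0.222, adjusted p = 0.0732). In control colon Cxcl5 (4.24) was dim and Cxcl2 (3.58) and Cxcl3 (2.46) lay below the arrays' lower quartile, so the size of their rise is uncertain. With the highest probe set on each array Cxcl1 rose by 1.86, and over the settings that kept all arrays its rise ranged from 1.86 to 4.17. Ccl5, an attractant of T cells and monocytes, rose by 4.97 (standard error 0.39, adjusted p = 5.35e-06). The genes that fell were Ccl11, the eosinophil attractant eotaxin, by 1.43 (adjusted p = 0.00644) and Ccl6 by 0.89 (adjusted p = 0.000263). The list's mean rise was 1.84 (camera, adjusted p = 3.69e-07; adjusted p = 0.25 with an estimated correlation). In the same tissue 13 of 15 neutrophil genes and 15 of 17 macrophage and monocyte genes rose, S100a9 of the former by 6.34 and Fcgr4 of the latter by 3.18, with severe replicate 1 high at 9.61 for Fcgr4. Control values of S100a9 were low and spread (4.54 ± 1.06, SD, n = 4), so the size of its rise is uncertain. A second probe set of Cxcl9 rose by 5.07 and one of Cxcl11 by 0.61, and the mean over probe sets of Cxcl11 rose by 1.76.

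**Figure D1:**
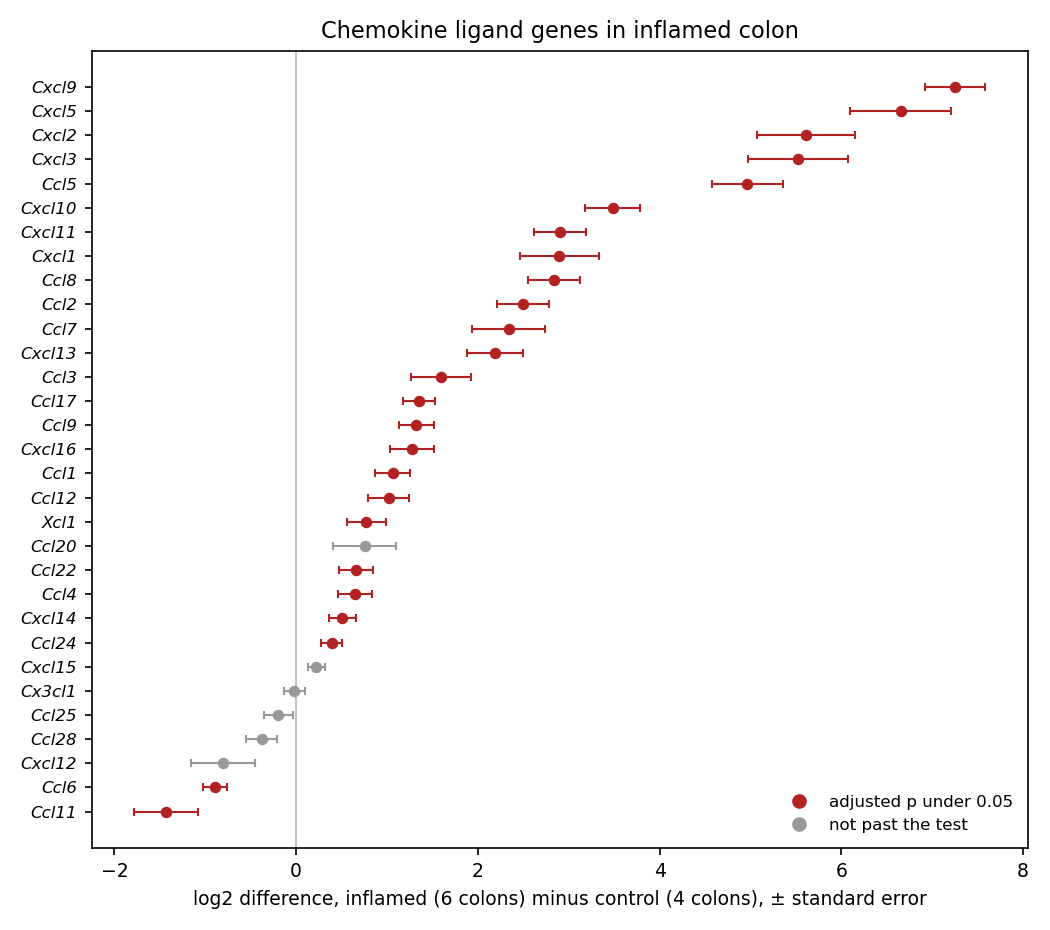
Log2 difference of each of 31 chemokine ligand genes, inflamed (6 colons) minus control (4 colons), with its standard error as bars. Red points passed limma's adjusted p of 0.05 and grey points did not, and the differences range from -1.43 for Ccl11 to 7.25 for Cxcl9.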

Importantly, several of the genes found in the TAC signature are chemokines, all of which were strongly induced transcriptionally in our microarray data set (Fig 6E). By contrast, there were no cytokines or chemokines present in any of the gene sets for stem or differentiated cell types. This observation confirms that cytokine expression is present within the epithelium itself and that this is enhanced in TACs, but not in stem cells or differentiated cells. Together, these analyses suggest that the suppressed differentiation and enhanced proliferation that is seen in colitis is the result of expansion of the TAC compartment and not the result of stem cell expansion.

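Relative to general epithelial genes, the lists of specialised cells and of stem cells had lower means in inflamed colon, and the list of the G2 and M phases a higher one. Among 20 pan-epithelial genes, 5 rose, 1 fell and 14 did not pass the test (4 higher and 1 lower when adjusted over the list alone). Those that rose were Cldn4, a tight junction claudin, by 1.58 (limma adjusted p = 0.000326), Tjp3, another tight junction protein, by 0.45 and, named after their values were seen, St14 by 0.46, Cldn7 by 0.28 and Krt19 by 0.20. The call of Krt19 (adjusted p = 0.0414) ended with any 1 of 7 arrays left out. Grhl2, an epithelial transcription factor, fell by 0.31, but differed by -0.09 under the mean over its probe sets (adjusted p = 0.393). The mean of this list per colon was higher by 0.12 in inflamed colon (exact permutation test of the list mean, chosen after seeing the data, two-sided, p = 0.019, adjusted p = 0.0222 over 28 lists), by 0.18 with arrays centred on the median and by 0.13 with quantile normalization repeated. It did not pass the camera test (adjusted p = 0.335; adjusted p = 0.66 with an estimated correlation), and without Cldn4, left out after seeing the data, it differed by 0.05 (exact p = 0.257).

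Against that mean, the enteroendocrine list fell by 0.91 on the log2 scale, the colonocyte list fell by 0.88, the tuft cell list fell by 0.62 and the stem cell list fell by 0.42, each with all 6 inflamed colons below every control (exact adjusted p = 0.00794 for each, over 10 lists). Without Rgs13, left out after seeing the data, the tuft cell list fell by 0.34 against that mean (exact permutation test, p = 0.00476). The goblet cell list fell by 0.48 with overlap between the groups (exact adjusted p = 0.0298). The list of the G2 and M phases rose by 0.48, again with overlap (exact adjusted p = 0.0298), the S phase list differed by 0.26 (exact adjusted p = 0.185) and ribosome biogenesis by 0.09 (exact adjusted p = 0.49). Relative to Epcam, Cdh1, Krt8 and Krt18 alone, the goblet cell list no longer passed (-0.43, exact adjusted p = 0.0536), and under the mean over each gene's probe sets the G2 and M list no longer passed (0.34, exact adjusted p = 0.0893). Whole tissue was measured, so a transcript of the proliferation or the antimicrobial and stress lists is not assigned to 1 cell type.

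**Figure D2:**
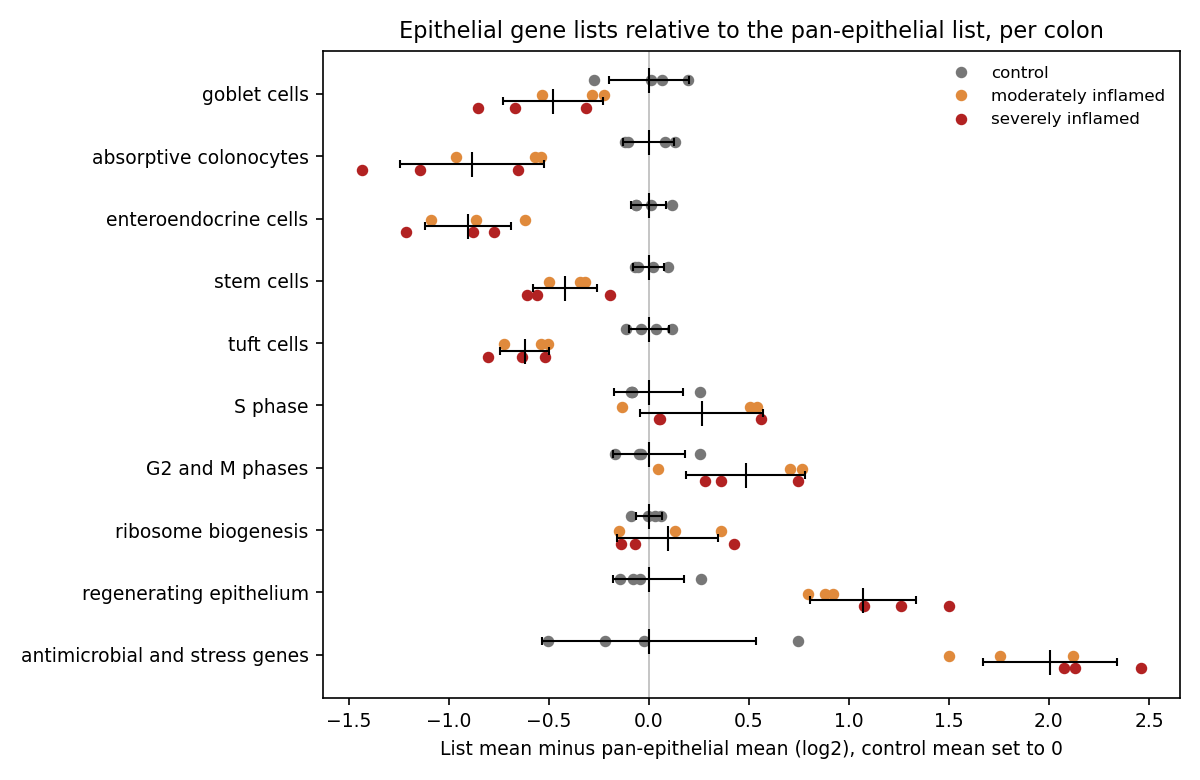
Mean log2 value of each gene list minus the mean of the pan-epithelial list in each colon, with the control mean set to 0. Points are single colons (4 control, 3 moderately and 3 severely inflamed), and black bars are the mean ± SD of control and of all 6 inflamed colons; the differences of the means run from -0.91 for enteroendocrine cells to 2.01 for antimicrobial and stress genes.

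The paper reasons from lower markers and gene sets of differentiated and stem cells on one side, and from enrichment of the TAC signature and its chemokines on the other. From these it proposes that the block of differentiation and the added proliferation in colitis come from expansion of TACs rather than of stem cells.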

**Fig 6:**
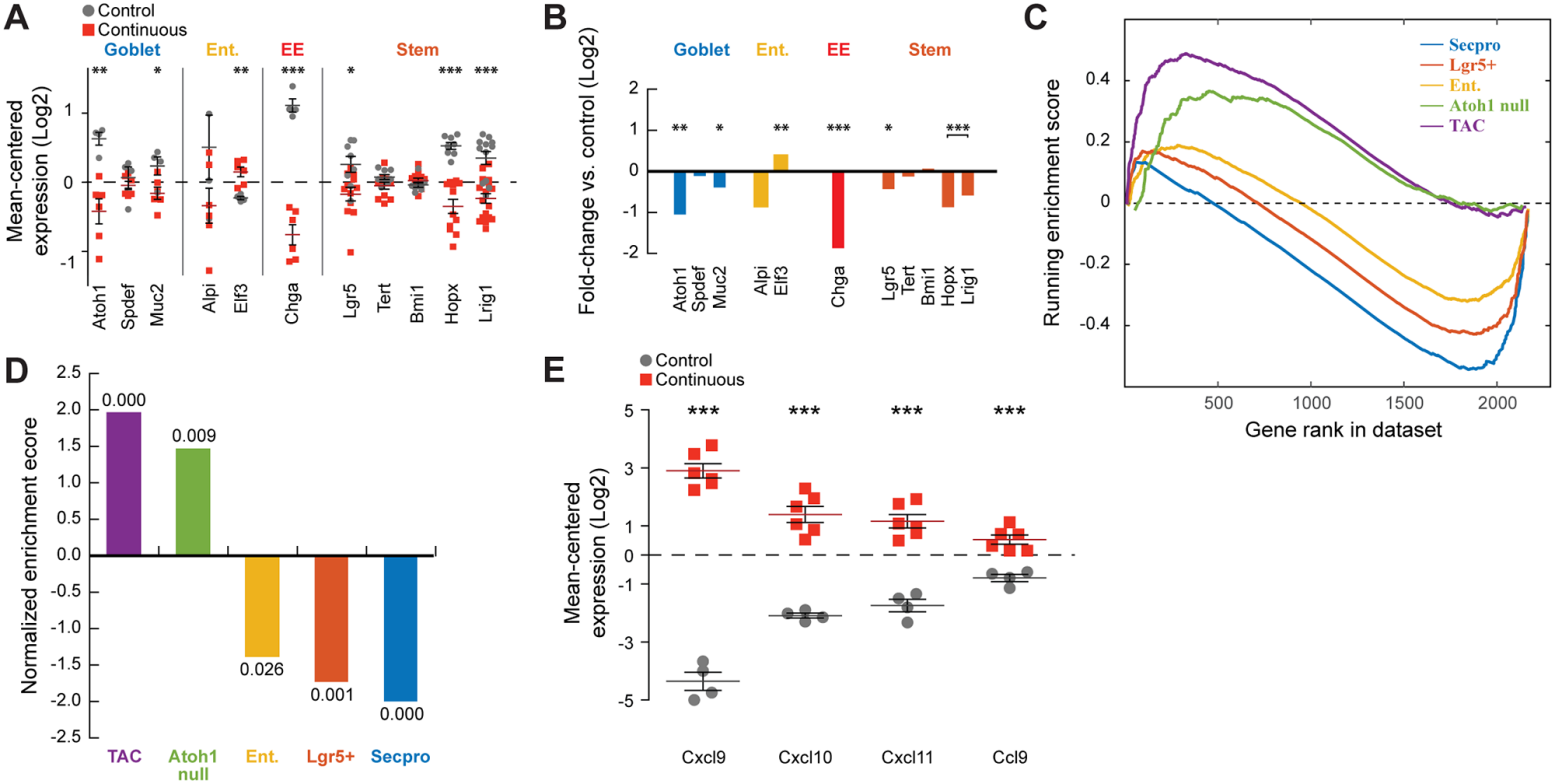
Expansion of transit amplifying cells in animals with colitis. (A) Markers of goblet cells, enterocytes (Ent.), enteroendocrine cells (EE), and stem cells measured by RNA microarray. Each gene was mean centered, and the means of inflamed and noninflamed groups are indicated in red and gray, respectively. Horizontal and vertical lines represent mean +/− standard error. Significance was determined by unpaired *t* test. * represents *p* ≤ 0.05, ** represents *p* ≤ 0.01, *** represents *p* ≤ 0.001. (B) Average fold change between inflamed and noninflamed groups for each of the genes in panel A. (C) Enrichment plots for experimentally derived gene sets for secretory progenitors (Secpro), stem cells, enterocytes (Ent), goblet cell-deficient epithelium (Atoh null), and transit-amplifying cell (TAC) epithelium. (D) Normalized enrichment scores for the gene sets indicated in panel C; false discovery rate (FDR) values are indicated above or below each bar. (E) Mean-centered expression values of the 4 chemokines found in the TAC gene set. The means of inflamed and noninflamed groups are indicated in red and gray, respectively. Horizontal and vertical lines represent mean +/− standard error. All genes showed a *p* < 0.001 in a *t* test, as indicated by ***. Underlying numerical values for panels A and C–E are provided in S1 Data.

### Differentiation state of the epithelium directly controls cytokine expression

Although our in vivo results were consistent with a model in which undifferentiated epithelium supplies many of the cytokines needed to recruit inflammatory cells to the colonic lamina propria, these experiments did not rule out the possibility that these cytokine and chemokine changes are secondary effects originating from immune cells. In order to test whether the expression of proinflammatory signaling molecules is intrinsic to the epithelium, we measured the production of cytokines and chemokines as a function of epithelial differentiation state in an in vitro 3D organoid model. Crypts were isolated from WT mouse colons and developed into 3D organoids in matrigel following well-established protocols [17]. We then shifted the growth conditions to maintain a mixed cell population to enrich for proliferative stem cells or to differentiate into the enterocyte or goblet cell lineages (S14 Fig) [15]. Following confirmation of appropriate differentiation based on expression of cell type markers (Fig 7A), purified organoids were analyzed for expression of the suite of cytokines, chemokines, and growth factors that were measured in intact colons (S15 and S16 Figs). Relative to the stem cell-enriched and mixed population organoids, the majority of cytokines and chemokines were suppressed in organoids enriched for secretory and/or absorptive cells. For example, MCP-1 was reduced during differentiation in a lineage-independent manner, while VEGF and mitokine induced by gamma interferon (MIG) were reduced only when cells were differentiated into the goblet lineage (Fig 7B). Interestingly, MIP-1α, which was strongly induced in animals with inflammation (S5 Fig), was increased in expression when organoids were differentiated into the goblet lineage. Altogether, these data suggest that differentiation alters the cytokine and chemokine expression pattern of the colonic epithelium independent of immune cells.

**Fig 7:**
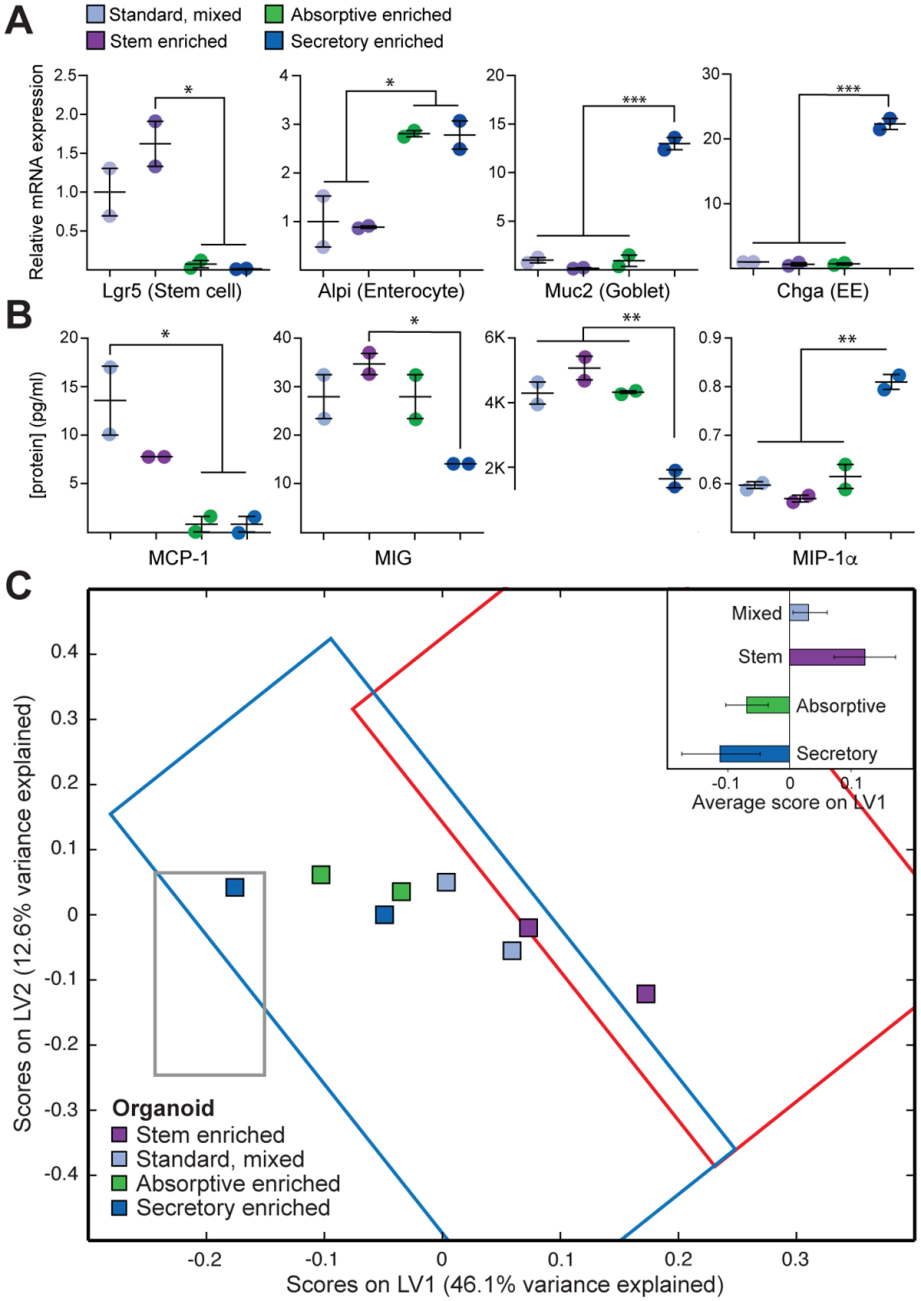
Epithelial differentiation reduces inflammatory cytokine expression in colonic organoids. (A) RNA markers of stem cells (*Lgr5*), enterocytes (*Alpi*), and goblet cells (*Muc2*) and enteroendocrine cells *(Chga*) were measured by quantitative polymerase chain reaction (qPCR) and normalized to standard culture condition organoid expression levels. Conditions for enrichment of stem cells or specific differentiated lineages can be found in the Materials and methods section. Horizontal and vertical lines represent mean +/− standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. * represents *p* ≤ 0.05; *** represents *p* ≤ 0.001. (B) Representative cytokines, chemokines, and growth factors were measured by Luminex and represented in pg/ml. Horizontal and vertical lines represent mean +/− standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. * represents *p* ≤ 0.05; ** represents *p* ≤ 0.01. (C) A partial least squares regression (PLSR) model built on cytokine, chemokine, and growth factor measurements from the mouse experiment described in Fig 1 with organoid protein expression data projected. Differentiated organoids project with focal inflammation and control groups, while proliferative, stem-like organoids are projected with the continuous inflammation group. Original samples used to generate the model project into the gray rectangle (control), blue rectangle (focal inflammation), and red rectangle (continuous inflammation). Underlying numerical values for panels A–C are provided in S1 Data. MCP-1, monocyte chemoattractant protein 1; MIG, mitokine induced by gamma interferon; MIP-1α, macrophage inflammatory protein 1-alpha.

To put the in vitro analysis of cytokine/chemokine expression into the context of our prior in vivo studies, we projected the organoid expression data onto the same PLSR model from Fig 5D, where expression of the cytokines and chemokines highlighted in Fig 5C specifies latent variable 1 (LV1). In this analysis, the more stem-like organoids were projected positively on LV1, clustering with the inflamed mouse colons (Fig 7C). Conversely, the absorptive- and secretory-differentiated organoids clustered with the focal and noninflamed colons. This analysis demonstrates that the patterns of cytokine and chemokine expression that correlate with loss of differentiation and immune cell infiltration in inflamed colons in vivo are largely recapitulated in an in vitro system that lacks both bacteria and immune cells. Together with the in vivo mouse experiments, this result indicates that the colonic epithelium plays an active role in inflammation that extends beyond its role in maintaining barrier integrity.

## Discussion

The goals of this study were to define the tissue-level disease state in a mouse model of IBD and to use this information to understand how the components of the intestinal ecosystem interact to maintain homeostasis. We focused on the epithelium, the immune system, and the molecules that mediate interaction between them, using computational approaches to identify correlations between molecular, cellular, and histological characteristics of the inflammatory state in the TCT model. In doing so, we established a hypothesis-generating platform to identify pathways important for homeostasis and developed a composite phenotype that was used in subsequent experiments to measure the effects of pathway perturbation at a systems level (Fig 1).

Using our systems approach, we identified activation of the mTOR pathway as being one of the strongest correlates of colonic inflammation in this model (Fig 2). To determine whether this pathway plays an active role in the disease, we treated sick animals with rapamycin. Rapamycin (or sirolimus) is an inhibitor of the target of rapamycin complex 1 (TORC1) complex, but it should be noted that it can also exert mTOR-independent effects through its ability to bind FK506 binding protein 12 (FKBP12) [18]. Rapamycin treatment resulted in global changes in the inflammatory phenotype, including reduction of crypt hyperplasia, increased differentiation and decreased proliferation in the intestinal epithelium, decreased immune infiltration, and globally decreased expression of molecular correlates of inflammation (Fig 3). Notably, and contrary to prior observations [11, 19], rapamycin did not increase the number of Tregs in the colon of the TCT model (Fig 3D), nor did it affect the overall composition of the colonic microbiome (S11 Fig). While the role of mTOR signaling has not been studied in the TCT model of CD, several studies have demonstrated efficacy for rapamycin and related molecules (rapalogs) in mouse models of colitis, including chronically dextran sodium sulfate (DSS)-treated and IL-10 knockout mice [7, 20, 21], suggesting that mTOR might be a therapeutic target for IBD. In addition to our mouse studies, we also found that a subset of human IBD patients—those with ileal CD—had increased mTOR pathway activity in inflamed tissue (S9 Fig). Nevertheless, mTOR inhibitors have shown limited efficacy in unselected clinical trials for adult IBD patients [22], although rapamycin has shown clinical efficacy in individual adult cases and in a larger study of pediatric IBD patients [23, 24]. A clinical trial on patients selected for high mTOR signaling, perhaps using p-S6 as a biomarker, will be required to determine whether mTOR inhibition has potential as an effective therapeutic strategy for some IBD patients.

The identification of mTOR signaling as a mediator of colitis in the TCT model provided an entryway to study the cellular mechanisms controlling intestinal homeostasis. While mTOR has been linked to mouse colitis through the effect of rapamycin, the pathway was presumed to promote inflammation by affecting T helper cell proliferation and polarization, and the role of epithelial mTOR was not explored [7, 21]. By contrast, one key facet of the inflammatory phenotype that we found to be controlled by mTOR was loss of differentiation and expansion of the epithelial proliferative zone. Defective epithelial differentiation is a feature of IBD in human patients; goblet cell depletion has been reported in both CD and UC and has been linked to reduced cytokine secretion and antigen presentation [25, 26]. In our acute treatment experiments, we found that epithelial differentiation was rapidly induced by rapamycin and that this preceded changes in cytokines and chemokines, which preceded changes in innate immune infiltration (Fig 4). These data support a mechanism whereby induction of differentiation results in reduced chemokine signaling and reduced inflammatory infiltrate. The role that epithelial differentiation plays in protection from colitis has been explored in other mouse models. For example, mice in which differentiation of goblet cells is suppressed, such as those lacking Jak3 or overexpressing Claudin-1, are predisposed to spontaneous and DSS-induced colitis [27, 28]. Although goblet cells are important for establishing the barrier, these studies failed to recognize the potential for signaling interaction between the epithelial and immune components of the intestinal environment.

To test directly whether cellular differentiation state, rather than mTOR activation state, controlled the cytokine profile of the colon, we used the Notch inhibitor DBZ to drive goblet cell differentiation in inflamed epithelium, and this was also associated with decreased cytokine and chemokine expression and immune infiltrate (Fig 5). Pharmacologic inhibition of Notch is known to protect against DSS-induced colitis, and genetic inhibition of Notch was found to decrease the expression of proinflammatory cytokines in cultured Caco-2 cells [29, 30]. Notch signaling is the primary regulator of goblet cell differentiation, and most of the studies linking differentiation to colitis have focused on Notch. Interestingly, although Tsc2, an upstream regulator of mTOR signaling, has also been shown to regulate Notch [31], we could not find any evidence in our protein or gene expression data indicating that Notch signaling, in addition to mTOR signaling, is activated in the TCT model of colitis. This observation suggests that mTOR is affecting differentiation independently of Notch in the TCT model. 

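Genes listed as induced by Notch signaling did not rise as a group in inflamed colon, and most genes listed as induced by mTORC1 did. Whether either pathway caused these changes was not tested on the arrays. Of 8 Notch target genes, none rose, 1 fell and 7 did not pass the test, with the same counts when adjusted over the list alone. The gene that fell was Hes1, a repressor of secretory differentiation and a direct target of Notch, by 0.70 on the log2 scale, from 9.01 ± 0.23 (SD, n = 4) in control to 8.31 ± 0.25 (SD, n = 6) in inflamed colon (limma adjusted p = 0.00192). The mean of the targets was -0.20 and did not pass (camera, adjusted p = 0.131; adjusted p = 0.27 with an estimated correlation).

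Of 18 genes for Notch receptors, ligands and processing, 6 rose and 12 did not pass, with the same counts when adjusted over the list alone. Notch4, a receptor found mainly on endothelium, rose by 1.64 (standard error 0.14, adjusted p = 7.27e-06) and by 0.71 under the mean over its probe sets, while the endothelial list had a mean of -0.53. Adam10, a protease that cleaves Notch among other proteins, rose by 0.68 (standard error 0.07, adjusted p = 2.56e-05, with control replicate 3 low at 10.93). The mean of this list was 0.21 and its median 0.06 (camera, adjusted p = 0.155; adjusted p = 0.46 with an estimated correlation). Both Notch lists passed in fry, which asks only whether a list's own genes move one way on balance, the targets downward (adjusted p = 0.00472) and the receptor list upward (adjusted p = 0.00352), and in the exact permutation test of list means added after seeing the data (adjusted p = 0.0127 for each).

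Of 26 genes that mTORC1 induces, 17 rose, 3 fell and 6 did not pass (18 higher and 3 lower when adjusted over the list alone). Slc7a11, a cystine transporter, rose by 2.03 (standard error 0.27, adjusted p = 0.000112) and Psat1, an enzyme of serine synthesis, rose by 1.94 (standard error 0.20, adjusted p = 2.01e-05). The members that fell were Slc1a5, a glutamine transporter, by 1.00 (adjusted p = 6.65e-05, with control replicate 3 high at 9.35), and 2 genes of sterol metabolism. These were Hmgcs1 (-0.26), whose call ended under the mean over its probe sets (-0.02, adjusted p = 0.873), and Insig1, named after its values were seen (-0.71, adjusted p = 0.00721, moderate replicate 1 low at 8.88). The mTORC1 mean was 0.63 (camera, adjusted p = 7.59e-06; adjusted p = 0.25 with an estimated correlation). In the same whole tissue the list means of T cells, macrophages and monocytes, and neutrophils were higher by 1.23, 1.75 and 2.51.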

Our transcriptional profiling analysis suggested that inflammation-associated mTOR activation is associated with an expansion of the transit amplifying pool (Fig 6), consistent with prior observations that mTOR signaling is important for repair of the colonic epithelium following damage, a process that is driven by TACs [32, 33]. Together, these observations are consistent with our model linking differentiation, and not mTOR or Notch signaling directly, to proinflammatory signaling by the epithelium.

Inhibition of both mTOR and Notch can affect the function of lymphocytes directly [34, 35], so our in vivo studies could not rule out a contribution of perturbation of immune cell function to the overall suppression of inflammation in animals treated with inhibitors. To address this limitation, we used an in vitro organoid system to investigate the relationship between differentiation state and cytokine secretion in epithelium that is isolated from the microbiome and the immune system. We found that proliferative organoids expressed higher levels of inflammation-associated cytokines, chemokines, and growth factors than either absorptive- or secretory-differentiated organoids (Fig 7). This result demonstrates that, even in the absence of gut bacteria and immune cells, the differentiation state of the epithelium, and not necessarily the activation state of mTOR or Notch, specifies the expression of immunomodulatory molecules.

Altogether, our work clarifies the important role that epithelial differentiation and epithelium-immune cross talk plays in maintaining overall colonic homeostasis. We demonstrate that undifferentiated epithelium plays an active role in maintaining inflammation by secreting chemokines that recruit innate immune cells such as macrophages and neutrophils. By extension, altered epithelial homeostasis is a central feature of self-perpetuating inflammation in the colon; since expansion of TACs is required for epithelial repair, the repair that serves to restore barrier function during acute inflammation will also function to recruit additional inflammatory cells to the site of damage. Notably, modulation of the proliferative state of the epithelium had minimal impact on T cell numbers within the tissue. In both mouse and human IBD, dysregulated T-cell activity is thought to be the key triggering event in inflammatory pathology. Our work suggests that T-cell activation is upstream of epithelial differentiation defects in the chain of events that leads to chronic inflammation. We propose that therapeutic approaches that promote epithelial differentiation could show efficacy in reducing chronic inflammation in IBD.

## Materials and methods

### TCT

TCT was performed according to established methods [8]. WT and Rag1-deficient mice on the C57BL/6 background were used for TCT. These animals were purchased from the Jackson Laboratory (Bar Harbor, Maine, United States). Naïve T cells and Tregs were collected on the BD Aria sorter and injected at 400,000 and 200,000 cells/animal, respectively.

### Ethics statement

All animal work was approved by the Institutional Care and Use Committees of Massachusetts General Hospital and Beth Israel Deaconess Medical Center under protocol numbers 2007N000058, 078–2014, and 080–2017. Approved protocols conformed to the USDA Animal Welfare Act, the PHS Policy on Humane Care and Use of Laboratory Animals, and the “ILAR Guide for the Care and Use of Laboratory Animals.”

### Inhibitor treatments

Rapamycin was purchased from LC Laboratories (R-5000), and treatment was carried out for 1, 4, 8, 24, or 48 hours for the acute experiment and for 2 weeks for the extended experiment. Rapamycin was injected IP at 5 mg/kg in a vehicle of 5.2% Tween 80 and 5.2% PEG400 in water. DBZ was purchased from Sigma (SML0649-25MG) and used at 10 μmol/kg in water with 0.5% HPMC and 0.1% Tween 80.

### Tissue processing and histology

Colons were removed and flushed with PBS, and one-fifth lengthwise was taken for flow cytometry. A matched fifth was cut into proximal and distal regions and lysed in 250 μl Bio-Plex lysis buffer with protease inhibitor, factors 1 and 2, and PMSF. The final piece was rolled and fixed overnight in 10% formalin for histology. For microarray tissue collection, one-fifth was snap frozen and processed as described below. This replaced flow cytometric measurement for 4 Treg and 6 inflamed animals from the initial study.

For crypt height measurements and gross histology, 5 μm sections of rolls were stained with hematoxylin and eosin (HE) according to standard protocols. Alcian Blue/Periodic Acid/Schiff was used from Leica (38016SS3A, 38016SS4A, and 38016SS4B), and goblet cells were visualized according to reagent instructions. Immunohistochemistry for phospho-Histone H3 S10 (Cell Signaling Technology 9701), liver fatty acid binding protein (Abcam ab7366), Ki-67 (Cell Signaling Technology 12202), chromogranin A (Abcam ab15160), and phospho-S6 ribosomal protein S235/236 (Cell Signaling Technology 4858) was carried out with citrate antigen retrieval and visualized using horseradish peroxidase reaction. For Foxp3 immunohistochemistry, antigen retrieval was performed in DAKO Target Retrieval Solution (#S1699) in a pressure cooker. Tissue sections were blocked with DAKO Serum-Free Protein Block (#X0909) and primary anti-E-cadherin (BD Medical Technology #BDB610181) and anti-FoxP3 (Abcam ab54501) antibodies were incubated overnight at 4°C in DAKO Antibody Diluent (#S3022). Following PBS washes, Alexa Fluor-labeled secondary antibodies (ThermoFisher) were incubated in DAKO Antibody Diluent for 1 hour at room temperature. Slides were mounted in ProLong mounting medium (ThermoFisher #P36962) and imaged on a Zeiss Axio Imager Z2.

Crypt height measurements were performed using an Olympus microscope or slide scanner software. Briefly, an arbitrary line was drawn from the crypt base to the top of the crypt every 5 crypts across the length of the colon. Crypt measurements in which multiple crypts were associated with a single line were deemed off axis and removed from subsequent analysis. For scatter plots, all measurements were evenly spaced across the distal and proximal regions separately using polyline measurements of the lengths of those sections. Averages were taken of all measurements in the distal and proximal regions separately. To calculate the proliferative zone, the distance from the crypt base to the highest PH3-positive cell or Ki-67-positive cell was divided by the total crypt height.

### Flow cytometry

Tissue was homogenized in serum-free DMEM with 2 mg/ml collagenase type I C (VWR 234153-100MG) and incubated for 1 hour at 37°C. Following incubation, the sample was strained through a 45-μm filter and spun down for 5 minutes at 700 g. Cells were then stained with the following antibodies from BioLegend (1:300 in fluorescence-activated cell sorting [FACS] buffer) for 10 minutes: Alexa-488 CD326 (118210), BV-421 F4/80 (123131), BV-605 CD4 (100547), BV-510 cd11b (101245), Alexa-700 Ly6G (127622), APC CD25 (102012), PE/Cy7 cd11c (117317), APC/Cy7 CD45 (103116), and PE CD45RB (103308). Cells were analyzed on a 5-laser LSR II (Becton Dickson). Details of markers used to quantify individual cells types are presented in S2 Fig.

### Protein measurements

Luminex-based protein measurements were carried out according to manufacturer’s instructions, as we have reported previously [34, 36, 37]. The following kits from Bio-Rad were used: Group I Cytokine Assay (M60-009RDPD), Group II 9-plex (MD0-00000EL), and Group III Th17 panel (171-FA001M). BioplexPro phosphoprotein measurements were carried out with the following groupings: 10-plex: Akt Ser473 (171-V50001M), c-Jun Ser63 (171-V50003M), CREB Ser133 (171-V50028M), Erk1/2 Thr202/Tyr204, Thr185/Tyr187 (171-V50006M), GSK-3 Ser21/Ser9 (171-V50007M), Jnk Thr183/Tyr185 (171-V50011M), Mek1 Ser217/Ser221 (171-V50012M), p38 MAPK Thr180/Tyr182 (171-V50014M), Stat3 Ser727 (171-V50021M), p90Rsk Ser380 (171-V50035M); single-plex: IR-1 Tyr1146 (171-V50031M), IRS-1 Ser636/Ser639 (171-V50030M), IκB Ser32/Ser36 (171-V50010M), p70S6K Thr389 (171-V50016M), S6RP Ser235/Ser236 (171-V50038M), and Atf-2 Thr71 (171-V50024M).

### Colonic organoid culture

Crypt epithelial cells were isolated from mouse colons by incubating the tissue in 2 mg/ml type I collagenase (Invitrogen). Organoids were grown in matrigel in the presence of EGF, Noggin, R-spondin, and Wnt3a as previously described [17, 38]. During the first 4 days of culture, GSK3β inhibitor, CHIR99021 (3 μM, Stemgent), and histone deacetylase inhibitor and Notch agonist, VPA (1 mM, Sigma-Aldrich), were added to the medium to enrich for stem cells. Following this treatment, organoids were either maintained in this stem cell media, returned to standard growth media, or differentiated as previously described with the following minor modifications [17]. To increase enterocyte differentiation, organoids were grown in Wnt3a-deficient medium supplemented with VPA (1 mM) and the Wnt inhibitor IWP-2 (5μm, Stemgent). To promote goblet cell differentiation, Wnt3a-deficient medium was supplemented with the Notch inhibitor DAPT (10 μm, Stemgent) and IWP2. Following 4 additional days of treatment, organoids were harvested for RNA collection or lysed for Luminex analysis.

### Microarray analysis and GSEA

RNA was harvested from snap-frozen colon tissue using the Qiagen RNAeasy microarray tissue mini kit (cat. 73304). Microarray was performed using Affymetrix mouse 430 2.0 GeneChip at the Dana Farber microarray core. Microarray data were deposited in the NCBI gene expression omnibus (accession number GSE87317).

The following gene sets were pulled and generated from published manuscripts: Atoh1 null, secretory progenitors (Sec-pro), and enterocytes [15]; Lgr5-positive cells [14]; and TACs [16]. All gene sets were used as published except the enterocyte gene set, which was generated using the raw data from Kim et al. Enterocyte-specific genes were defined as the transcripts that showed at least 2-fold increased expression compared to all other measured cell types (Lgr5, Atoh1 null, and Sec-pro) with an FDR < 0.05. Gene set enrichment analysis was run using the Broad Institute’s GSEA software [39].

### Microbiome analysis

Mice were treated with rapamycin or vehicle daily for 2 weeks as described above. Fecal samples were harvested pretreatment and post-treatment, frozen until the end of the treatment period, and then homogenized in DNA/RNA Shield reagent (Zymo R1100-50) at 10% (v/v). DNA was extracted using the ZymoBIOMICS DNA Miniprep Kit (Zymo R2002). Generation of the 16s library, sequencing, read calling, and taxonomy assignment were performed by Zymo Research through their ZymoBIOMICS service. ZymoBIOMICS Microbial Community Standards (Zymo D6300) were used as positive controls. The library was sequenced on an Illumina MiSeq with >10% PhiX spike-in. Amplicon sequences were deduced from raw reads, and chimeric sequences were removed using the Dada2 pipeline [40]. Taxonomy assignment was performed using Qiime v1.9.1 [41]. PCoA and correlation analysis of Bray-Curtis dissimilarity scores were performed using MATLAB.

## Supporting information

S1 Data Raw numerical values for data presented in manuscript. (XLSX) Click here for additional data file.

S1 Fig Experimental setup and tissue processing work flow. (A) Representative fluorescence-activated cell sorting (FACS) plots for isolation of CD45RBhi naive T cells and CD25+ regulatory T cells (Tregs). (B) Time course of induction and assessment of inflammation. Rag1 null animals are injected with naïve T cells or Tregs and assessed for signs of inflammation such as weight loss. When the first animals began to show sustained weight loss, the remaining animals were killed at various time points and processed as described in panel C. (C) Tissue processing strategy. Colons were resected and opened longitudinally. Approximately one-sixth was taken for flow cytometry. Matched tissue was lysed for Luminex analysis after splitting into proximal and distal regions. The remaining tissue was rolled (see hematoxylin–eosin [HE] at right side of panel), allowing for visualization of the entire colon in a single section.
(PDF) Click here for additional data file.

S2 Fig Phenotypic characterization of T-cell transfer (TCT) mice. (A) Cellular phenotypes during colitis. Mitotic cells were detected by immunohistochemistry for phosphorylated histone H3 (PH3). While restricted to the lower crypts in normal colons, mitotic cells extend to the luminal surface during colitis. Alcian Blue/Periodic Acid Schiff (AB/PAS) staining was used to stain mucins in the goblet cell cytoplasm. Secretory enteroendocrine cells and absorptive enterocytes were detected by staining for chromogranin A (Chga) and liver fatty acid binding protein (Fabpl). Both cell types are largely absent in animals with colitis. (B) Quantification of the number of epithelial cells per crypt. In this experiment, the total number of cells per crypt in a single cross section was counted, only for crypts in which the entire crypt was sectioned. *N* = 120 crypts for both regulatory T cell (Treg) control and for the experimental naive T recipients. The *p*-value was determined by Mann-Whitney test. (C) Immunohistochemistry (IHC) for mast cell tryptase. The number of mast cells in the control and inflamed colons was too low to quantify. Spleen from wild-type animals was used as a positive control. Underlying numerical values for panel B are provided in S1 Data.
(PDF) Click here for additional data file.

S3 Fig Immune phenotypes associated with inflammation. (A) Representative fluorescence-activated cell sorting (FACS) plots showing strategies for quantifying different immune cell populations. (B) FACS-based quantification of the composition of colonic immune infiltrate for animals of the 3 phenotypic classes. Horizontal and vertical lines represent mean +/− standard error. Underlying numerical values for panel B are provided in S1 Data.
(PDF) Click here for additional data file.

S4 Fig Phosphoproteins measured by Luminex. Proteins were measured from the distal colons of control and naïve T-treated animals and those treated for 2 weeks with vehicle or rapamycin. Data are represented in arbitrary relative fluorescence units (RFUs). Significance was determined by *t* test (squares) or one-way ANOVA with Tukey post-test (circles). *P*-values are denoted by * *p* < 0.05, ** *p* < 0.005, and *** *p* < 0.001. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S5 Fig Chemokines and growth factors measured by Luminex. Proteins were measured from the distal colons of control and naïve T-treated animals and those treated for 2 weeks with vehicle or rapamycin. Data are presented as absolute concentration from the tissue (pg/ml). Significance determined by *t* test (squares) or one-way ANOVA with Tukey post-test (circles). *P*-values are denoted by * *p* < 0.05, ** *p* < 0.005, and *** *p* < 0.001. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S6 Fig Interleukins and cytokines measured by Luminex. Proteins were measured from the distal colons of control and naïve T-treated animals and those treated for 2 weeks with vehicle or rapamycin. Data are presented as absolute concentration from the tissue (pg/ml). Significance was determined by *t* test (squares) or one-way ANOVA with Tukey post-test (circles). *P*-values are denoted by * *p* < 0.05, ** *p* < 0.005, and *** *p* < 0.001. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S7 Fig Interleukins and cytokines measured by Luminex. Proteins were measured from the distal colons of wild-type C57BL/6J, Rag1 null (control), regulatory T cell (Treg)-injected, and naïve T-injected animals. In this experiment, animals injected with Tregs or naïve T cells were aged for only 4 weeks after adoptive transfer. This is a time point at which animals receiving naïve T cells do not yet have inflammation. Data are presented as absolute concentration from the tissue (pg/ml). None of the intergroup comparisons reached statistical significance. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S8 Fig Induction of mammalian target of rapamycin (mTOR) pathway activity, as measured by p-S6 ribosomal protein (p-S6RP), in multiple mouse models of inflammatory bowel disease (IBD). The genotype of each group is indicated below the measurements: +/− for heterozygous and −/− for null. Dhet, double heterozygous; DKO, double knockout. The genetic background of each model is indicated in parentheses. p-S6RP was measured via Luminex assay. Horizontal and vertical lines represent mean +/− standard error. Significance was determined by one-way ANOVA with Tukey-Kramer post-test. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S9 Fig Mammalian target of rapamycin (mTOR) activation in human inflammatory bowel disease (IBD) patients. Matched biopsies from active inflammation and noninvolved regions were taken from individuals with Crohn’s disease and ulcerative colitis. mTOR activity was assessed by measuring phosphorylation of its downstream target S6 ribosomal protein and is depicted as fold change of involved versus noninvolved on a patient-by-patient basis. Overall, there was not a clear trend towards increased mTOR activity in inflamed regions; however, the subset of patients with ileal Crohn’s disease showed consistent up-regulation of mTOR signaling in regions of inflammation. The *p*-value was determined by unpaired *t* test. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S10 Fig Expression of cytokines, chemokines, and growth factors following acute rapamycin treatment. Individual measurements for inflammation-associated cytokines were determined by Luminex analysis. Plots represent mean and standard error. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S11 Fig Microbiome analysis of animals with inflammation. (A) Microbial composition plots showing distribution of phyla and genera from mice before and after treatment with rapamycin. Each pair of columns represents the composition of fecal pellets taken from the same mouse before and after treatment. (B) Heat map of Bray-Curtis dissimilarity scores from all samples. (C) Principle coordinate analysis (PCoA) plot created using the matrix of paired-wise distance between samples calculated by the Bray-Curtis dissimilarity. Each dot on the figure represents the whole microbial composition profile. Samples are color-coded based on treatment group. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S12 Fig Expression of cytokines, chemokines, and growth factors following dibenzazepine (DBZ) treatment. Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 5C. Plots represent mean +/− standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. * represents *p* ≤ 0.05; ** represents *p* ≤ 0.01; *** represents *p* ≤ 0.001. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S13 Fig Expression of cytokines, chemokines, and growth factors following dibenzazepine (DBZ) treatment. Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 5C. Plots represent mean +/− standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. * represents *p* ≤ 0.05; ** represents *p* ≤ 0.01; *** represents *p* ≤ 0.001. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S14 Fig Organoid culture conditions for enriching various cell populations. Treating established organoids with various drug combinations enriches for stem cells, enteroctyes, or goblet cells. Wnt-conditioned media contain EGF, Noggin, and R-spondin as well supernatants from a Wnt3A overexpressing cell line. CHIR99021 is a GSK3 inhibitor, and valproic acid (VPA) is a histone deacetylase inhibitor and Notch pathway activator. IWP-2 is a Wnt inhibitor, and DAPT is a γ-secretase inhibitor that blocks Notch pathway activity (see Materials and methods).
(PDF) Click here for additional data file.

S15 Fig Expression of cytokines, chemokines, and growth factors in organoids. Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 7B. Analytes with maximum expression values of <0.1 pg/ml were omitted. Plots represent mean +/− standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. * represents *p* ≤ 0.05; ** represents *p* ≤ 0.01; *** represents *p* ≤ 0.001. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

S16 Fig Expression of cytokines, chemokines, and growth factors in organoids. Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 7B. Analytes with a maximum expression of <0.1 pg/ml were omitted. Plots represent mean +/− standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. * represents *p* ≤ 0.05; ** represents *p* ≤ 0.01; *** represents *p* ≤ 0.001. Underlying numerical values are provided in S1 Data.
(PDF) Click here for additional data file.

## Abbreviations

CD: Crohn’s disease
DBZ: dibenzazepine
DSS: dextran sodium sulfate
FACS: fluorescence-activated cell sorting
FKBP12: FK506 binding protein 12
GSEA: Gene Set Enrichment Analysis
GWAS: genome-wide association study
HE: hematoxylin–eosin
IBD: inflammatory bowel disease
IL: interleukin
IP: intraperitoneal
IRS1: insulin receptor substrate 1
KC: keratinocyte chemoattractant
LIF: leukemia inhibitory factor
LV1: latent variable 1
MCP-1: monocyte chemoattractant protein 1
MIG: mitokine induced by gamma interferon
MIP: macrophage inflammatory protein
mTOR: mammalian target of rapamycin
PC1: principal component 1
PCA: principal component analysis
PCoA: principal coordinate analysis
pDC: plasmacytoid dendritic cell
PLSR: partial least squares regression
p-S6: phosphorylated S6
qPCR: quantitative polymerase chain reaction
RANTES: regulated on activation, normal T cell expressed and secreted
SNP: single nucleotide polymorphism
TAC: transit-amplifying cell
TCT: T-cell transfer
Th2: T helper cell 2
TNF-α: tumor necrosis factor alpha
TORC1: target of rapamycin complex 1
Treg: regulatory T cell
UC: ulcerative colitis
VEGF: vascular endothelial growth factor
WT: wild-type

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S1 Fig — (A) Representative fluorescence-activated cell sorting (FACS) plots for isolation of CD45RBhi naive T cells and CD25+ regulatory T cells (Tregs). (B) Time course of induction and assessment of inflammation. Rag1 null animals are injected with naïve T cells or Tregs and assessed for signs of inflammation such as weight loss. When the first animals began to show sustained weight loss, the remaining animals were killed at various time points and processed as described in panel C. (C) Tissue processing strategy. Colons were resected and opened longitudinally. Approximately one-sixth was taken for flow cytometry. Matched tissue was lysed for Luminex analysis after splitting into proximal and distal regions. The remaining tissue was rolled (see hematoxylin–eosin [HE] at right side of panel), allowing for visualization of the entire colon in a single section.

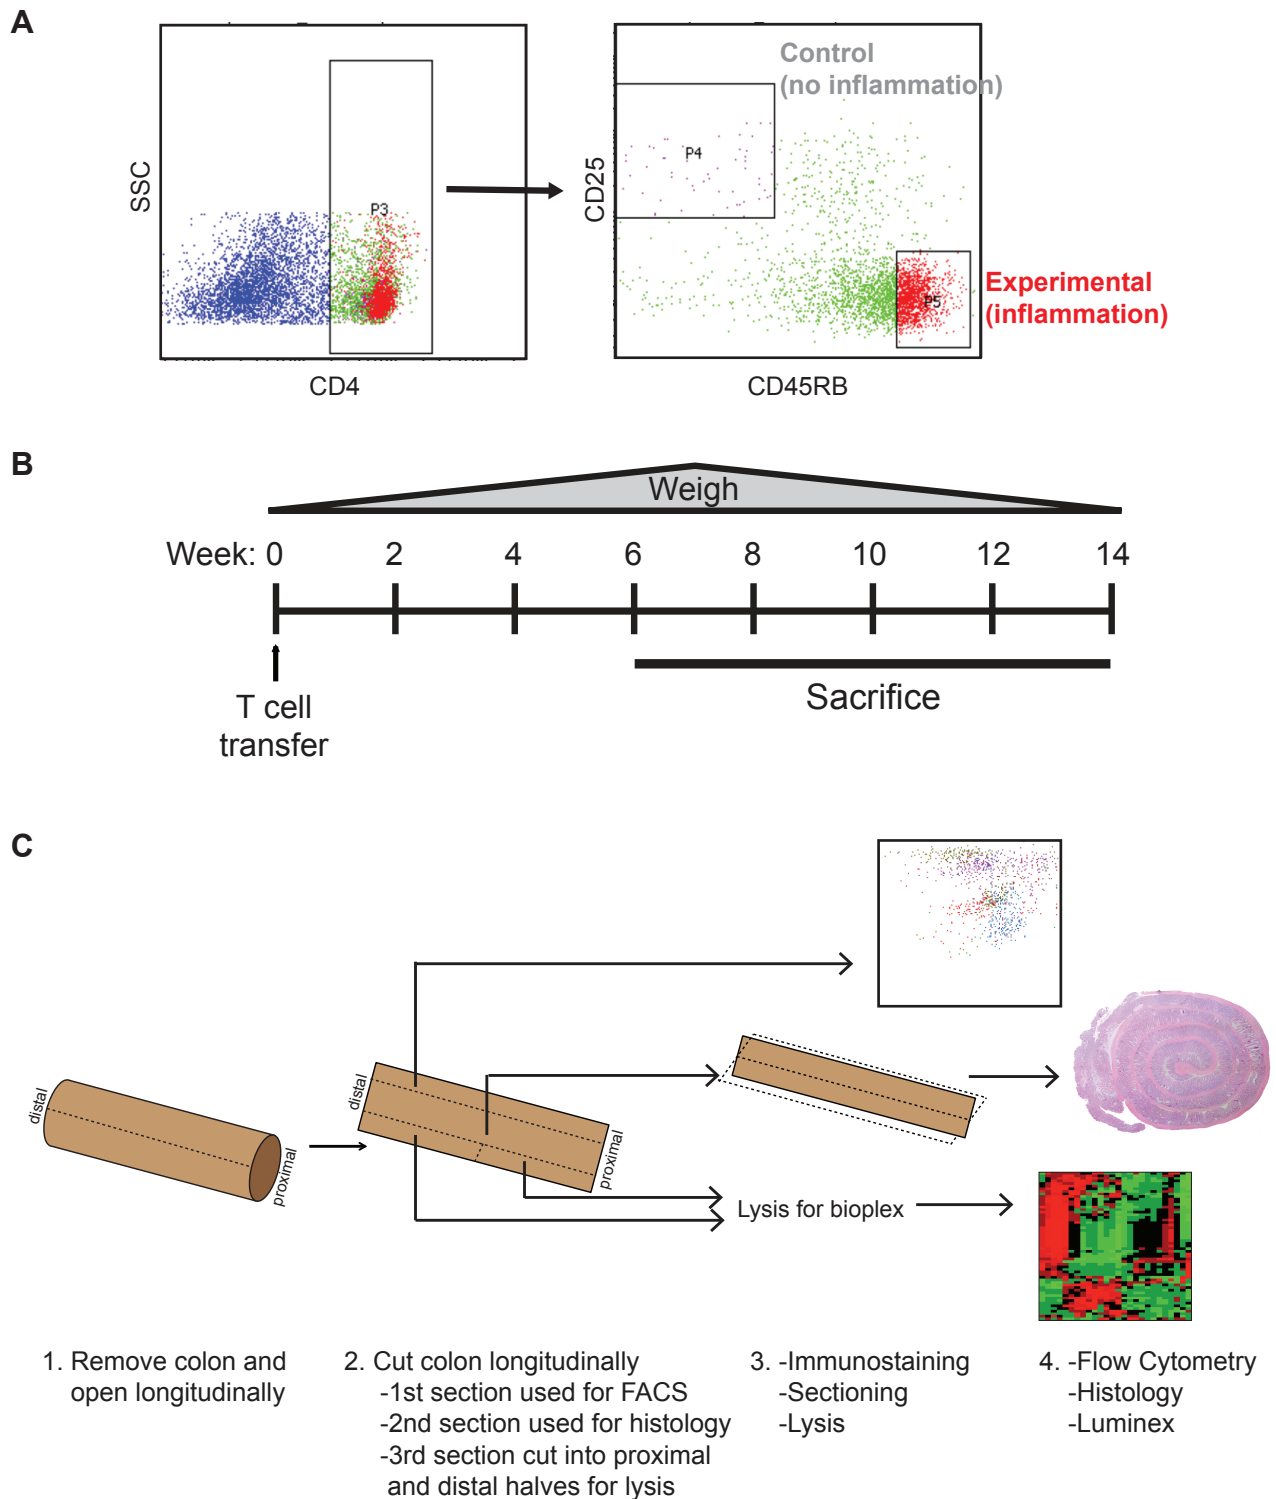

**S1 Fig. Experimental setup and tissue processing work flow.** (A) Representative fluorescence-activated cell sorting (FACS) plots for isolation of CD45RB<sup>hi</sup> naïve T cells and CD25<sup>+</sup> regulatory T cells (Tregs). (B) Time course of induction and assessment of inflammation. Rag1 null animals are injected with naïve T cells or Tregs and assessed for signs of inflammation such as weight loss. When the first animals began to show sustained weight loss, the remaining animals were killed at various time points and processed as described in panel C. (C) Tissue processing strategy. Colons were resected and opened longitudinally. Approximately one-sixth was taken for flow cytometry. Matched tissue was lysed for Luminex analysis after splitting into proximal and distal regions. The remaining tissue was rolled (see hematoxylin–eosin [HE] at right side of panel), allowing for visualization of the entire colon in a single section.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S2 Fig — (A) Cellular phenotypes during colitis. Mitotic cells were detected by immunohistochemistry for phosphorylated histone H3 (PH3). While restricted to the lower crypts in normal colons, mitotic cells extend to the luminal surface during colitis. Alcian Blue/Periodic Acid Schiff (AB/PAS) staining was used to stain mucins in the goblet cell cytoplasm. Secretory enteroendocrine cells and absorptive enterocytes were detected by staining for chromogranin A (Chga) and liver fatty acid binding protein (Fabpl). Both cell types are largely absent in animals with colitis. (B) Quantification of the number of epithelial cells per crypt. In this experiment, the total number of cells per crypt in a single cross section was counted, only for crypts in which the entire crypt was sectioned. N = 120 crypts for both regulatory T cell (Treg) control and for the experimental naive T recipients. The p-value was determined by Mann-Whitney test. (C) Immunohistochemistry (IHC) for mast cell tryptase. The number of mast cells in the control and inflamed colons was too low to quantify. Spleen from wild-type animals was used as a positive control. Underlying numerical values for panel B are provided in S1 Data.

**A**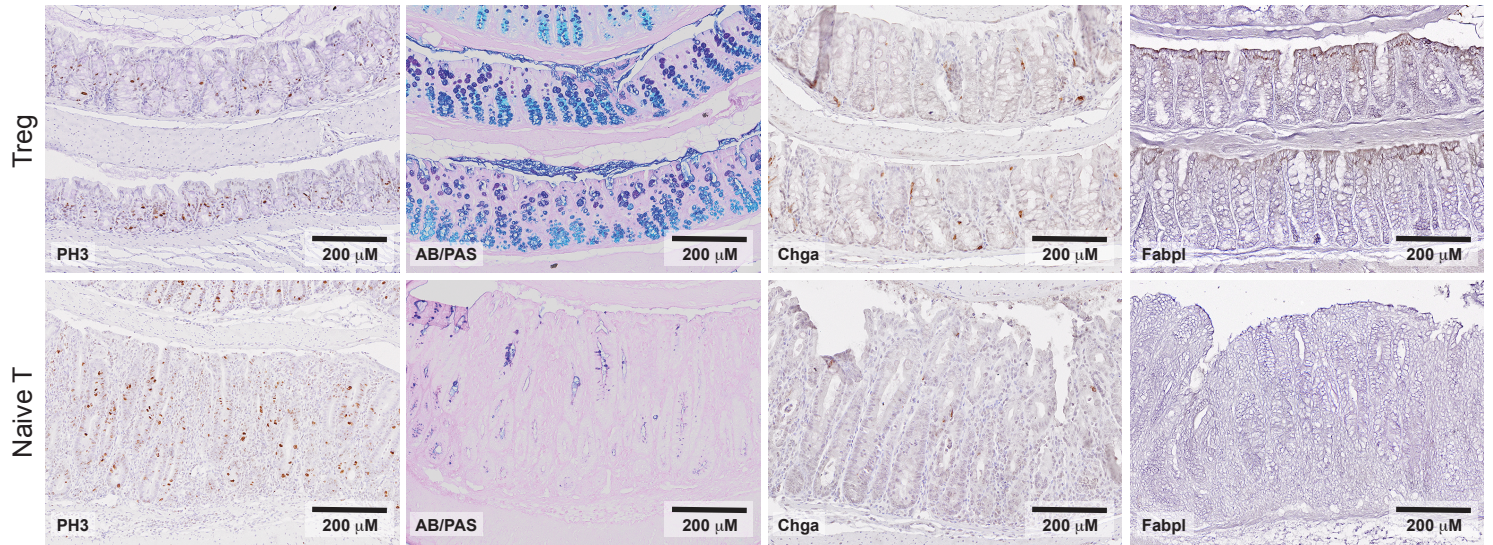**B**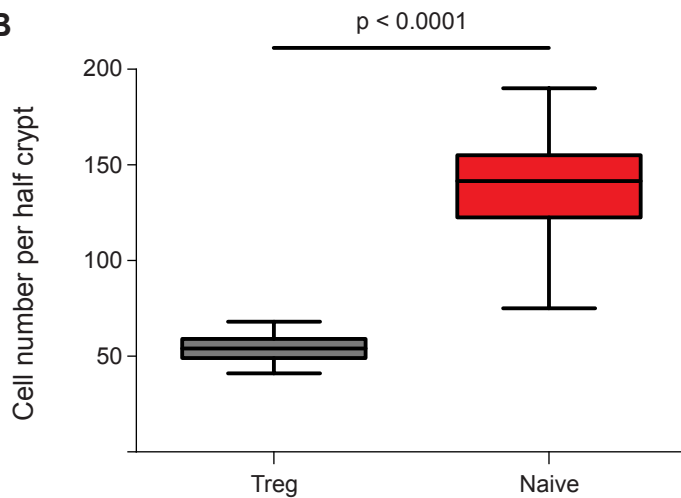**C**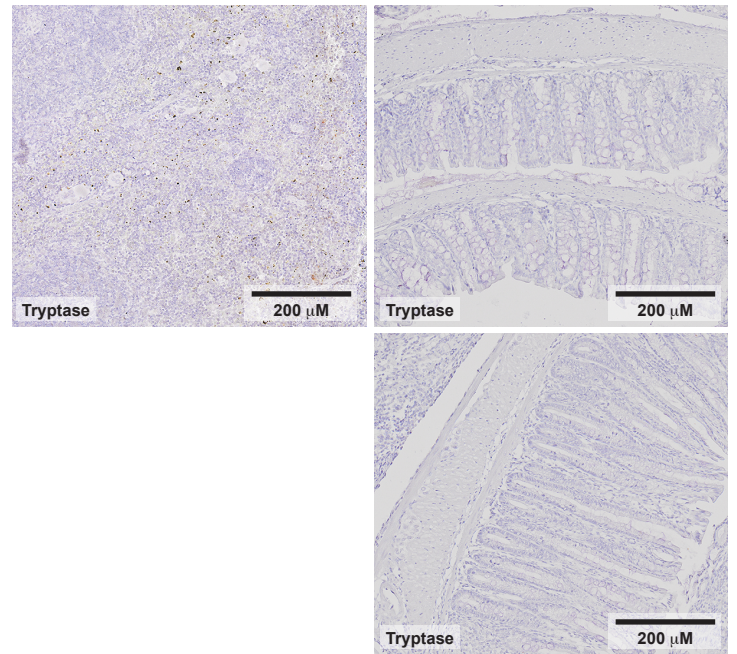

**S2 Fig. Phenotypic characterization of T-cell transfer (TCT) mice.** (A) Cellular phenotypes during colitis. Mitotic cells were detected by immunohistochemistry for phosphorylated histone H3 (PH3). While restricted to the lower crypts in normal colons, mitotic cells extend to the luminal surface during colitis. Alcian Blue/Periodic Acid Schiff (AB/PAS) staining was used to stain mucins in the goblet cell cytoplasm. Secretory enteroendocrine cells and absorptive enterocytes were detected by staining for chromogranin A (Chga) and liver fatty acid binding protein (Fabpl). Both cell types are largely absent in animals with colitis. (B) Quantification of the number of epithelial cells per crypt. In this experiment, the total number of cells per crypt in a single cross section was counted, only for crypts in which the entire crypt was sectioned. N = 120 crypts for both regulatory T cell (Treg) control and for the experimental naive T recipients. The p-value was determined by Mann-Whitney test. (C) Immunohistochemistry (IHC) for mast cell tryptase. The number of mast cells in the control and inflamed colons was too low to quantify. Spleen from wild-type animals was used as a positive control. Underlying numerical values for panel B are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S3 Fig — (A) Representative fluorescence-activated cell sorting (FACS) plots showing strategies for quantifying different immune cell populations. (B) FACS-based quantification of the composition of colonic immune infiltrate for animals of the 3 phenotypic classes. Horizontal and vertical lines represent mean +/− standard error. Underlying numerical values for panel B are provided in S1 Data.

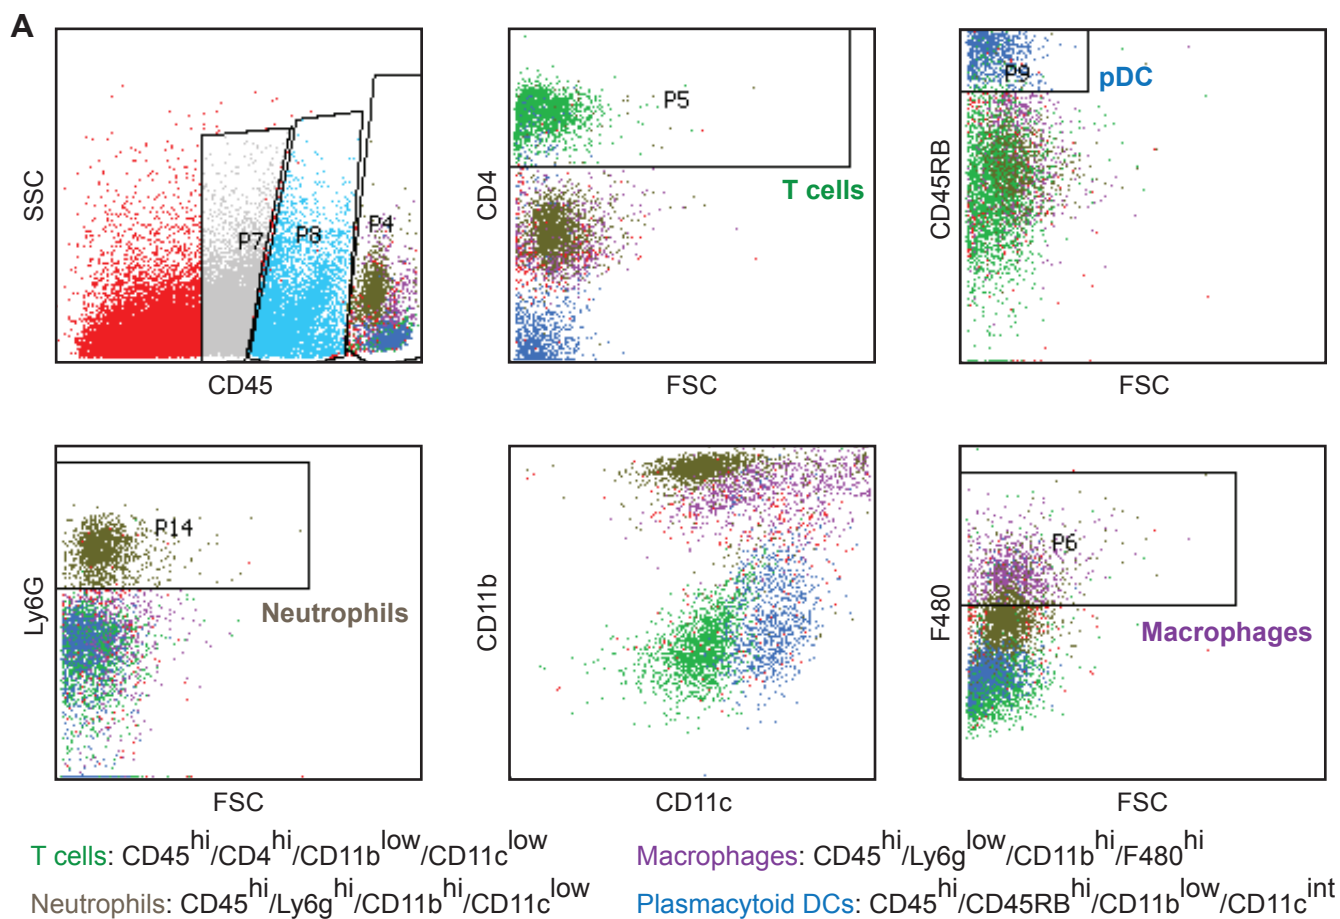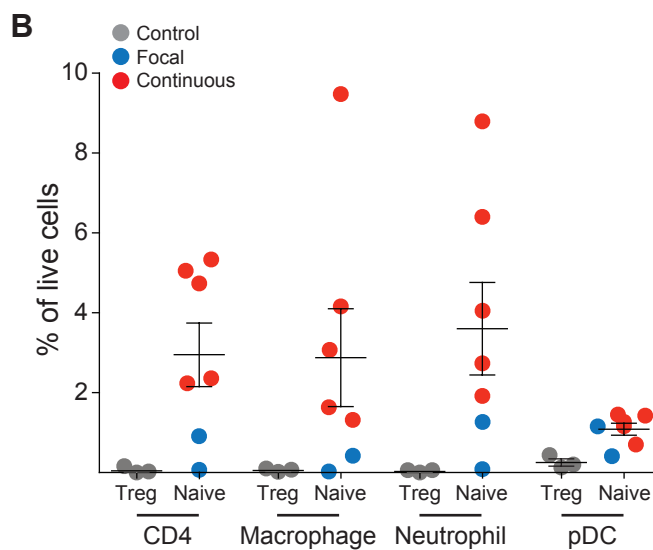

**S3 Fig. Immune phenotypes associated with inflammation.** (A) Representative fluorescence-activated cell sorting (FACS) plots showing strategies for quantifying different immune cell populations. (B) FACS-based quantification of the composition of colonic immune infiltrate for animals of the 3 phenotypic classes. Horizontal and vertical lines represent mean  $\pm$  standard error. Underlying numerical values for panel B are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S4 Fig — Proteins were measured from the distal colons of control and naïve T-treated animals and those treated for 2 weeks with vehicle or rapamycin. Data are represented in arbitrary relative fluorescence units (RFUs). Significance was determined by t test (squares) or one-way ANOVA with Tukey post-test (circles). P-values are denoted by * p < 0.05, ** p < 0.005, and *** p < 0.001. Underlying numerical values are provided in S1 Data.

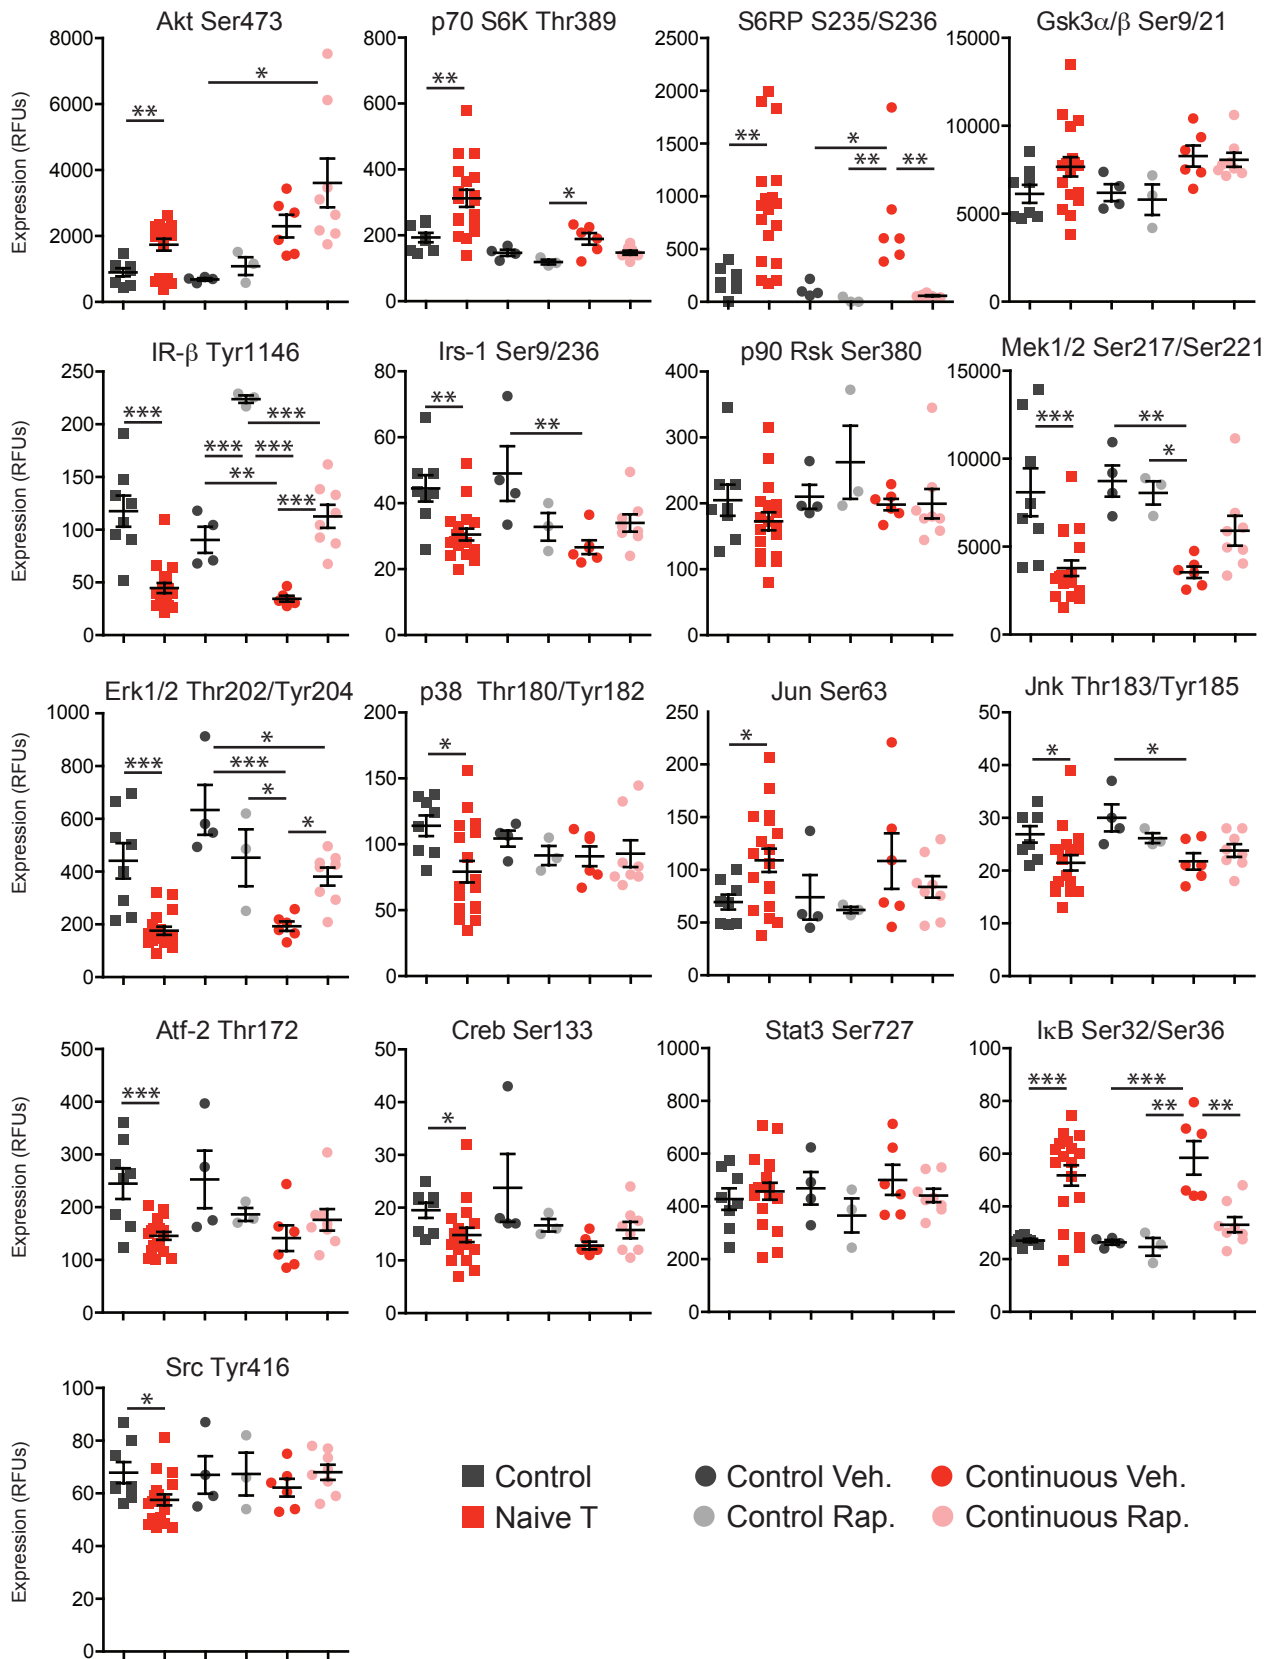

**S4 Fig. Phospho-proteins measured by Luminex.** Proteins were measured from the distal colons of control and naïve T-treated animals and those treated for 2 weeks with vehicle or rapamycin. Data are represented in arbitrary relative fluorescence units (RFUs). Significance was determined by t test (squares) or one-way ANOVA with Tukey post-test (circles). P-values are denoted by \*  $p < 0.05$ , \*\*  $p < 0.005$ , and \*\*\*  $p < 0.001$ .

Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S5 Fig — Proteins were measured from the distal colons of control and naïve T-treated animals and those treated for 2 weeks with vehicle or rapamycin. Data are presented as absolute concentration from the tissue (pg/ml). Significance determined by t test (squares) or one-way ANOVA with Tukey post-test (circles). P-values are denoted by * p < 0.05, ** p < 0.005, and *** p < 0.001. Underlying numerical values are provided in S1 Data.

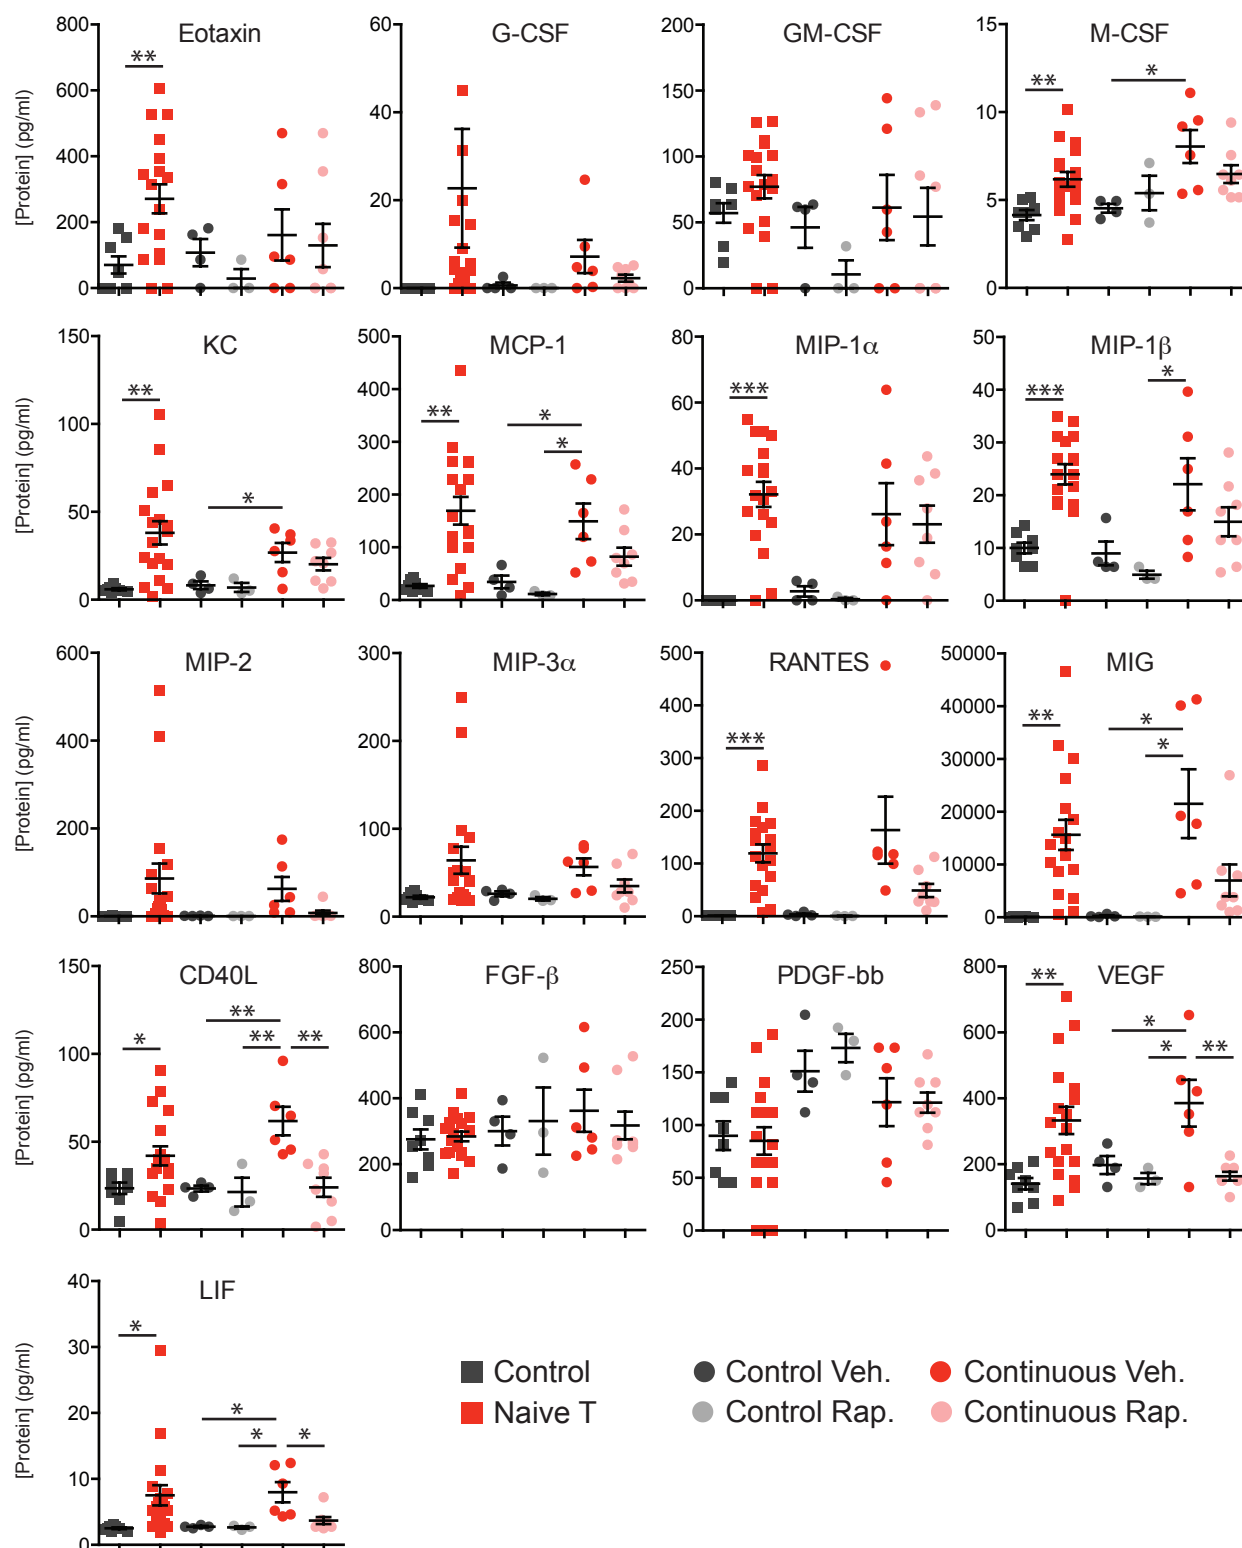

**S5 Fig. Chemokines and growth factors measured by Luminex.** Proteins were measured from the distal colons of control and naïve T-treated animals and those treated for 2 weeks with vehicle or rapamycin. Data are presented as absolute concentration from the tissue (pg/ml). Significance determined by t test (squares) or one-way ANOVA with Tukey post-test (circles). P-values are denoted by \*  $p < 0.05$ , \*\*  $p < 0.005$ , and \*\*\*  $p < 0.001$ . Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S6 Fig — Proteins were measured from the distal colons of control and naïve T-treated animals and those treated for 2 weeks with vehicle or rapamycin. Data are presented as absolute concentration from the tissue (pg/ml). Significance was determined by t test (squares) or one-way ANOVA with Tukey post-test (circles). P-values are denoted by * p < 0.05, ** p < 0.005, and *** p < 0.001. Underlying numerical values are provided in S1 Data.

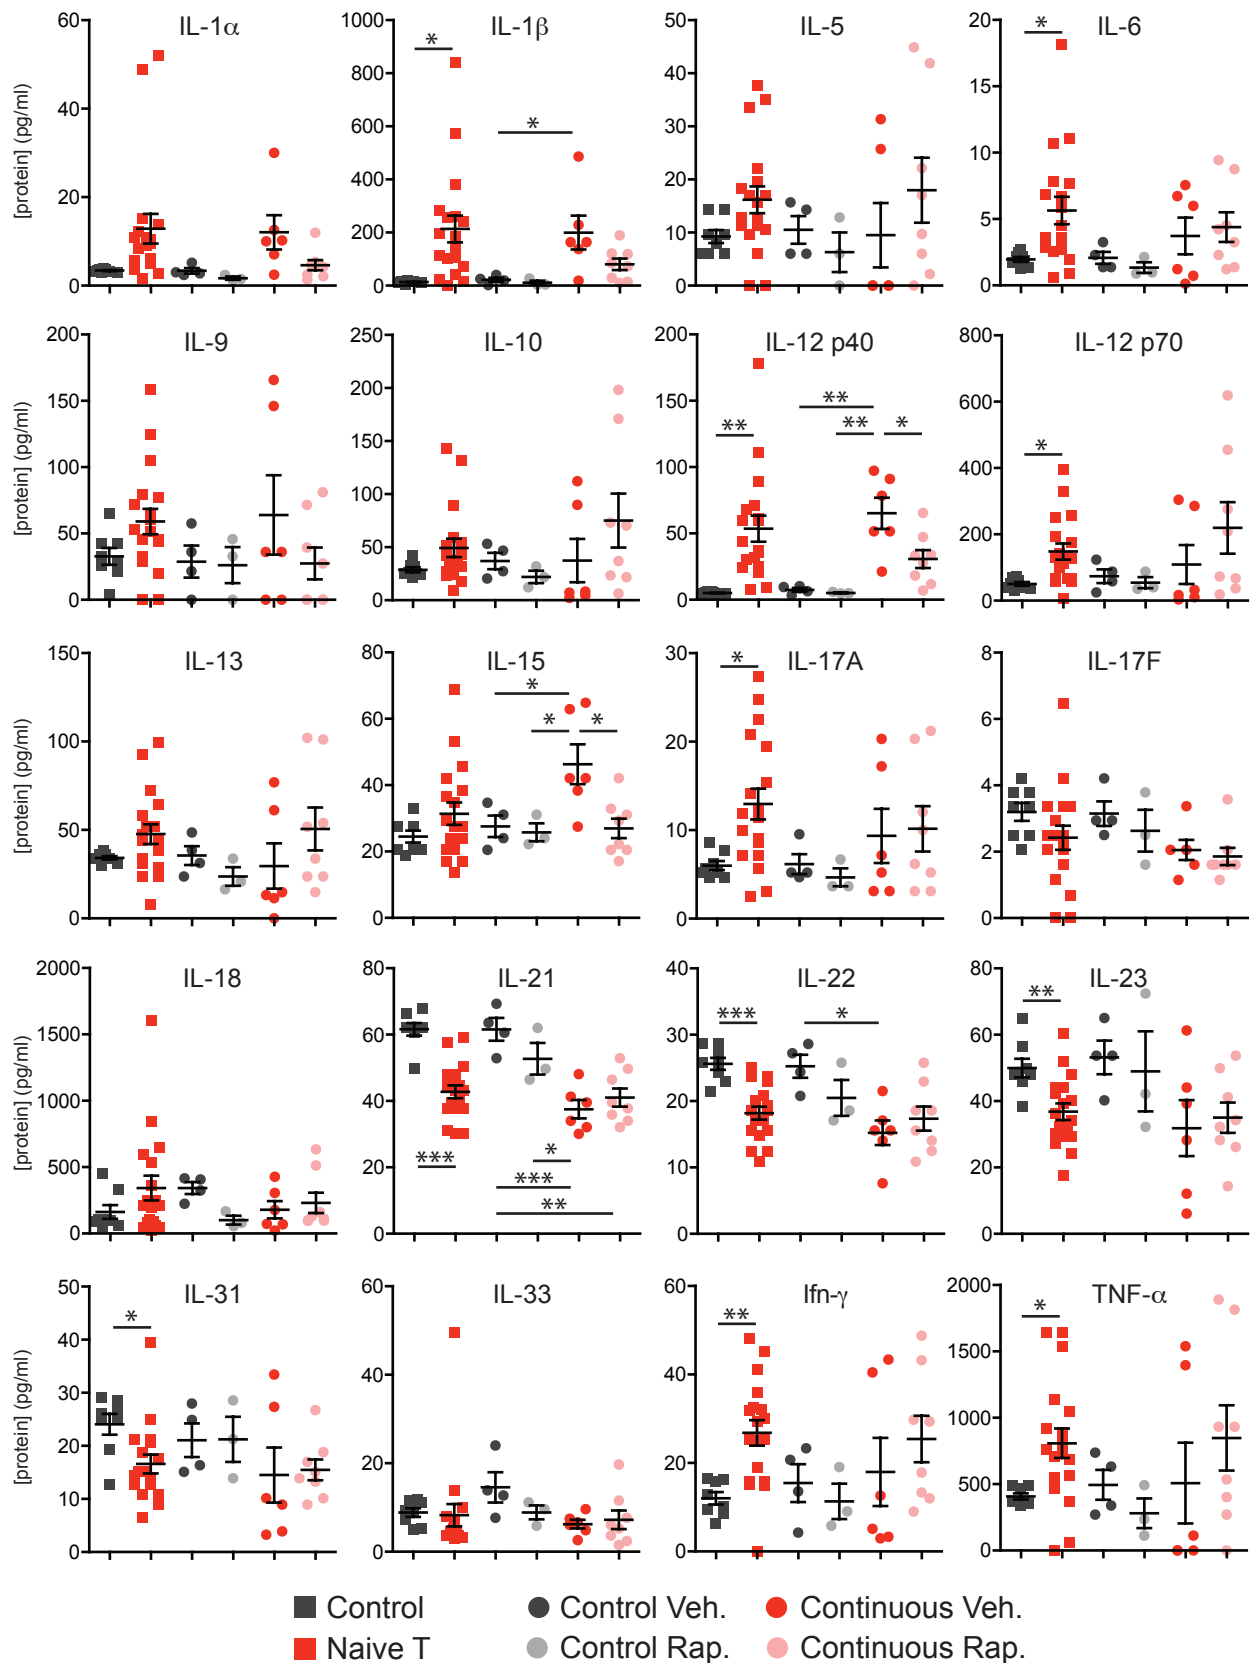

**S6 Fig. Interleukins and cytokines measured by Luminex.** Proteins were measured from the distal colons of control and naïve T-treated animals and those treated for 2 weeks with vehicle or rapamycin. Data are presented as absolute concentration from the tissue (pg/ml). Significance was determined by t test (squares) or one-way ANOVA with Tukey post-test (circles). P-values are denoted by \*  $p < 0.05$ , \*\*  $p < 0.005$ , and \*\*\*  $p < 0.001$ .

Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S7 Fig — Proteins were measured from the distal colons of wild-type C57BL/6J, Rag1 null (control), regulatory T cell (Treg)-injected, and naïve T-injected animals. In this experiment, animals injected with Tregs or naïve T cells were aged for only 4 weeks after adoptive transfer. This is a time point at which animals receiving naïve T cells do not yet have inflammation. Data are presented as absolute concentration from the tissue (pg/ml). None of the intergroup comparisons reached statistical significance. Underlying numerical values are provided in S1 Data.

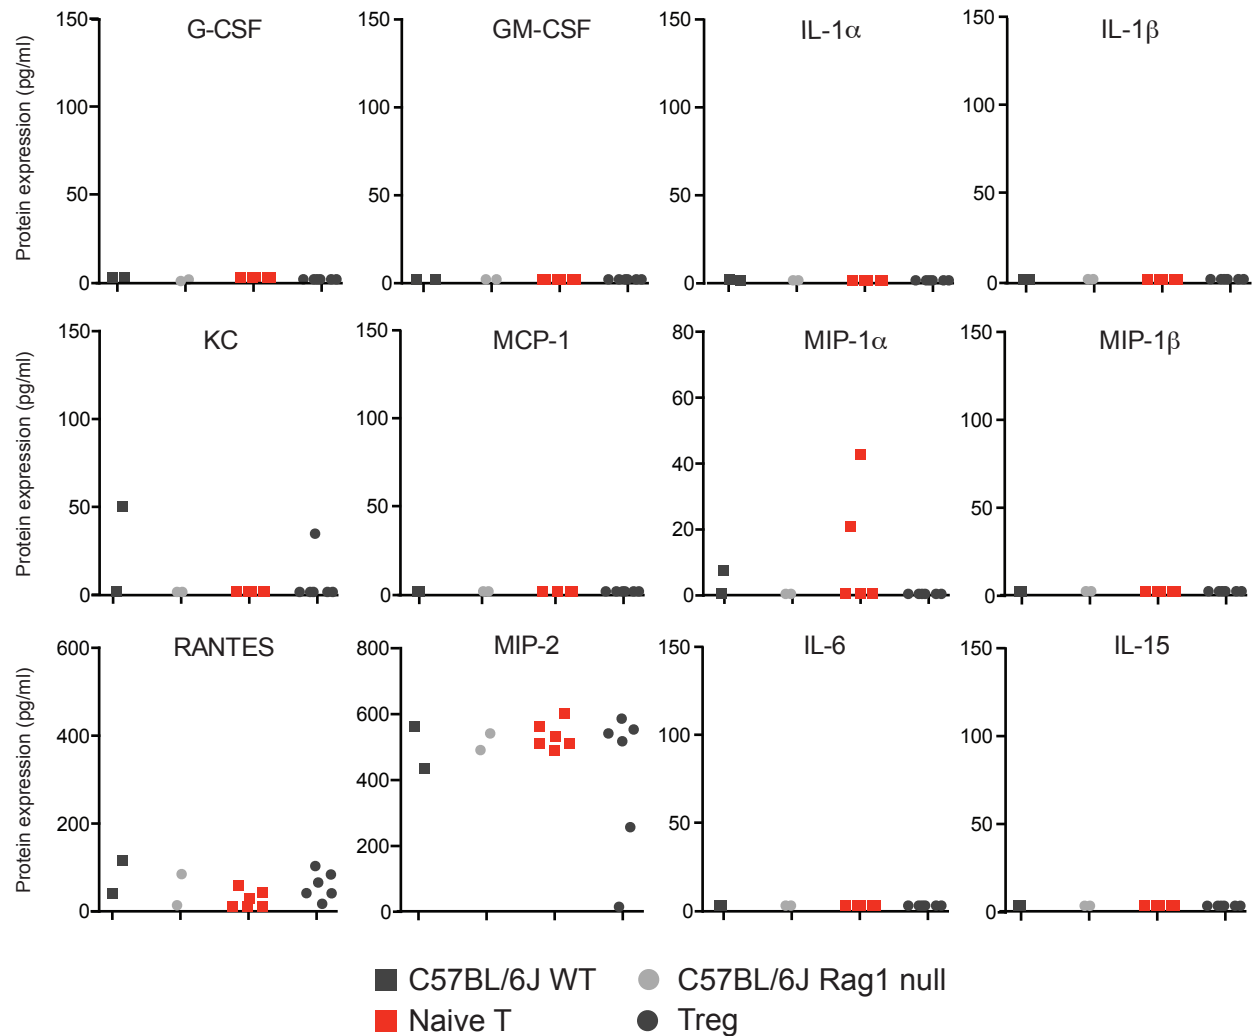

**S7 Fig. Interleukins and cytokines measured by Luminex.** Proteins were measured from the distal colons of wild-type C57BL/6J, Rag1 null (control), regulatory T cell (Treg)-injected, and naïve T-injected animals. In this experiment, animals injected with Tregs or naïve T cells were aged for only 4 weeks after adoptive transfer. This is a time point at which animals receiving naïve T cells do not yet have inflammation. Data are presented as absolute concentration from the tissue (pg/ml). None of the intergroup comparisons reached statistical significance. Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S8 Fig — The genotype of each group is indicated below the measurements: +/− for heterozygous and −/− for null. Dhet, double heterozygous; DKO, double knockout. The genetic background of each model is indicated in parentheses. p-S6RP was measured via Luminex assay. Horizontal and vertical lines represent mean +/− standard error. Significance was determined by one-way ANOVA with Tukey-Kramer post-test. Underlying numerical values are provided in S1 Data.

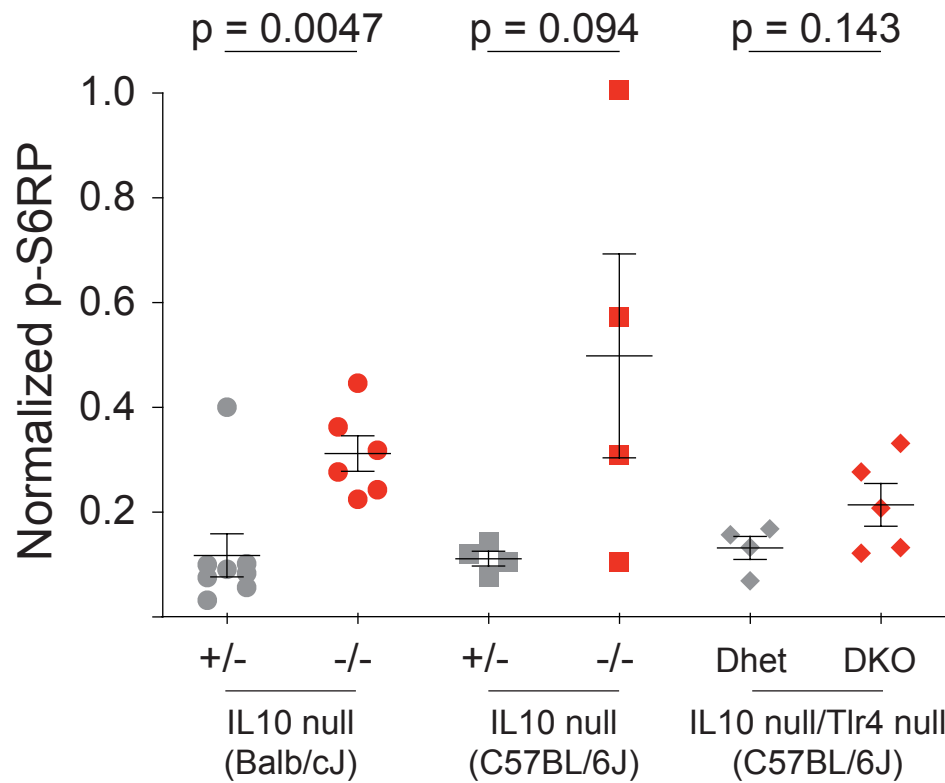

**S8 Fig. Induction of mammalian target of rapamycin (mTOR) pathway activity, as measured by p-S6 ribosomal protein (p-S6RP), in multiple mouse models of inflammatory bowel disease (IBD).** The genotype of each group is indicated below the measurements: +/- for heterozygous and -/- for null. Dhet, double heterozygous; DKO, double knockout. The genetic background of each model is indicated in parentheses. p-S6RP was measured via Luminex assay. Horizontal and vertical lines represent mean +/- standard error. Significance was determined by one-way ANOVA with Tukey-Kramer post-test.

Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S9 Fig — Matched biopsies from active inflammation and noninvolved regions were taken from individuals with Crohn’s disease and ulcerative colitis. mTOR activity was assessed by measuring phosphorylation of its downstream target S6 ribosomal protein and is depicted as fold change of involved versus noninvolved on a patient-by-patient basis. Overall, there was not a clear trend towards increased mTOR activity in inflamed regions; however, the subset of patients with ileal Crohn’s disease showed consistent up-regulation of mTOR signaling in regions of inflammation. The p-value was determined by unpaired t test. Underlying numerical values are provided in S1 Data.

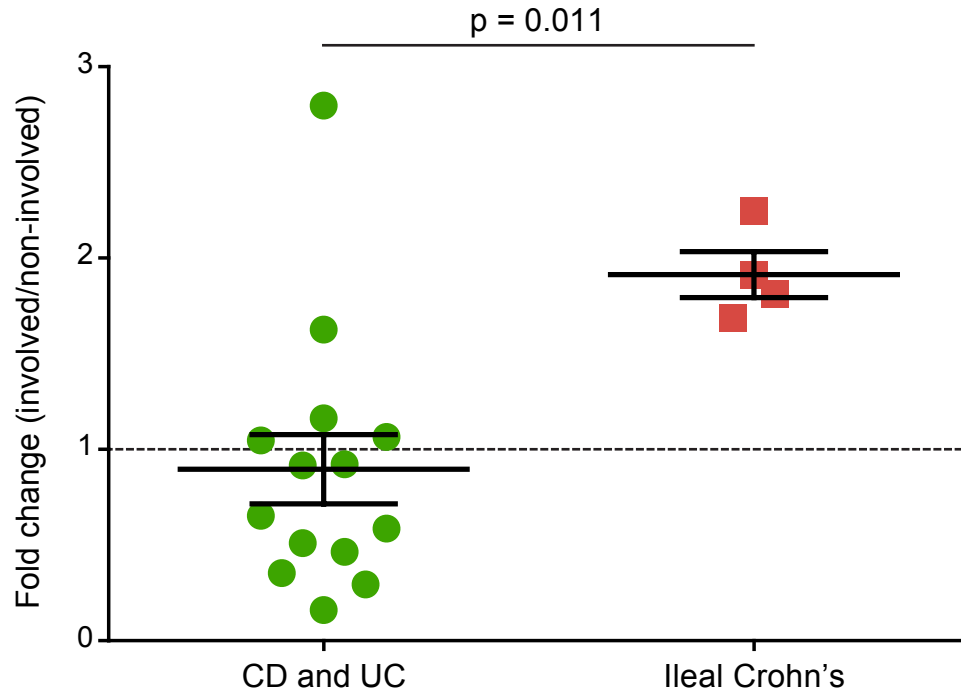

**S9 Fig. Mammalian target of rapamycin (mTOR) activation in human inflammatory bowel disease (IBD) patients.** Matched biopsies from active inflammation and noninvolved regions were taken from individuals with Crohn disease and ulcerative colitis. mTOR activity was assessed by measuring phosphorylation of its downstream target S6 ribosomal protein and is depicted as fold change of involved versus noninvolved on a patient-by-patient basis. Overall, there was not a clear trend towards increased mTOR activity in inflamed regions; however, the subset of patients with ileal Crohn disease showed consistent up-regulation of mTOR signaling in regions of inflammation. The p-value was determined by unpaired t test. Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S10 Fig — Individual measurements for inflammation-associated cytokines were determined by Luminex analysis. Plots represent mean and standard error. Underlying numerical values are provided in S1 Data.

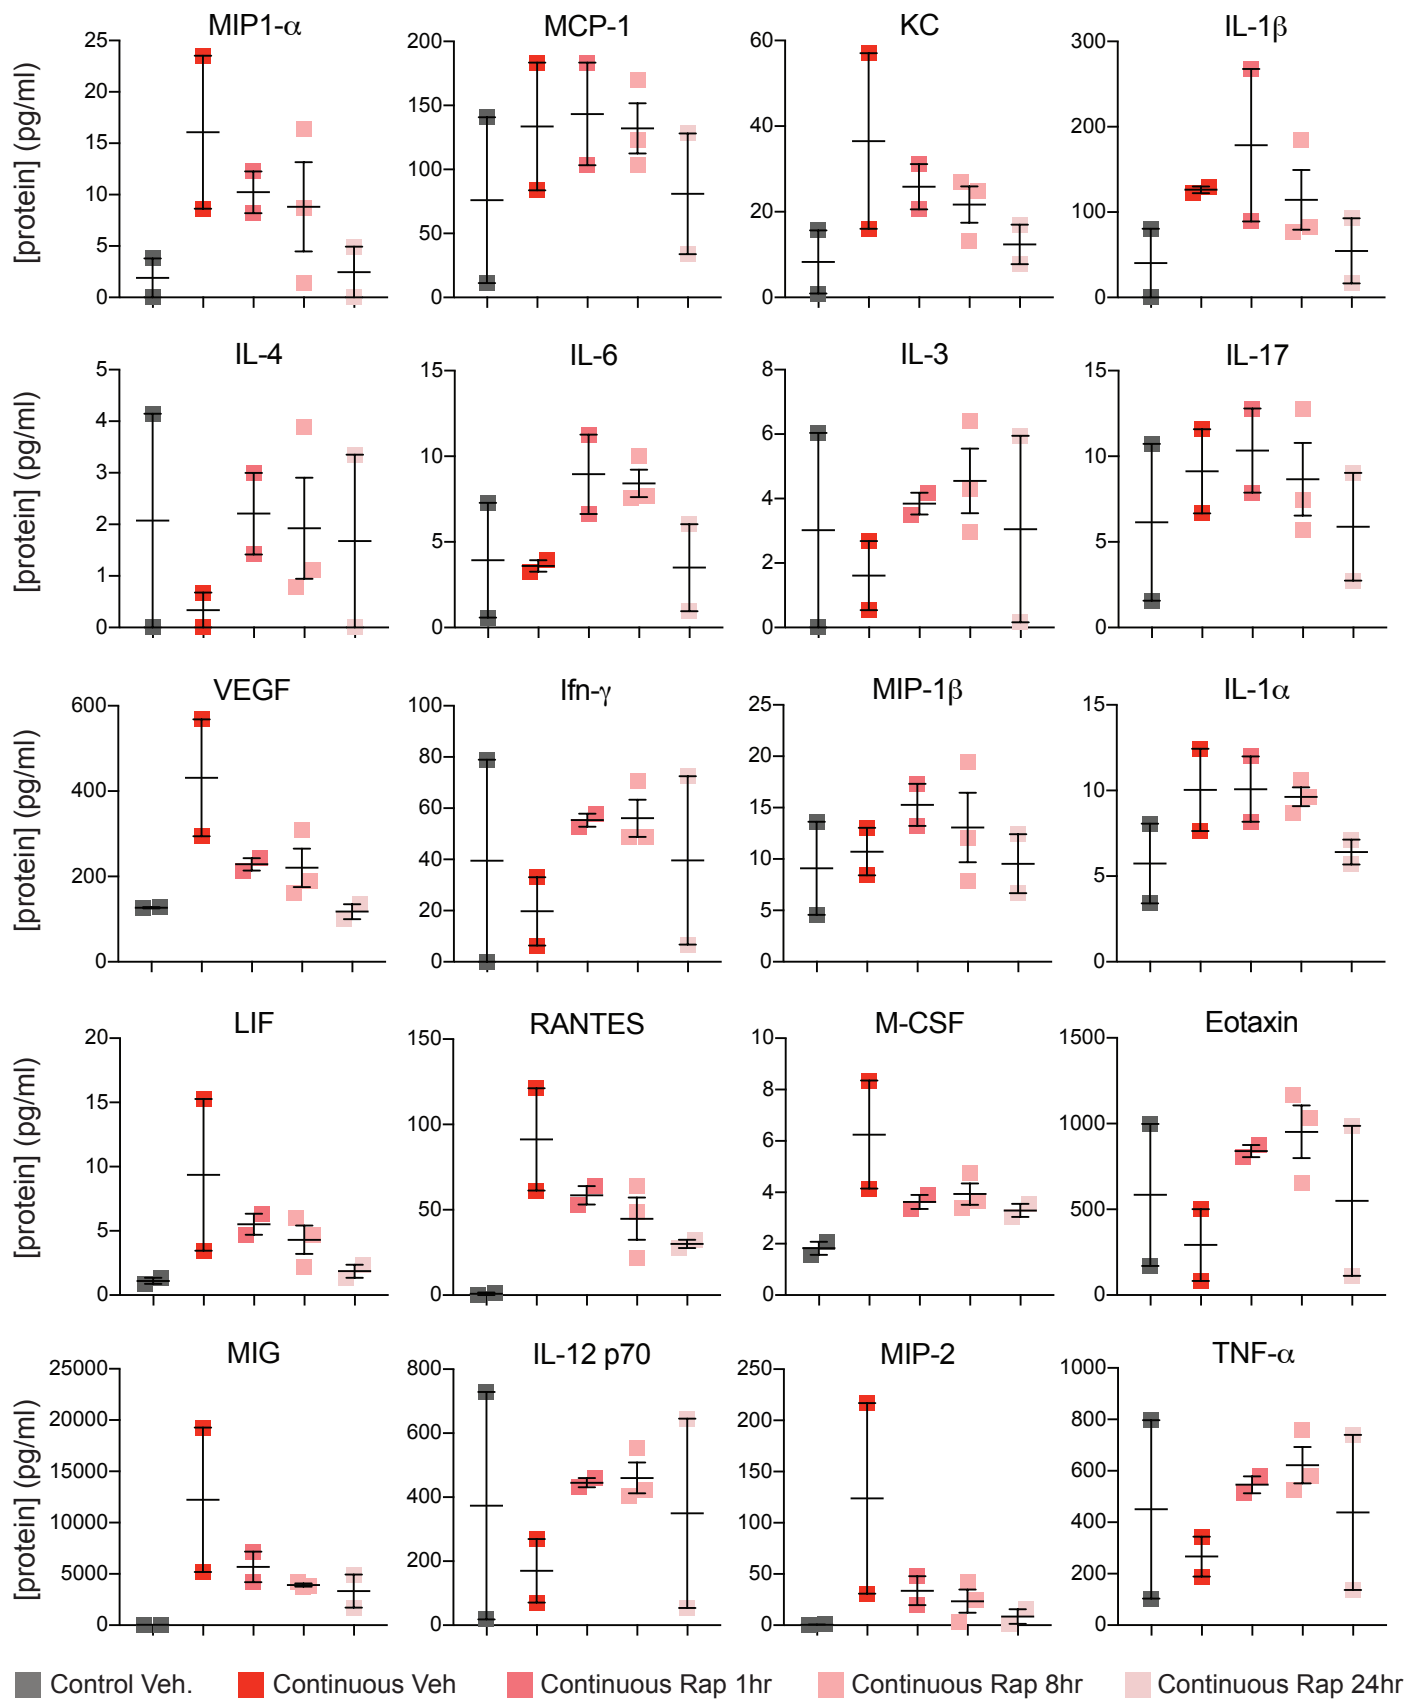

**S10 Fig. Expression of cytokines, chemokines, and growth factors following acute rapamycin treatment.** Individual measurements for inflammation-associated cytokines were determined by Luminex analysis. Plots represent mean and standard error. Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S11 Fig — (A) Microbial composition plots showing distribution of phyla and genera from mice before and after treatment with rapamycin. Each pair of columns represents the composition of fecal pellets taken from the same mouse before and after treatment. (B) Heat map of Bray-Curtis dissimilarity scores from all samples. (C) Principle coordinate analysis (PCoA) plot created using the matrix of paired-wise distance between samples calculated by the Bray-Curtis dissimilarity. Each dot on the figure represents the whole microbial composition profile. Samples are color-coded based on treatment group. Underlying numerical values are provided in S1 Data.

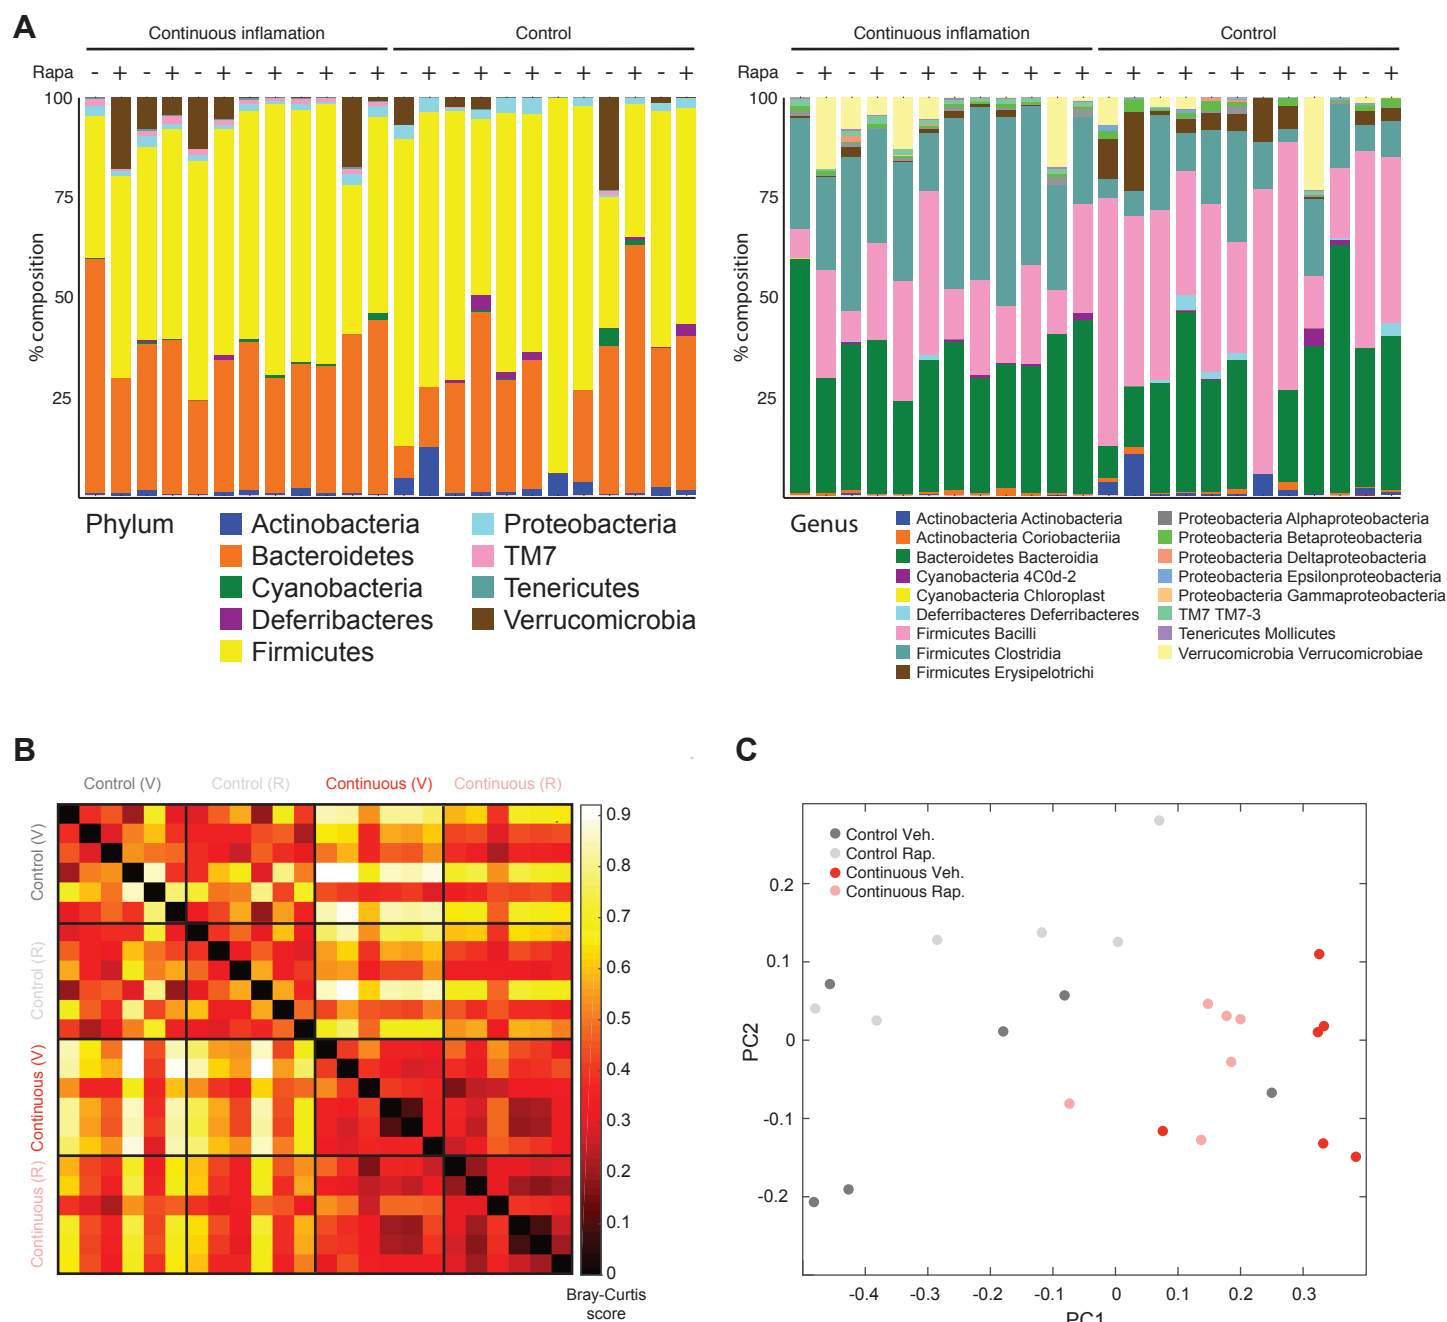

**S11 Fig. Microbiome analysis of animals with inflammation.** (A) Microbial composition plots showing distribution of phyla and genera from mice before and after treatment with rapamycin. Each pair of columns represents the composition of fecal pellets taken from the same mouse before and after treatment. (B) Heat map of Bray-Curtis dissimilarity scores from all samples. (C) Principle coordinate analysis (PCoA) plot created using the matrix of paired-wise distance between samples calculated by the Bray-Curtis dissimilarity. Each dot on the figure represents the whole microbial composition profile. Samples are color-coded based on treatment group. Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S12 Fig — Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 5C. Plots represent mean +/− standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. * represents p ≤ 0.05; ** represents p ≤ 0.01; *** represents p ≤ 0.001. Underlying numerical values are provided in S1 Data.

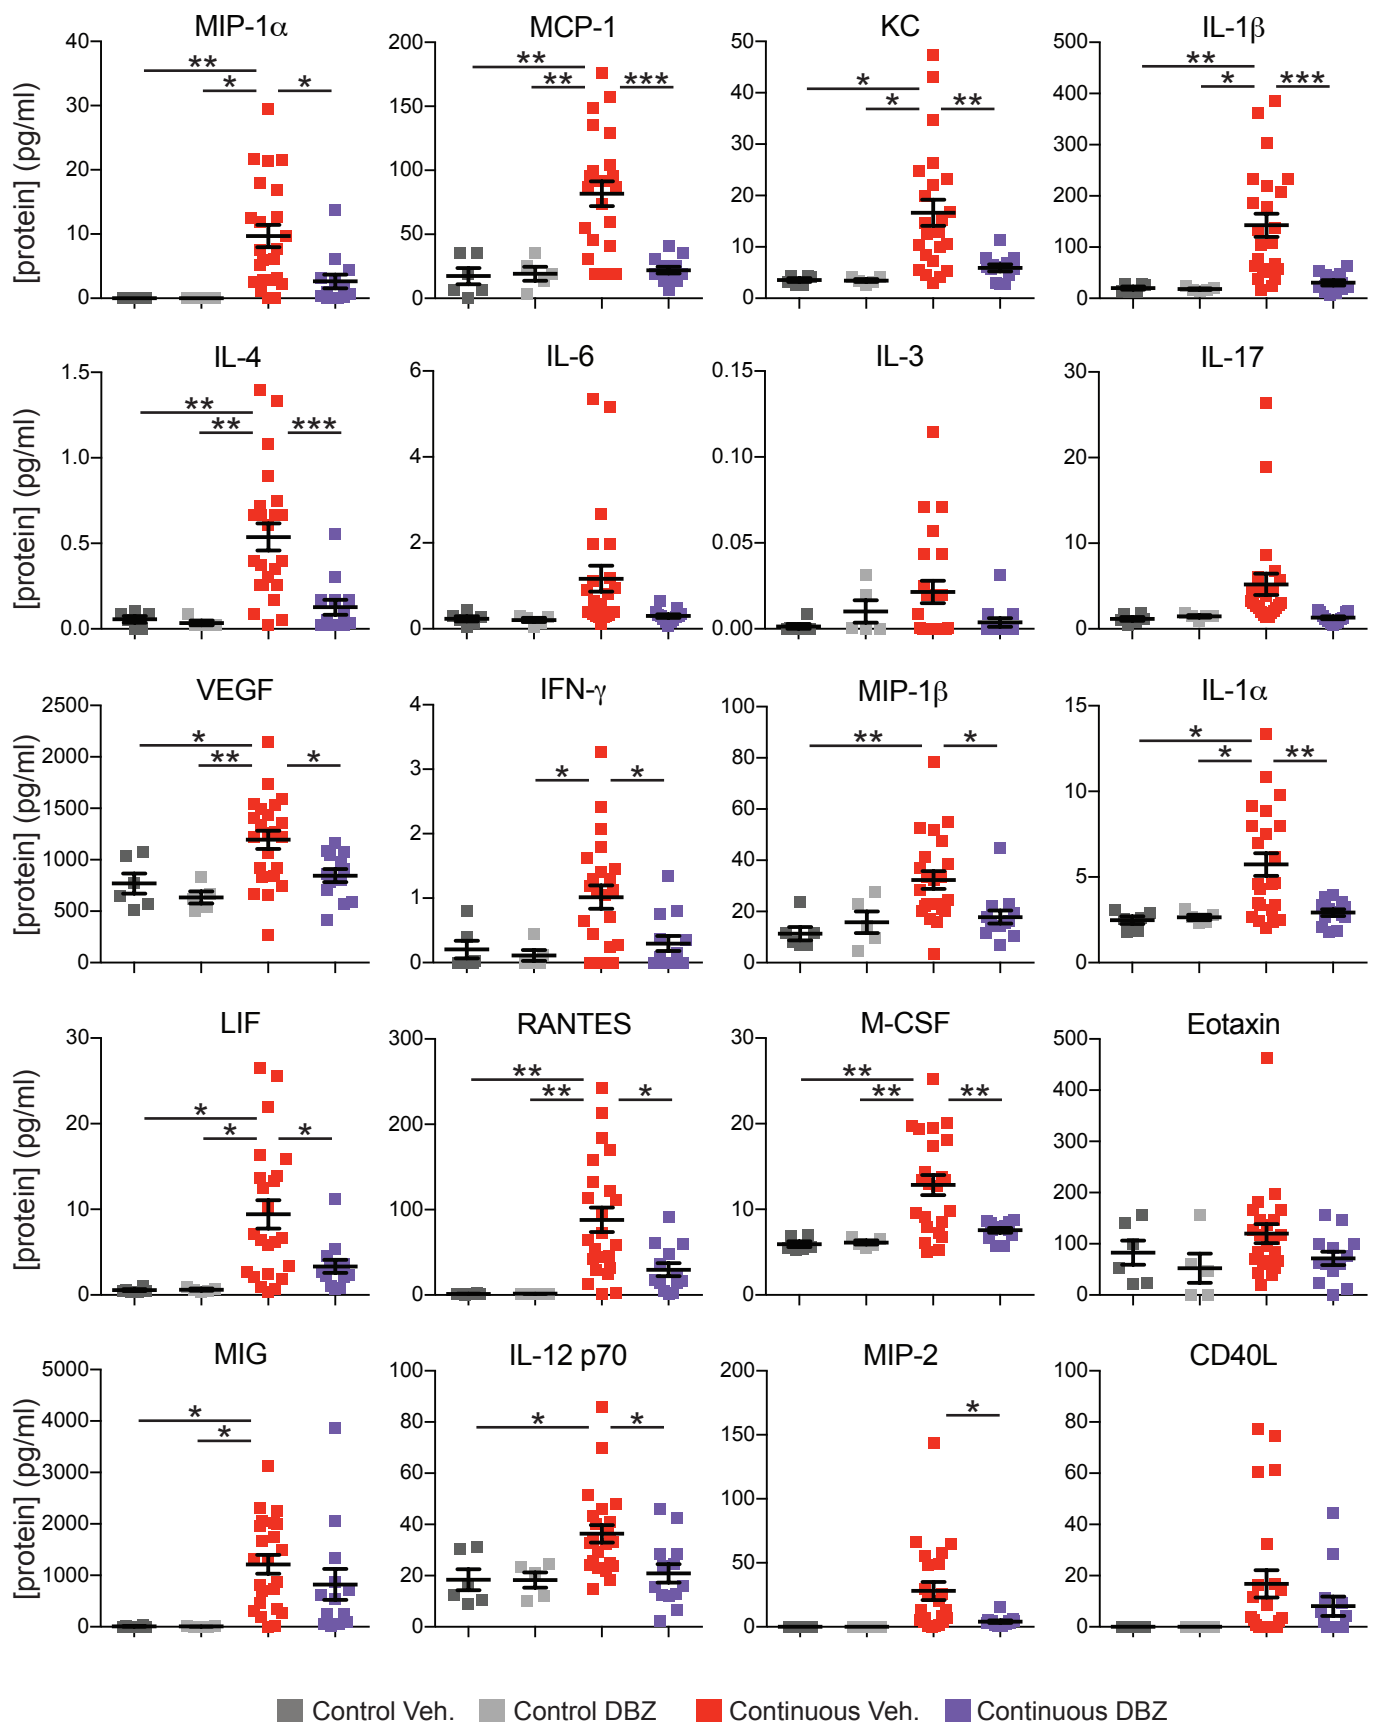

**S12 Fig. Expression of cytokines, chemokines, and growth factors following dibenzazepine (DBZ) treatment.** Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 5C. Plots represent mean  $\pm$  standard error. Significance was determined by ANOVA with Tukey-Kramer post test. \* represents  $p \leq 0.05$ ; \*\* represents  $p \leq 0.01$ ; \*\*\* represents  $p \leq 0.001$ . Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S13 Fig — Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 5C. Plots represent mean +/− standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. * represents p ≤ 0.05; ** represents p ≤ 0.01; *** represents p ≤ 0.001. Underlying numerical values are provided in S1 Data.

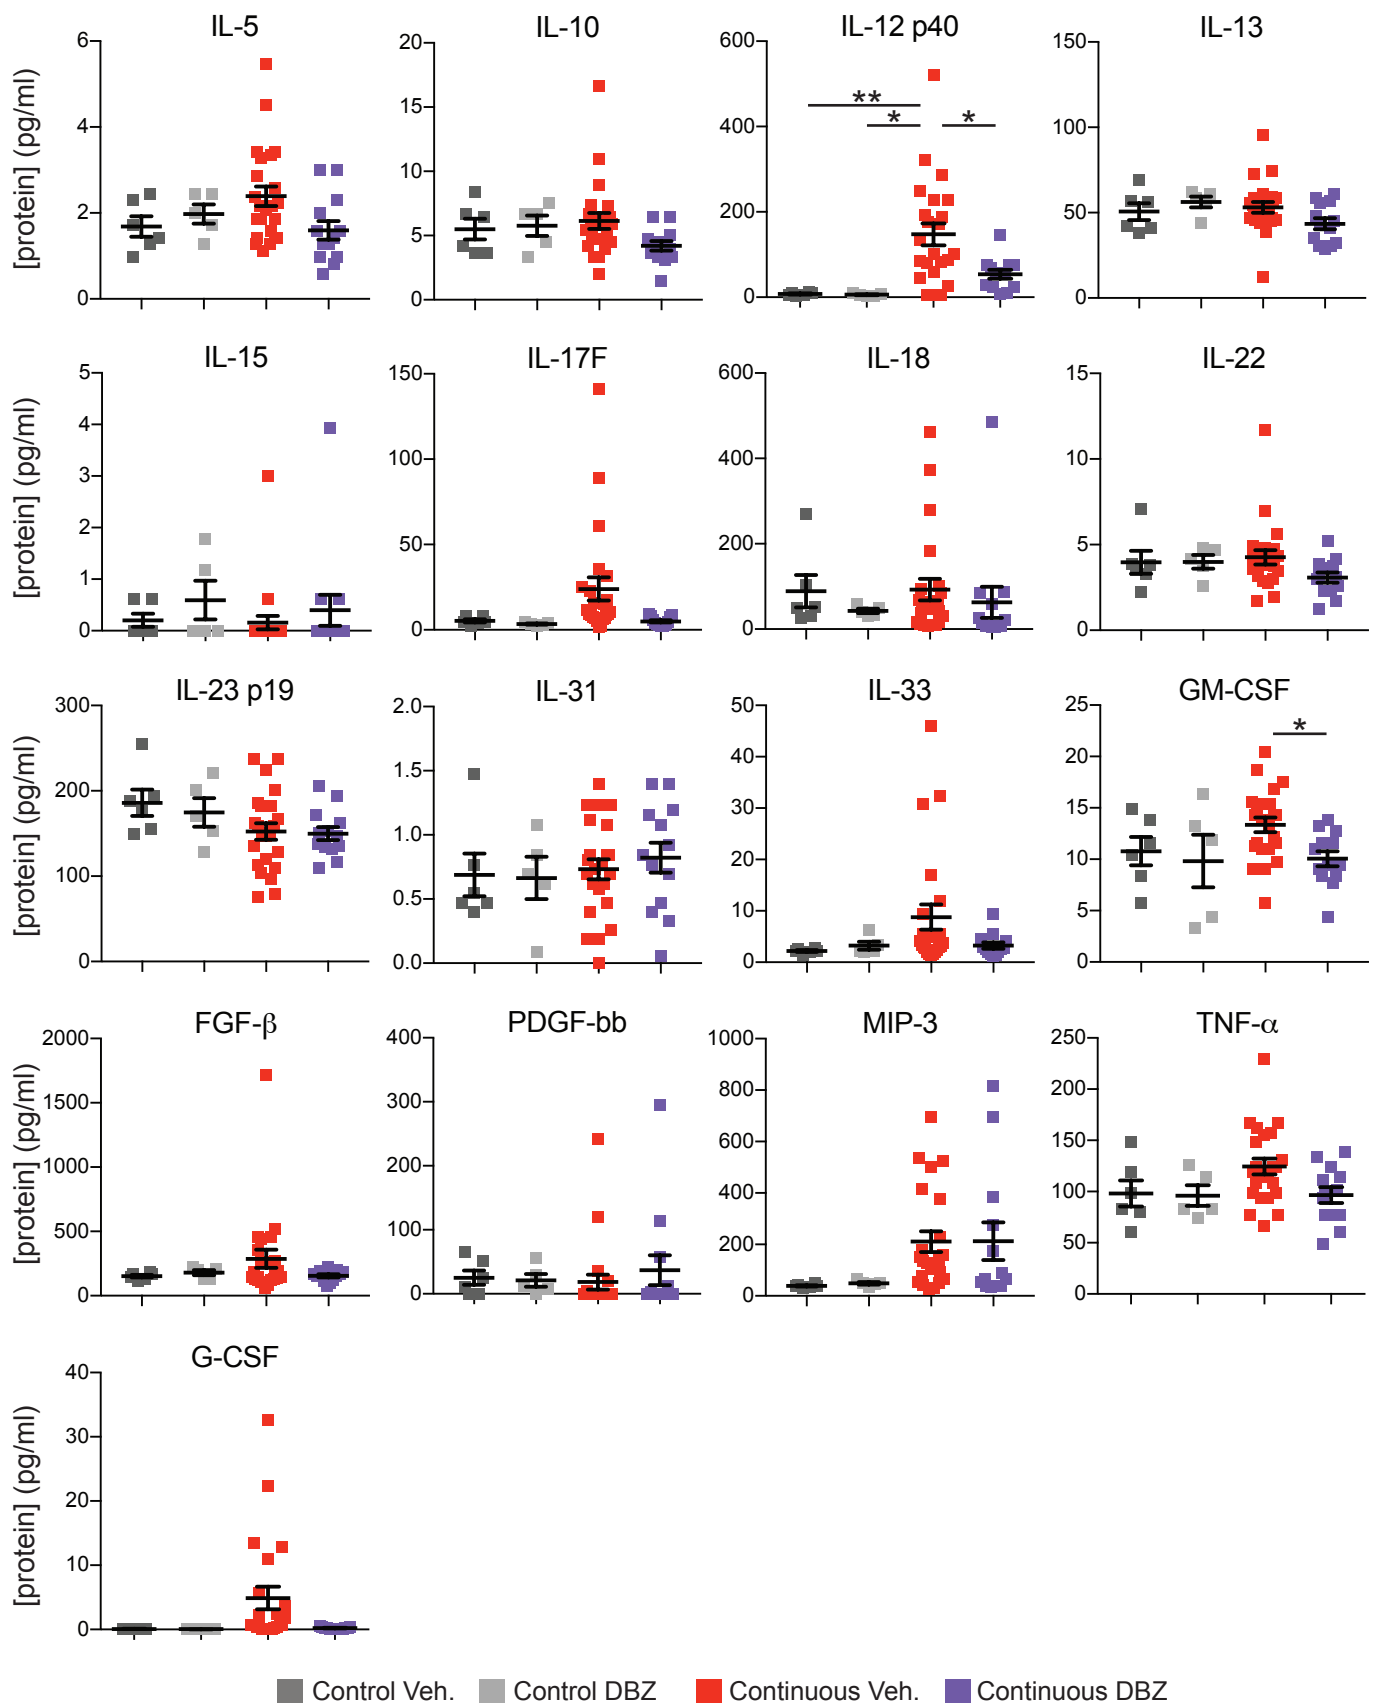

**S13 Fig. Expression of cytokines, chemokines, and growth factors following dibenzazepine (DBZ) treatment.** Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 5C. Plots represent mean  $\pm$  standard error. Significance was determined by ANOVA with Tukey-Kramer post test. \* represents  $p \leq 0.05$ ; \*\* represents  $p \leq 0.01$ ; \*\*\* represents  $p \leq 0.001$ . Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S14 Fig — Treating established organoids with various drug combinations enriches for stem cells, enteroctyes, or goblet cells. Wnt-conditioned media contain EGF, Noggin, and R-spondin as well supernatants from a Wnt3A overexpressing cell line. CHIR99021 is a GSK3 inhibitor, and valproic acid (VPA) is a histone deacetylase inhibitor and Notch pathway activator. IWP-2 is a Wnt inhibitor, and DAPT is a γ-secretase inhibitor that blocks Notch pathway activity (see Materials and methods).

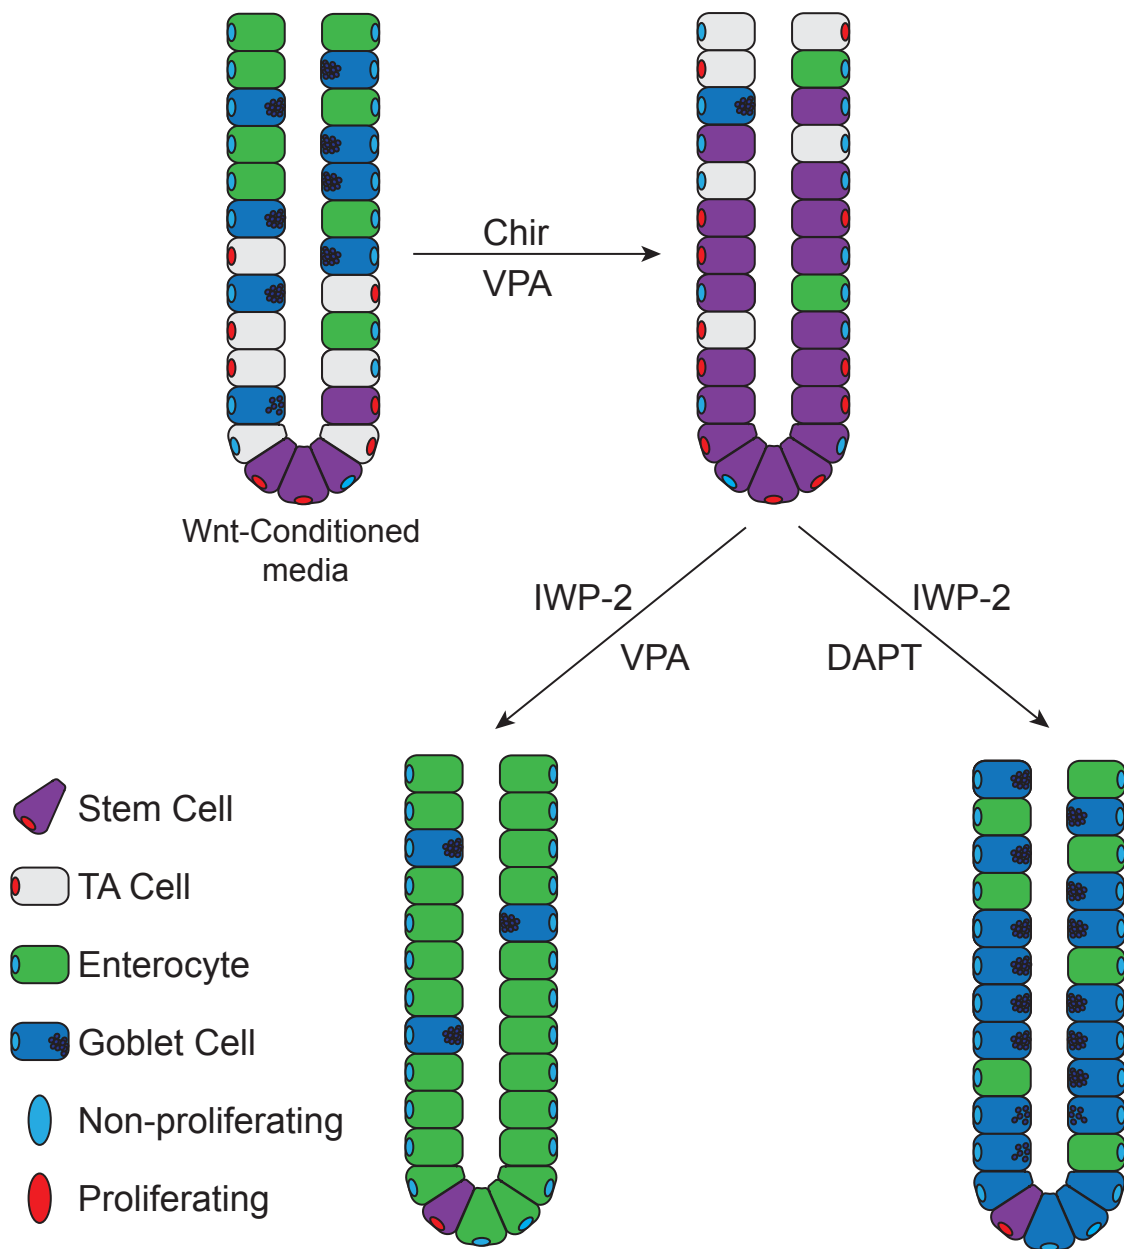

**S14 Fig. Organoid culture conditions for enriching various cell populations.** Treating established organoids with various drug combinations enriches for stem cells, enterocytes or goblet cells. Wnt-conditioned media contain EGF, Noggin, and R-spondin as well supernatants from a Wnt3A overexpressing cell line. CHIR99021 is a GSK3 inhibitor, and valproic acid (VPA) is a histone deacetylase inhibitor and Notch pathway activator. IWP-2 is a Wnt inhibitor, and DAPT is a  $\gamma$ -secretase inhibitor that blocks Notch pathway activity (see Materials and methods).

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S15 Fig — Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 7B. Analytes with maximum expression values of <0.1 pg/ml were omitted. Plots represent mean +/− standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. * represents p ≤ 0.05; ** represents p ≤ 0.01; *** represents p ≤ 0.001. Underlying numerical values are provided in S1 Data.

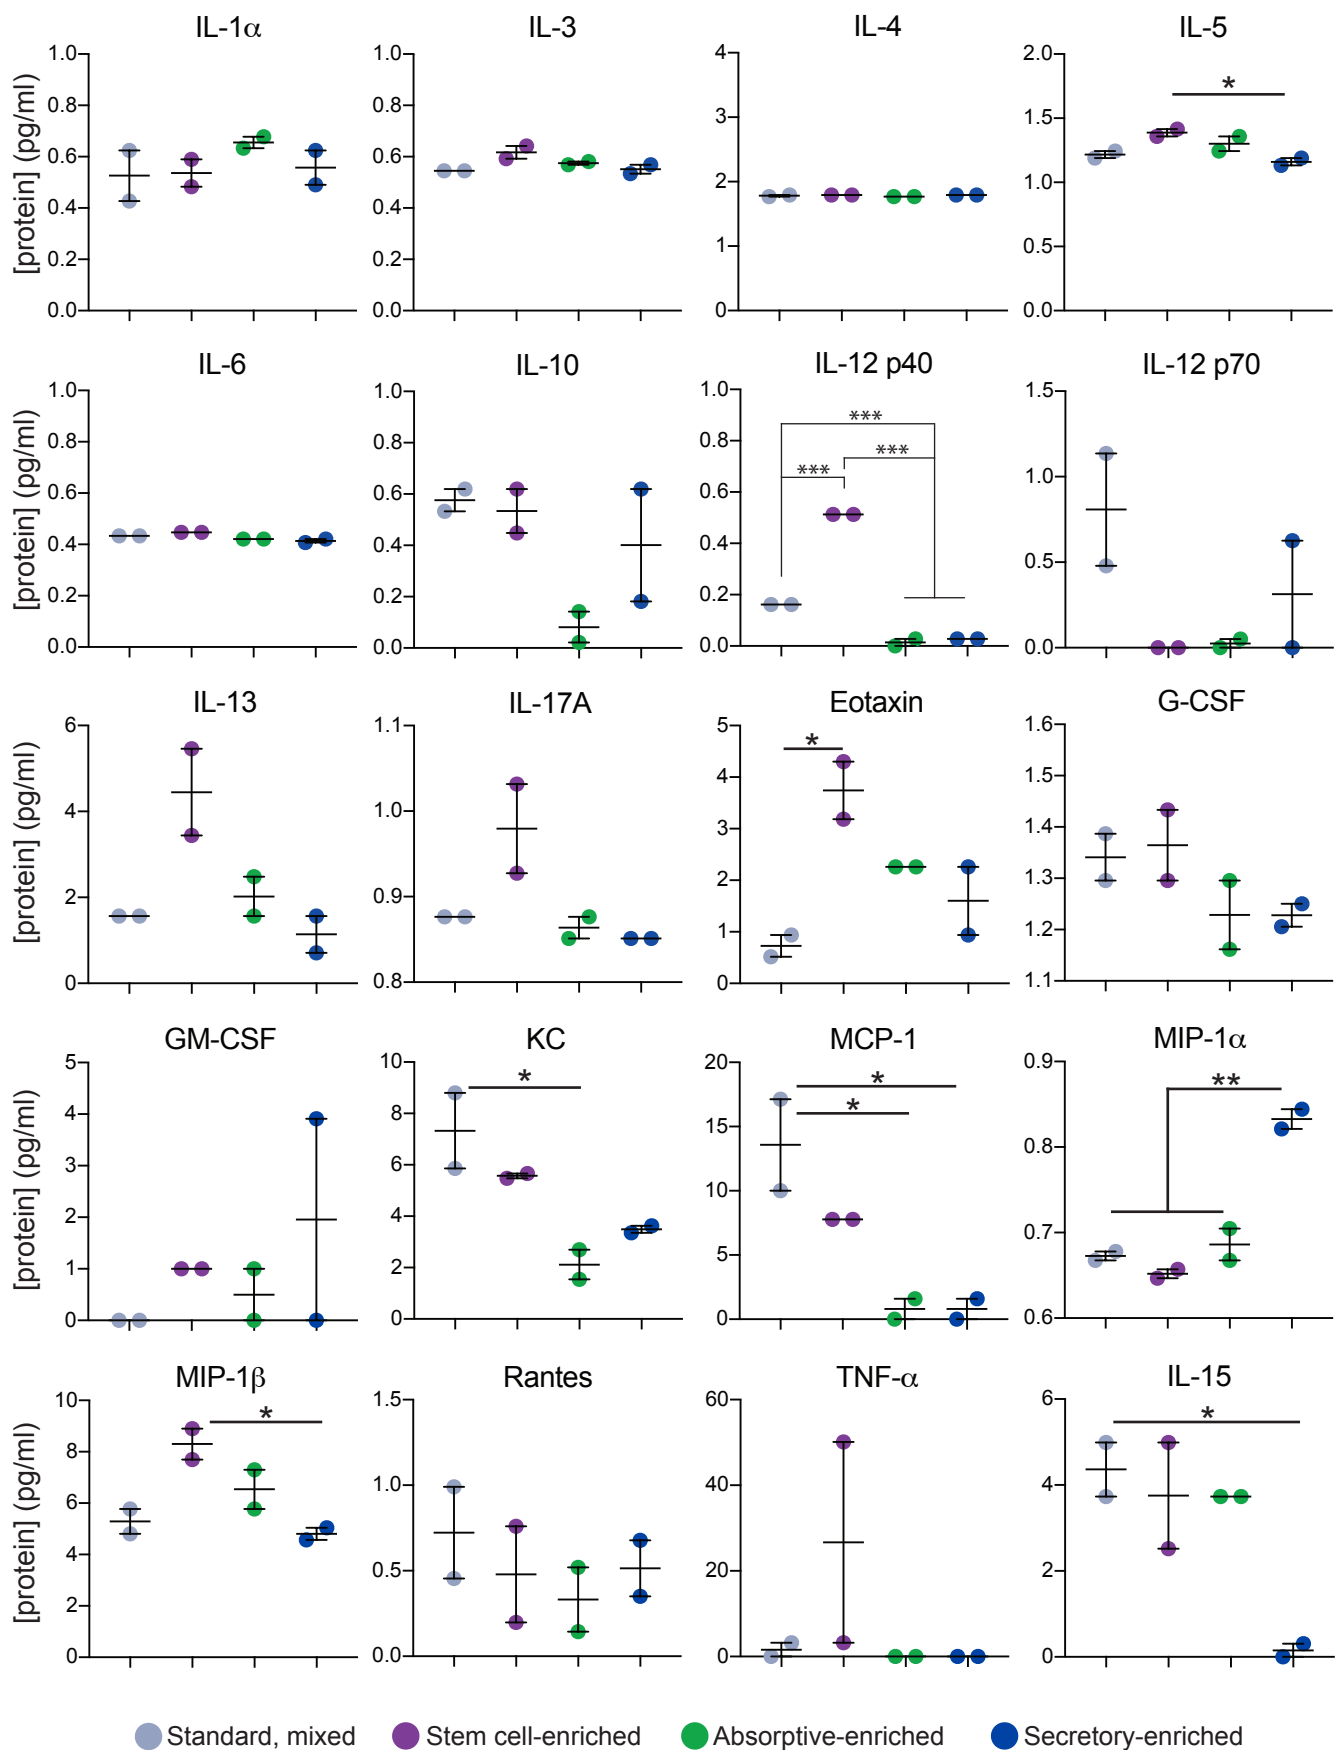

**S15 Fig. Expression of cytokines, chemokines, and growth factors in organoids.** Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 7B. Analytes with maximum expression <0.1pg/ml were omitted. Plots represent mean +/- standard error. Significance was determined by ANOVA with Tukey-Kramer post test. \* represents  $p \leq 0.05$ ; \*\* represents  $p \leq 0.01$ ; \*\*\* represents  $p \leq 0.001$ .

Underlying numerical values are provided in S1 Data.

# Supplementary material for: The colonic epithelium plays an active role in promoting colitis by shaping the tissue cytokine profile
**Source:** PLoS Biol. 2018 Mar 29;16(3):e2002417. doi: 10.1371/journal.pbio.2002417
**Supplement:** S16 Fig — Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 7B. Analytes with a maximum expression of <0.1 pg/ml were omitted. Plots represent mean +/− standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. * represents p ≤ 0.05; ** represents p ≤ 0.01; *** represents p ≤ 0.001. Underlying numerical values are provided in S1 Data.

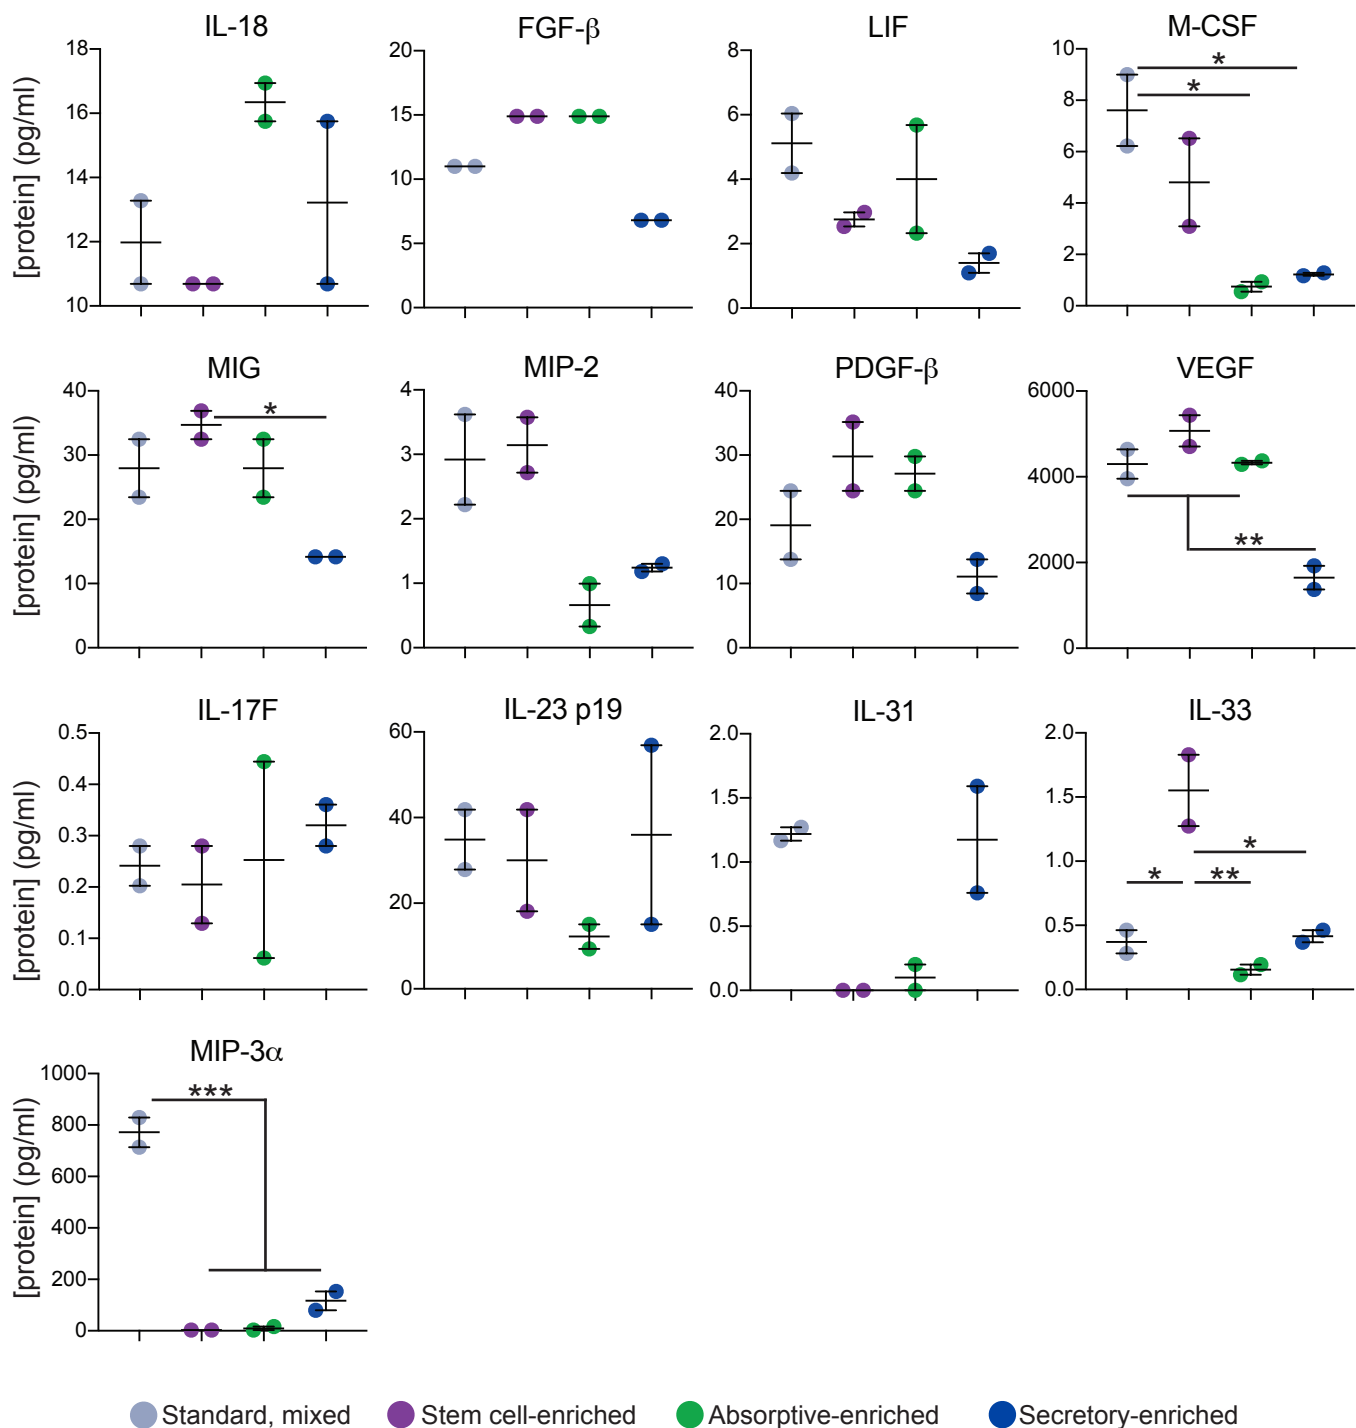

**S16 Fig. Expression of cytokines, chemokines, and growth factors in organoids.** Individual measurements for each cytokine, chemokine, and growth factor represented in Fig 7B. Analytes with a maximum expression of <0.1 pg/ml were omitted. Plots represent mean  $\pm$  standard error. Significance was determined by ANOVA with Tukey-Kramer post-test. \* represents  $p \leq 0.05$ ; \*\* represents  $p \leq 0.01$ ; \*\*\* represents  $p \leq 0.001$ . Underlying numerical values are provided in S1 Data.

How the deposited data were processed for this re-analysis (not part of the article)

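RNA of the distal colon of 10 Rag1-/- mice was measured on Affymetrix whole-genome mouse arrays, 1 array per mouse: 4 control mice given regulatory T cells and 6 inflamed mice given naïve T cells, 3 labelled severely and 3 moderately inflamed. The deposited values are log2 expression values per probe set. By the submitters' processing notes the authors made them from the scanned arrays with Affymetrix Expression Console and RMA (background correction, quantile normalization and summary by median polish); no version is given for either. The scanned images, detection calls and scan dates were not used here, so neither signal over background per probe set nor scan batches were examined. No value was missing. Array medians lie within 0.05 of each other on the log2 scale, and Pearson's r between arrays was 0.9893 to 0.9958 for pairs within control or within inflamed and 0.9625 to 0.9834 for pairs between them.

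From these values, probe sets were paired with genes through the annotation supplied for the platform. It lists 34945 probe sets with 1 gene and 932 with several; 9160 have no gene there and 64 are control probe sets. Probe sets with several genes were left out, so that some list members have no value. Of the 18193 genes, 9010 have more than 1 probe set, and the probe set with the highest mean over all arrays was used. Symbols were checked against a RefSeq gene table by gene identifier, which held those of 34741 probe sets and changed 0 symbols.

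Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Inflamed was compared with control in a model of 2 groups, and severe and moderate inflammation with control and with each other in a model of 3 groups that share 1 estimate of the spread. Gene lists of at least 5 measured members were tested with limma's camera at a preset correlation of 0.01, adjusted over 28 lists, and again with an estimated correlation. The 15 genes of Fig 6A and 6E, and the lists relative to the pan-epithelial list, were tested by exact permutation of all 210 splits of 4 against 6 arrays. The 29 lists, the tests, the settings varied and the rule for naming genes were set before the data were examined, except the tests and settings named as chosen later. They cover goblet, colonocyte, enteroendocrine, stem and tuft cells, pan-epithelial genes, S phase, G2 and M phases, ribosome biogenesis, regenerating epithelium, and antimicrobial and stress genes. They also cover chemokines, analytes of the paper's Luminex panel, the response to interferon gamma, and Th1, Th2 and Th17 genes. Further lists are T cells, B cells, macrophages and monocytes, neutrophils, plasmacytoid dendritic cells, smooth muscle, fibroblasts, endothelium, and enteric neurons and glia. The last are Notch targets, Notch receptors, ligands and processing, and mTORC1 targets. The lists were written from general knowledge; the members of the published gene sets that the paper used for GSEA were not at hand, so these lists stand in their place and are not the paper's sets. The mTORC1 list holds genes induced by mTORC1.

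The rule names the genes of Fig 6, whose values in the paper's S1 Data had been seen. It also names, per list, the 2 largest rises and the 2 largest falls past the threshold with no overlap between groups, the 10 largest rises and 10 largest falls of all genes, and members of the cytokine and T helper lists. Members behind a count of 5 or fewer were named after their values were seen.

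The tests were checked on simulated data made from the arrays' own residual spread. With 18193 genes, the comparison of inflamed with control recovered 65.7%, 92.5% and 100% of genes changed by 0.5, 1 and 2 on the log2 scale, with 6 false calls. Severe against control recovered 37.3%, 83.6% and 97%, moderate against control 47.8%, 88.1% and 98.5%, and severe against moderate 35.8%, 88.1% and 100%. Settings varied were the value per gene, the probe sets used, a filter on dim genes, the scaling of arrays, the variance model, array weights, the methods' t-test, the design, a block by replicate number, each array left out in turn, the list test (fry, and preranked GSEA with fgsea 1.28.0) and the reference for relative values. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.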

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

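The weighing of the 3 patterns at the end of this part was chosen only after the results were seen. Of the tests it uses, camera, preranked GSEA and the mean over probe sets had been set before. So had the comparison of epithelial and proliferation lists with the pan-epithelial list or with Epcam, Cdh1, Krt8 and Krt18. The other tests were chosen later.

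Array values stood apart from the rest of their group in 18 of 356 groups examined, where chance alone sets apart about 17.8; the ratio given is the gap to the nearest array over the range of the group, each above Dixon's critical value for the number of arrays. Control replicate 2 was low for Atoh1 (9.51, others 9.85 to 9.91, ratio 0.844), for Spdef (8.08, others 8.64 to 8.74, ratio 0.836) and for Sprr2h (3.67, others 4.80 to 4.99, ratio 0.852), and high for the list of Notch receptors, ligands and processing (7.40, others 7.34 to 7.35, ratio 0.862). Control replicate 3 was high for Klk1 (14.07, others 13.80 to 13.83, ratio 0.866) and Slc1a5 (9.35, others 8.87 to 8.91, ratio 0.908) and low for Birc5 (8.60, others 8.75 to 8.77, ratio 0.873) and Adam10 (10.93, others 11.11 to 11.13, ratio 0.898). Control replicate 4 was low for Tbx21 (3.85, others 4.36 to 4.42, ratio 0.891), and control replicate 1 was low for the Th2 list (3.42, others 3.66 to 3.68, ratio 0.905). Severe replicate 1 was high for Fcgr4 (9.61, others 7.44 to 8.10, ratio 0.694), Xcl1 (5.46, others 4.16 to 4.42, ratio 0.798), Il18rap (7.72, others 6.55 to 6.75, ratio 0.825) and the fibroblast list (9.48, others 8.21 to 8.67, ratio 0.634), and low for Krt20 (13.46, others 13.73 to 13.83, ratio 0.722). Moderate replicate 3 was low for Tert (3.88, others 4.16 to 4.23, ratio 0.815) and Trpm5 (4.33, others 4.52 to 4.60, ratio 0.688), and moderate replicate 1 was low for Insig1 (8.88, others 9.41 to 9.72, ratio 0.628).

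The severely and moderately inflamed colons differed in 13 of 28 lists by the camera test with its preset correlation. Lower in severe than in moderate inflammation were the lists of absorptive colonocytes (-0.39, adjusted p = 2.7e-06), smooth muscle (-0.32, adjusted p = 2.29e-05), goblet cells (-0.27, adjusted p = 0.000914) and stem cells (-0.07, adjusted p = 0.00771). Higher in severe inflammation were neutrophils (0.87, adjusted p = 4.4e-10), antimicrobial and stress genes (0.43, adjusted p = 0.000397), regenerating epithelium (0.40, adjusted p = 4.76e-07), macrophages and monocytes (0.39, adjusted p = 0.000109), chemokines (0.38, adjusted p = 3.13e-05), Luminex analytes (0.25, adjusted p = 0.000914), Th1 genes (0.25, adjusted p = 0.0176), fibroblasts (0.23, adjusted p = 0.0259) and mTORC1 targets (0.13, adjusted p = 0.000914). With an estimated correlation 0 of the 28 passed (smallest adjusted p = 0.27; 2 at an unadjusted p under 0.05), fry passed 0, and the exact permutation test cannot pass, since 3 against 3 arrays give no p under 0.1. Without severe replicate 1 the calls of goblet cells (adjusted p = 0.213), chemokines (0.142), Luminex analytes (0.213), Th1 genes (0.213) and macrophages and monocytes (0.626) ended and fibroblasts went the other way (0.176). Without moderate replicate 2 those of goblet cells (0.0803), Th1 genes (0.359), macrophages and monocytes (0.0733) and fibroblasts (0.359) ended. Other calls that ended were stem cells under preranked GSEA (0.5), fibroblasts with array weights (0.151), stem cells without severe replicate 2 (0.108) or 3 (0.0614), Th1 genes without severe replicate 3 (0.0505) or moderate replicate 3 (0.0621), antimicrobial and stress genes without moderate replicate 1 (0.0687), and Luminex analytes without moderate replicate 3 (0.0706). In 5 of the 10 splits of the 6 inflamed arrays at least as many lists passed, with 13 in the real split and 16 in the highest other, and so few splits cannot give a share under 0.05.

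Some gene groups and genes outside those the paper discusses for the arrays were above control in inflamed colon. All 21 genes of the response to interferon gamma rose, also when adjusted over the list alone, by a mean of 2.65 (camera, adjusted p = 6.44e-14; adjusted p = 0.25 with an estimated correlation), among them Ubd at 5.95 and Ido1 at 5.15. Of 14 antimicrobial and stress genes of the epithelium, 11 rose and 1 fell, with the same counts when adjusted over the list alone, and the mean was 2.13 (camera, adjusted p = 0.000133; adjusted p = 0.25 with an estimated correlation). Saa3, a serum amyloid, rose by 5.23 (limma adjusted p = 4.54e-05) from a control level of 6.43 with an SD of 1.57. Pigr, the receptor that carries IgA across the epithelium, fell by 0.39 (adjusted p = 0.00855, named after its values were seen). Of 9 genes of regenerating epithelium 6 rose, with the same count when adjusted over the list alone, and the mean was 1.20 (camera, adjusted p = 0.00175; adjusted p = 0.25 with an estimated correlation); Ly6d rose by 4.24 and Anxa8 by 2.30. Relative to the pan-epithelial list these 2 lists rose by 2.01 and 1.07 (exact adjusted p = 0.00794 for each). In the same whole tissue the neutrophil list rose by 2.51 and the macrophage and monocyte list by 1.75. Subtracting the pan-epithelial mean does not remove transcripts of immune cells, so these rises are not assigned to the epithelium. The mean of ribosome biogenesis was only 0.22 (camera, adjusted p = 0.0285). Its adjusted p was 0.46 with an estimated correlation, 0.0703 under the mean over probe sets and 0.156 under preranked GSEA. The difference was 0.09 relative to the pan-epithelial list (exact adjusted p = 0.49). Single genes among the 10 largest rises were S100a8 (7.66, from a control level of 4.78 with an SD of 1.34), Cxcl5 (6.65, from a dim 4.24), S100a9 (6.34, from 4.54 with an SD of 1.06), Sprr2h (6.30), Clca4b (6.29, from 7.37 with an SD of 1.9), Lrg1 (5.83) and Gzma (5.83).

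The lists of goblet cells, colonocytes, enteroendocrine, stem and tuft cells were all lower in inflamed colon. The pan-epithelial list, which shares no gene with them, was not lower (0.12, exact permutation test, p = 0.019; camera, adjusted p = 0.335; 0.05, exact p = 0.257 without its most raised member Cldn4). A smaller share of epithelium is argued against only as the whole cause, since 5 of the 5 lists were lower relative to the pan-epithelial list without Cldn4 (goblet cells by -0.40, exact adjusted p = 0.0476). As a hypothesis, marker genes of specialised and stem cells may be expressed less within the epithelium, by fewer such cells or by less RNA per cell: 5 of the 5 lists were lower relative to the pan-epithelial list, but goblet cells did not pass relative to Epcam, Cdh1, Krt8 and Krt18 (-0.43, exact adjusted p = 0.0536), nor on their own under exact permutation (adjusted p = 0.0571) or preranked GSEA (0.247). Arrays of whole tissue do not part those possibilities.

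The lists of smooth muscle, enteric neurons and glia, endothelium and fibroblasts were lower in inflamed colon, fibroblasts in all colons but severe replicate 1. Dilution of all resident cells alike by immune cells is argued against, since smooth muscle differed from the pan-epithelial list by -1.65 (exact permutation test, p = 0.00476). A fall of contractile genes within muscle cells was not tested. A smaller share of the muscle wall in inflamed samples remains a candidate explanation: smooth muscle fell further than endothelium, which lies in every layer (-0.99, exact p = 0.00952).

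The lists of S phase and of the G2 and M phases were higher in inflamed colon. A larger share of epithelium is argued against as the whole cause for the G2 and M list, which rose by 0.48 relative to the pan-epithelial list (exact adjusted p = 0.0298), although this was 0.34 under the mean over probe sets (exact adjusted p = 0.0893; range over all settings 0.0227 to 0.0893). For the S phase list it stays open (0.26, exact adjusted p = 0.185). Dividing immune cells remain a possible source: over the 6 inflamed arrays the G2 and M list had r = 0.485 with the T cell list (exact permutation p = 0.314, adjusted p = 0.314 over 2 relations; rho = 0.0286, p = 1; r = -0.187 without the 2 farthest arrays) and r = 0.651 with macrophages (exact p = 0.165, adjusted p = 0.314; rho = 0.6, p = 0.242; r = 0.574 without those 2). These 6 arrays are too few to decide, so from them dividing epithelial and dividing immune cells cannot be told apart. On tissue sections the paper reports a larger epithelial proliferative zone, mitotic cells up to the luminal surface and more epithelial cells per crypt. What share of the transcripts came from immune cells was not tested.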

How the results depend on the processing

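The exact permutation test of list means, the pan-epithelial list without Cldn4, also as a reference, and the tuft cell list without Rgs13 were chosen after the results were seen. Between inflamed and control colon 6539 to 7720 genes passed in 11 settings other than testing every probe set on its own, and 6271 to 7238 with 1 array left out, against 7222. The corresponding ranges were 5392 to 7344 and 5093 to 6439 for severe against control (6366), and 3837 to 5488 and 4260 to 5597 for moderate against control (5447). With every probe set tested, 12522, 10898 and 9308 probe sets passed, since more are tested. The methods' t-test called 8493 genes for inflamed against control at its unadjusted threshold of 0.05 and 6836 after Benjamini-Hochberg adjustment. Centring each array on its median moved the share of higher calls from 46.7% to 56.4% for inflamed, from 46% to 53.9% for severe and from 44.2% to 54.6% for moderate against control. Between severe and moderate inflammation 0 genes passed in every setting that kept all arrays (limma, 922 at an unadjusted p under 0.05; the methods' t-test, 643), and 0 to 20 with 1 array left out: 5 without severe replicate 2, 1 without moderate replicate 1 and 20 without moderate replicate 2.

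With an estimated correlation, 0 of 28 lists passed for inflamed against control and 0 for severe against moderate: goblet cells 0.403, colonocytes 0.455, enteroendocrine cells 0.245, stem cells 0.245, S phase 0.455, G2 and M phases 0.319, chemokines 0.245 and mTORC1 targets 0.245 (adjusted p). The correlation between members replaces the preset 0.01 in that setting. It reached 0.774 for inflamed against control and 0.805 for severe against moderate. Other settings passed 18 to 27 lists for inflamed against control and 20 to 22 with 1 array left out, against 22; for severe against moderate 10 to 15 passed with 1 array left out, 0 under fry and 0 under exact permutation, where p cannot go below 0.1. Adjusted p was 0.247 for goblet cells and 0.0978 for stem cells under preranked GSEA, 0.0571 for goblet cells under exact permutation, 0.00472 and 0.00352 for Notch targets and Notch receptors under fry, and 0.0127 for each under exact permutation. Relative to Epcam, Cdh1, Krt8 and Krt18 the goblet cell list differed by -0.43 (exact adjusted p = 0.0536), and under the mean over probe sets the relative G2 and M list by 0.34 (exact adjusted p = 0.0893). Bmi1 relative to the pan-epithelial list was -0.03, the second probe set of Lgr5 was 0.02 and the third of Lrig1 0.11, and the fibroblast list of severe against moderate changed direction without severe replicate 1 (0.176; 1.26e-06 to 0.359 over single arrays left out). Apart from the counts of tests named, the cause was not tested. Apart from the exchange of labels below, 10 to 12 of 15 markers passed in other settings and 10 to 12 with 1 array left out, and of the relative lists 7 to 8 of 10 and 8.

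Control, severe and moderate arrays share replicate numbers but no stated litter or day. Of 9 pairs with the same number 2 correlated by over 0.1 (-0.078 to 0.293; other pairs -0.311 to 0.169), and 4 of 10 arrays matched their own number best. Both were pairs of a severe with a moderate array, of replicate 1 (0.293) and of replicate 2 (0.254), while that of replicate 3 was at -0.03. Severe replicate 1 with moderate replicate 2 gave -0.257, and severe replicate 2 with moderate replicate 1 gave -0.311. With the replicate number as a block 6625, 5823, 4831 and 0 genes passed. So did 21 (tuft cells no longer passing) and 13 lists, 10 markers and 8 relative lists. Exchanging labels only within numbers gives 27 arrangements, so that no exact p can be under 0.037. Of 15 markers 9 had an unadjusted exact p under 0.05 and 0 passed (smallest adjusted p = 0.0617). Neither the t-test nor the test of every probe set gives list tests. Without detection calls dim genes such as Tert (4.23 in control) have no known signal over background, and where 1 group is that dim (among them Rgs13, Ugt2b5, Clec4e, Cxcl2, Cxcl3, Cxcl5, Ccr9, Cd3g, Ifng, Gata3, Il6, Ms4a1, Smpx, Stat4, Tbx21, Tek and Xcl1, and on single control arrays Cxcl9 and Sprr2h) the size of a difference is uncertain.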

Differences from the paper's values

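No test in this part was chosen after the results were seen. For Lgr5 the log2 difference, inflamed minus control, was -0.86, and the paper's value from its S1 Data for Fig 6B is -0.43. Of the alternatives set before the data were examined, it fell within the paper's value by the stated tolerance (1 replicate SD) under the mean over probe sets (-0.42), with arrays centred on the median (-0.80), with quantile normalization repeated (-0.82) and without severe replicate 3 (-0.73), and not under the others. For Lrig1 the difference was -0.90 and the paper's value is -0.58; under the mean over probe sets it was -0.58, and under no other alternative was it within the paper's value. The mean over probe sets moved Cxcl9 to 6.16 and Cxcl11 to 1.76, where the highest probe set gave 7.25 and 2.91. The other 13 markers lay within the replicate SD of the paper's values.

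The paper marks the goblet cell marker Muc2 as significantly lower by an unpaired t test, for which it states no adjustment. Here the difference of Muc2, -0.39, passed limma's test over all genes (adjusted p = 0.0383). It also passed the exact test before adjustment (exact p = 0.0476), but not after adjustment over 15 genes (exact adjusted p = 0.0649). Atoh1, another of the paper's goblet cell markers, fell by 1.05 (exact adjusted p = 0.00893). Over the 15 genes Muc2 passed with trend and robust variances (limma adjusted p = 0.0186), array weights (0.0213), the methods' t-test (0.0445), the other design (0.0247), relative to the pan-epithelial list (-0.52, exact adjusted p = 0.0238), without control replicate 2 (0.0179) and without moderate replicate 2 (0.0496). From its enterocyte markers the paper proposes a moderate decrease of enterocytes. It also cites histology, where enterocytes stained for Fabpl were mostly missing in colitis, and de-enrichment of an enterocyte gene set. Neither was examined here. Of the paper's 2 enterocyte markers, Alpi differed by -0.83 and passed in no setting (exact adjusted p = 0.161). Elf3 rose by 0.38 (exact adjusted p = 0.0143), while 11 of 21 colonocyte genes fell. For stem cells, of which the paper also proposes a moderate decrease, 3 of its 5 markers fell.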

Other observations

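The exact permutation test of list means was the only test in this part chosen after the results were seen. Genes of macrophages, neutrophils and T cells rose in inflamed colon. Of 16 T cell genes 13 rose and none fell, with a mean of 1.23 (camera, adjusted p = 1.68e-06; adjusted p = 0.25 with an estimated correlation); Cd3d rose by 2.48. The 17 genes of macrophages and monocytes had a mean of 1.75 (15 higher; camera, adjusted p = 3.69e-07; adjusted p = 0.25 with an estimated correlation), with Clec4e, a receptor of activated macrophages, at 8.68 against a dim 3.71 in control, and the 15 genes of neutrophils a mean of 2.51 (13 higher, 14 when adjusted over the list alone; camera, adjusted p = 1.68e-06; adjusted p = 0.25 with an estimated correlation). For T cells and macrophages the counts adjusted over the list alone were the same. The rise of Clec4e ranged from 3.28 to 5.06 over the settings that kept all arrays. Of 6 Th1 genes 5 rose (6 when adjusted over the list alone), Ifng by 3.73 from a dim 3.75 (limma adjusted p = 1.27e-06) and Tbx21, the Th1 master regulator, by 1.55, with a mean of 1.49 (camera, adjusted p = 0.000295; adjusted p = 0.25 with an estimated correlation); the others were Cxcr3 (1.17), Stat4 (1.13) and Il18rap (1.13). Of 6 Th2 genes Gata3 rose by 2.44, also when adjusted over the list alone, and the mean of 0.51 did not pass in camera (adjusted p = 0.0955; adjusted p = 0.25 with an estimated correlation) but passed in fry (adjusted p = 0.000479) and under exact permutation (adjusted p = 0.00784). Of the Th17 list 2 genes were measured, too few for a list test: Il17a rose by 0.52 (adjusted p = 0.0123) and Ccr6 by 0.42 (adjusted p = 0.0178; 0.0651 without control replicate 3).

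Of 9 B cell genes Cd22 and Ms4a1 rose (1 when adjusted over the list alone). The list mean was 0.17 (camera, adjusted p = 0.165, and 0.46 with an estimated correlation). It passed in fry (adjusted p = 0.0216) and under exact permutation (adjusted p = 0.0222). The rise of Ms4a1 (0.29, adjusted p = 0.0483) ended in 13 other settings, single arrays left out among them. Its adjusted p under the replicate block was 0.134. Rag1-/- mice make no B cells of their own, and the list was dim (4.17 in control and 4.34 in inflamed colon). The rise of this list is therefore not assigned to B cells. Of 10 genes of plasmacytoid dendritic cells, Irf8 (1.43), Ccr9 (1.05, from a dim 4.11) and Tlr7 (0.37; 0.23 under the mean over its probe sets) rose and Pacsin1 (-0.31, adjusted p = 0.037) fell, with the same counts when adjusted over the list alone and a mean of 0.30 (camera, adjusted p = 0.165; adjusted p = 0.40 with an estimated correlation) that passed in fry (adjusted p = 0.0131) and under exact permutation (adjusted p = 0.0127). The calls of Ccr9 without probe sets ending in x or s (0.21, adjusted p = 0.0861), of Tlr7 without control replicate 2 (0.0505) or 4 (0.065) and of Pacsin1 in 10 settings (-0.08 and adjusted p = 0.448 under the mean over probe sets, 0.151 under the replicate block, 0.0559 to 0.12 without single arrays) ended. Of 33 genes listed for analytes of the paper's Luminex panel 17 rose, 3 fell and 13 did not pass. The counts were the same when adjusted over the list alone. The paper's panel has more analytes than this list has genes, so the list may be partial. The mean of its genes was 1.21 and the median 0.53 (camera, adjusted p = 4.33e-05, and 0.25 with an estimated correlation). Among them Il1b rose by 3.52, Il6 by 2.32 from a dim 2.81 (adjusted p = 0.0138) and Tnf by 1.84, and Il15 fell by 1.96 (adjusted p = 1.17e-06), Il18 by 0.98 (adjusted p = 0.00967) and Ccl11 by 1.43; these are transcripts of the whole tissue, not the proteins of the panel.

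Genes of the muscle wall, nerves and vessels fell. All 12 smooth muscle genes fell, by a mean of -1.53 (camera, adjusted p = 6.17e-09; adjusted p = 0.25 with an estimated correlation), Myh11, the smooth muscle myosin, by 2.27 and Synpo2 by 2.03. Of 12 genes of enteric neurons and glia 8 fell, Snap25, a protein of synaptic release, by 2.06 and by 1.21 under the mean over its probe sets (list mean -0.85; camera, adjusted p = 0.000331; adjusted p = 0.25 with an estimated correlation). Of 12 endothelial genes 6 fell, Tek by 1.67 to a dim 4.21 (list mean -0.53; camera, adjusted p = 0.00714; adjusted p = 0.32 with an estimated correlation). Of 12 fibroblast genes 7 fell, Dpt by 1.79 and Lum by 1.77, and Thy1 rose by 0.81 (list mean -0.62, with severe replicate 1, at 9.48, above every control; camera, adjusted p = 0.0244; adjusted p = 0.46 with an estimated correlation). For these 4 lists the counts adjusted over the list alone were the same. The fibroblast call ended under preranked GSEA (adjusted p = 0.0963) and with dim genes left out (0.0723), where the endothelial call ended as well (0.0554).

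In severe inflammation 2929 genes were higher and 3437 lower than in control, and in moderate inflammation 2405 were higher and 3042 lower (limma, adjusted p under 0.05). Between severe and moderate inflammation 0 genes passed, with a smallest adjusted p of 0.233. In simulated data of that comparison 88.1% of genes changed by 1 on the log2 scale were recovered, and 100% of those changed by 2. On the arrays Cers3 differed by 2.55 (limma adjusted p = 0.286) and Eno3 by -2.08 (limma adjusted p = 0.328), and neither passed. The simulated shares therefore do not tell what size of difference the arrays could have missed.

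Chance in the grouping of the arrays can be excluded for the counts of genes against control. Among 100 of the 210 splits of 4 against 6 arrays, 1, the real one, gave as many genes as inflamed against control (7222; highest other 495), and 1 gave as many passing lists (22; highest other 20, so that list counts part the splits far less than gene counts do). Among 35 splits, 1 gave as many genes as severe against control (6366; highest other 6) and 1 as many as moderate against control (5447; highest other 8). For severe against moderate this test cannot decide, since the real count was 0 and all 10 of 10 splits had to reach it (highest other 287). Nor can 10 splits give a share under 0.05. The split with 287 genes may point to a structure of the 6 inflamed arrays other than the labelled severity. On the second principal component severe and moderate replicate 1 lay at 22.9 and 15.7, and severe and moderate replicate 2 at -18.4 and -23.4. Severe and moderate replicate 3 lay at -2.1 and 0.7. Whether the 287 genes follow that division was not tested.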
